# The glucose-sensing transcription factor MLX balances metabolism and stress to suppress apoptosis and maintain spermatogenesis

**DOI:** 10.1371/journal.pbio.3001085

**Published:** 2021-10-20

**Authors:** Patrick A. Carroll, Brian W. Freie, Pei Feng Cheng, Sivakanthan Kasinathan, Haiwei Gu, Theresa Hedrich, James A. Dowdle, Vivek Venkataramani, Vijay Ramani, Xiaoying Wu, Daniel Raftery, Jay Shendure, Donald E. Ayer, Charles H. Muller, Robert N. Eisenman

## Abstract

Male germ cell (GC) production is a metabolically driven and apoptosis-prone process. Here, we show that the glucose-sensing transcription factor (TF) MAX-Like protein X (MLX) and its binding partner MondoA are both required for male fertility in the mouse, as well as survival of human tumor cells derived from the male germ line. Loss of *Mlx* results in altered metabolism as well as activation of multiple stress pathways and GC apoptosis in the testes. This is concomitant with dysregulation of the expression of male-specific GC transcripts and proteins. Our genomic and functional analyses identify loci directly bound by MLX involved in these processes, including metabolic targets, obligate components of male-specific GC development, and apoptotic effectors. These in vivo and in vitro studies implicate MLX and other members of the proximal MYC network, such as MNT, in regulation of metabolism and differentiation, as well as in suppression of intrinsic and extrinsic death signaling pathways in both spermatogenesis and male germ cell tumors (MGCTs).

## Abstract 2

Male germ cell production is a metabolically-driven and apoptosis-prone process. This study shows that MLX, a nutrient-sensing transcription factor and member of the MYC network, is not required for embryonic development but is necessary for male murine fertility and male germ cell tumor survival; loss of MLX results in altered metabolism, activation of stress pathways and germ cell apoptosis in the testes.

## Introduction

The MYC/MAX/MXD network plays a critical role in both development and tumorigenesis as major mediators of transcriptional regulation of growth, metabolism, proliferation, apoptosis, and differentiation (for reviews, see [1–3]). This network is comprised of basic helix–loop–helix–leucine zipper (bHLHLZ) transcription factors (TFs) generally associated with activation (MYC) or repression (MXD) that compete for an obligate heterodimerization partner (MAX) in order to bind DNA and influence expression of shared target genes [4]. Typically, MYC-MAX responds to mitogenic signals to activate Enhancer box (E-box)-containing promoters, whereas MXD-MAX responds to the loss of mitogenic signals or differentiation cues to repress the same targets. This allows the network to balance proliferative cues with cell cycle entry and exit.

The MAX-centered network exists within a larger network, containing MAX-Like protein X (MLX), MondoA (also known as MLX-interacting protein, MLXIP), and carbohydrate response element binding protein (ChREBP, also known as MondoB and MLXIPL; reviewed in [5,6]). MLX heterodimerizes with a subset of MXD proteins as well as the glucose-sensing MondoA and ChREBP but is unable to heterodimerize with either MAX or MYC. ChREBP-MLX [7] and MondoA-MLX heterodimers are major regulators of glucose-responsive transcription in vitro and in vivo [8–11], and MLX function has been linked to the response to metabolic stress in multiple organisms [12–15]. Genetic ablation of MYC [16], MAX [17], and MNT [18] (the most ubiquitously expressed MXD family member) results in embryonic or perinatal lethality (in the case of MNT); however, loss of MondoA [19] or ChREBP does not interfere with overt development [7]. We previously demonstrated an obligate role for the MLX arm of the network in promoting survival of a wide range of tumor cells with deregulated MYC by facilitating metabolic reprogramming and suppressing apoptosis. However, cells expressing endogenously regulated MYC were found to tolerate MondoA or MLX loss [20].

Here, we report the phenotype associated with loss of MLX during normal murine development. As with deletion of either *Mlxip* (*MondoA*) or *Mlxipl (Chrebp)*, loss of *Mlx* is not detrimental to normal embryonic development or organismal viability. However, all male homozygous null animals (MLX^KO^) exhibit complete sterility with a dramatic increase in apoptosis of germ cells (GCs). Many of these phenomena are recapitulated by Sertoli cell–specific deletion of *Mlx*, directly implicating MLX in the normal function of this male-specific stromal cell. We link this phenotype to a broad integrated transcriptional program mediated by MLX within the MYC network that facilitates metabolism and directly suppresses apoptosis.

## Results

### Homozygous deletion of *Mlx* is developmentally tolerated but results in male-only infertility

To examine potential developmental roles of *Mlx* in the mouse, we generated a targeting construct for deletion of exons 3 to 6 of the murine *Mlx-α* isoform encoding the bHLHLZ region required for dimerization and DNA binding (Fig 1A, S1A Fig). Upon constitutive heterozygous deletion of *Mlx*, we were able to obtain both *Mlx*^*+/−*^ males and females, indicative of developmental haplosufficiency, as reported for heterozygous deletions of *Myc* or *Max*. However, upon mating of heterozygous males and females, we were surprised to discover that, unlike complete deletion of *Myc* or *Max*, which results in embryonic lethality, homozygous loss of *Mlx* is well tolerated, resulting in offspring at the expected mendelian frequencies (Fig 1B). *Mlx* null (MLX^KO^) mice of both sexes were indistinguishable from wild-type (WT) mice, lived a normal life span, and exhibited normal behavior, including copulation. Similar to *Mlx*^*+/−*^ (HET) mice of either sex, *Mlx*^*−/−*^ females were able to breed successfully, whereas all *Mlx*^*−/−*^ males were infertile (Fig 1C).

**Fig 1:**
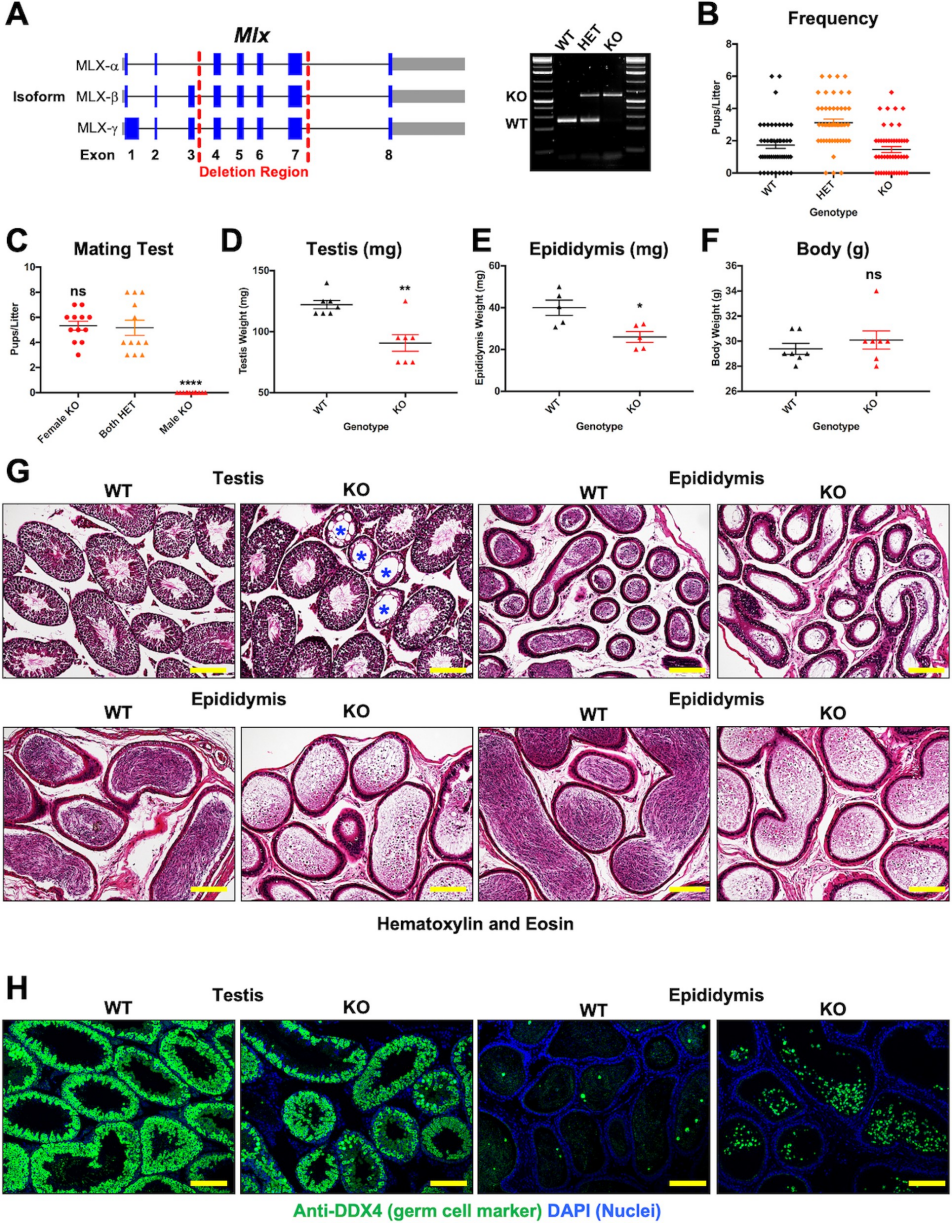
Targeting strategy and initial reproductive characterization of the MLX^KO^ mice. (**A**) Cloning strategy for deletion of exons 3 to 6, encoding the DNA-binding domain, of murine Mlx-α with PCR products of the 3 potential genotypes WT, HET, and KO shown to the right. (**B**) Pups/litter from mating tests between MLX HET males and females (*N* = 48). (**C**) Mating test results from crossing the indicated sex and MLX genotype mice (*N* = 12). (**D**) Testis weight of WT versus MLX^KO^ mice (*N* = 7). (**E**) Epididymis weight of WT and MLX^KO^ mice (*N* = 5). (**F**) Body weight of WT and MLX^KO^ mice (*N* = 7). (**G**) Histological analysis of WT and MLX^KO^ testis and epididymis stained with hematoxylin and eosin; asterisks mark degenerated seminiferous tubules (100×, scale bar = 400 uM). (**H**) IF analysis of WT and MLX^KO^ testis and epididymis stained for the indicated protein (100×, scale bar = 400 uM). Shown for all is the mean with SEM with *p*-values shown from paired *t* test for groups of 2 and ANOVA for groups of 3 or more (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). The underlying data for Fig 1B–1F can be found in S1 Data. HET, heterozygous; IF, immunofluorescence; KO, knockout; MLX, MAX-Like protein X; WT, wild-type.

Coincident with the loss of fertility, MLX^KO^ testis and epididymis tissue were disorganized, and we observed markedly reduced populations of GCs and spermatozoa compared with WT mice. The weights of both testis and epididymis were significantly decreased in MLX^KO^ adult males (Fig 1D and 1E) despite normal body weight (Fig 1F). MLX^KO^ testes frequently exhibited abnormal and acellular seminiferous tubules (marked with blue asterisks in Fig 1G), and MLX^KO^ epididymides contained decreased numbers of spermatozoa, which displayed highly abnormal morphologies relative to WT including malformed heads and abnormal midpiece and tail structures (S1C Fig), as well as populations of cells with an immature appearance compared with WT (Fig 1G). As shown in Fig 1H, the GC identity of these immature appearing cells within the MLX^KO^ epididymis was confirmed by staining with the pan-GC cytoplasmic marker DDX4 (also known as VASA). In WT mice, DDX4 is only detected at low levels in cells within the epididymis due to removal by phagocytosis of spermatid (St) cytoplasts or residual bodies [21] possessing this marker during the transition from round to elongated St (Fig 1H). These epididymal histological phenotypes of MLX^KO^ were not present in *Mlx* heterozygous animals (S1B Fig) and were observed with varying severity from age P51 onward (S1D Fig). Note the combination of both abnormal spermatozoa and immature round cells in the epididymis of MLX^KO^ animals even at this young age (S1E Fig).

### Infertility of MLX^KO^ male mice originates in the testes

To begin investigating a role for MLX in male fertility, we first determined the extent of MLX expression in the testes using immunofluorescent antibody staining. Fig 2A and 2B shows staining with anti-MLX throughout the testis, including GCs, Sertoli cells, interstitial cells, as well as in the lining of the epididymis, where spermatozoa mature and gain motility. The observed staining is specific, as no signal is detected from secondary antibody or from the same tissue derived from our MLX^KO^ mice and stained with anti-MLX. We note that MLX expression in general appears to decrease with differentiation into the lumen of the seminiferous tubule (Fig 2B). Such widespread expression of MLX is consistent with other available data from human testes confirming the presence of this transcript in multiple testes cell types. The Human Protein Atlas [22] (http://www.proteinatlas.org) shows similar staining for MLX in human testis and epididymis, and single-cell RNA sequencing (scRNA-seq) of human testicular cell populations [23] shows *MLX* specifically enriched in Sertoli and primitive GCs (S2A Fig) and co-expressed with *MLXIP* (encoding MondoA) (S2B Fig). These data support a conserved role for MLX in human testes.

**Fig 2:**
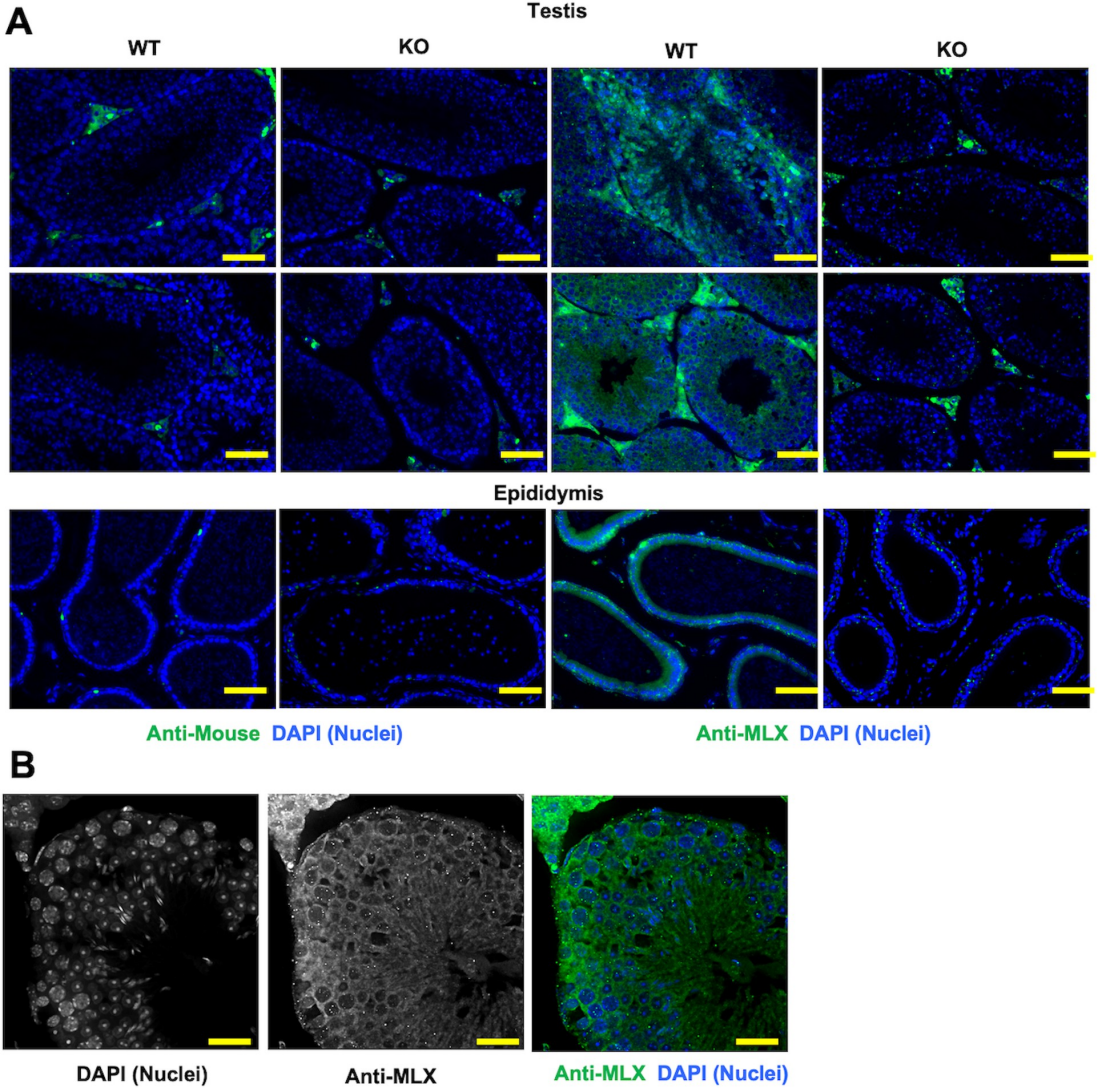
Immunostaining for MLX in WT and MLX^KO^ male reproductive tissue. (**A**) IF analysis of WT versus MLX^KO^ testis and epididymis stained with either secondary alone, or with anti-MLX then secondary antibody (200×, scale bar = 200 uM). (**B**) IF analysis of WT testis tissue stained with anti-MLX showing the single DAPI and MLX, as well as combined, channels (400×, scale bar = 100 uM). IF, immunofluorescence; KO, knockout; MLX, MAX-Like protein X; WT, wild-type.

To understand the basis for the testicular phenotype in the MLX^KO^ mice, we quantified aspects of the cellular biology of the testicular and epididymal GCs. Enumeration of daily sperm production (DSP) rate revealed both a significant decrease in DSP (Fig 3A), as well as diminished output of mature sperm to the epididymis in the MLX^KO^ compared with WT mice (Fig 3B), consistent with decreased production in the testis. While the majority of WT cauda spermatozoa were motile and had a normal appearance, spermatozoa that reached the cauda epididymis in MLX^KO^ animals exhibited both a lack of progressive motility (Fig 3C) and abnormal morphology (Fig 3D), as shown previously in (S1C and S1E Fig). These features are consistent with the clinical symptoms of oligoasthenoteratozoospermia (OAT) as defined by decreased sperm number, lack of motility, and altered morphology of the sperm [24].

**Fig 3:**
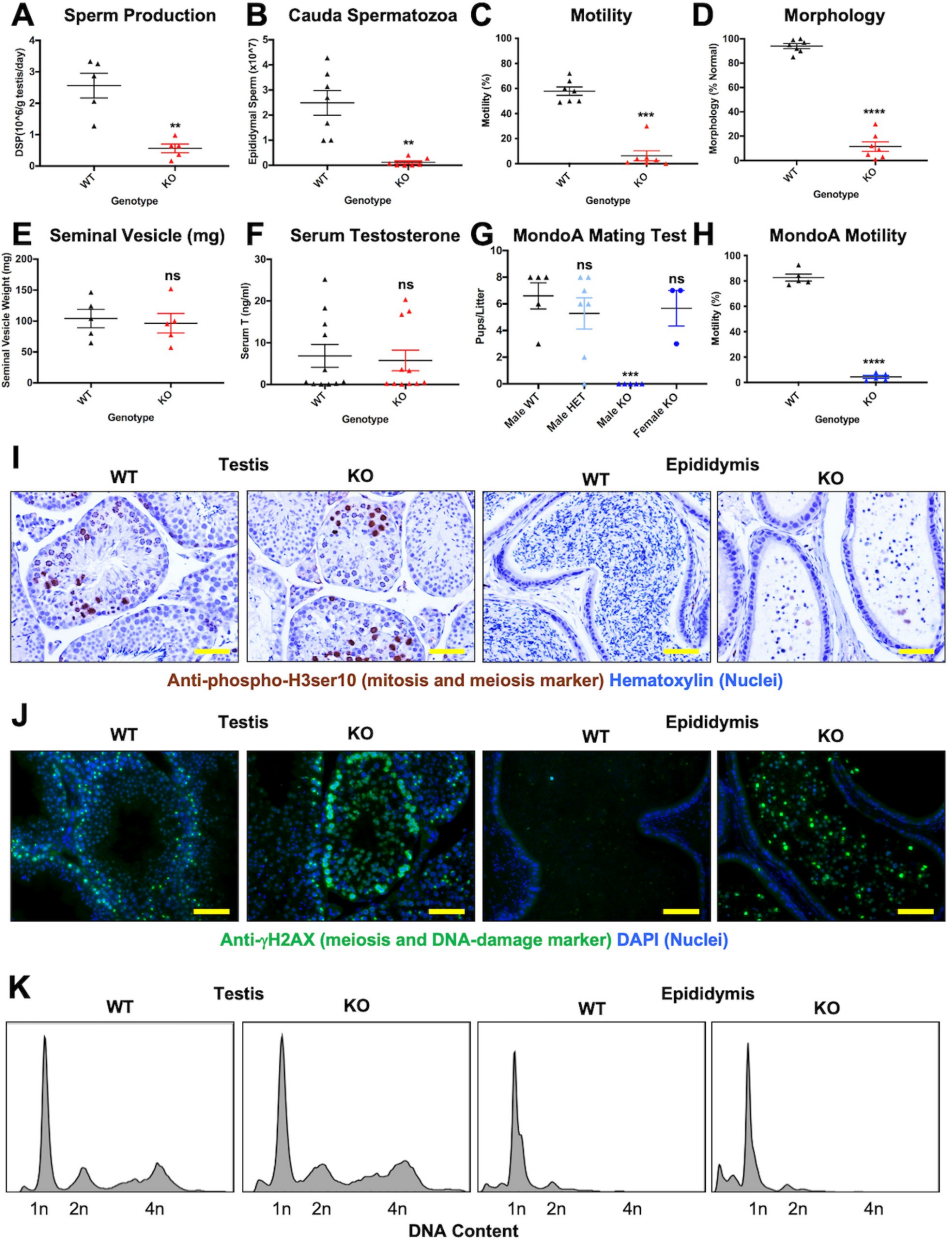
Fertility traits of WT, MLX^KO^, and MondoA^KO^ mice. (**A–F**) Comparison of WT and MLX^KO^ mice: (**A**) DSP (*N* = 5 mice). (**B**) Epididymal sperm counts (*N* = 7 mice). (**C**) Percent progressive motility of cauda epididymal sperm (*N* = 7 mice). (**D**) Percent normal morphology of epididymal sperm (*N* = 7 mice). (**E**) Seminal vesicle weight (*N* = 5 mice). (**F**) Serum T (*N* = 11 mice). (**G**) Mating test results from crossing the indicated sex and MondoA genotype mice (*N* = 3 to 6). (**H**) Percent progressive motility of cauda epididymal sperm from WT and MondoA^KO^ mice (*N* = 5). (**I**) IHC analysis of WT and MLX^KO^ testis and epididymis stained for the indicated protein (200×, scale bar = 200 uM). (**J**) IF analysis of testis and epididymis stained for the indicated protein (200×, scale bar = 200 uM). (**K**) Flow cytometry analysis of single cell suspension from testis and epididymis of WT versus MLX^KO^ mice stained for DNA content. Shown for all is the mean with SEM with *p*-values shown from paired *t* test for groups of 2 and ANOVA for groups of 3 or more (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). The underlying data for Fig 3A–3H can be found in S1 Data, and the underlying data for Fig 3K can be found in S2 Data. DSP, daily sperm production; HET, heterozygous; IF, immunofluorescence; IHC, immunohistochemistry; KO, knockout; MLX, MAX-Like protein X; T, testosterone; WT, wild-type.

To determine whether a defect in androgen production correlated with the loss of fertility in MLX^KO^ males, we quantified serum testosterone (T) between WT and MLX^KO^ animals. Consistent with the lack of a change in the size of the seminal vesicle (Fig 3E), a T responsive tissue, we did not detect a change in serum T levels between genotypes (Fig 3F). By contrast, alterations in levels of important metabolites were detected upon liquid chromatography with tandem mass spectrometry (LC–MS/MS) metabolomic analysis of serum from WT versus MLX^KO^ males. Partial least squares discriminant analysis (PLS-DA; S3A Fig), carried out using MetaboAnalyst [25], revealed multiple metabolites with a variable importance to projection (VIP) score of greater than 1. The top 20 are shown in S3B Fig, and the heat map in S3C Fig with the complete log fold change (LFC)-normalized dataset is included as S1 Table. Ribose-5-phosphate, pyruvate, and lactate were increased in MLX^KO^ serum (S3B and S3C Fig), indicative of enhanced whole body glycolysis. MLX^KO^ mice also exhibited alterations to metabolite levels associated with amino acid oxidation, such as decreased valine and a buildup of 2 downstream metabolites, 3-amino-isobutyrate and 2-hydroxy-isovaleric acid. Augmented glycolysis and alterations to oxidative substrates have also been reported in mice lacking MondoA or treated with a chemical inhibitor of MondoA [19] [10]. MondoA-MLX heterodimers are known to act through their downstream target, TXNIP, which, in turn, suppresses glycolysis [8]. Taken together, these results indicate that deletion of *Mlx* leads to a change, not in the production of T, but in whole body metabolism consistent with loss of MondoA-MLX activity, as well as alterations in normal testicular and epididymal tissue homeostasis. A model depicting changes in mitochondrial oxidative substrates upon MLX loss is shown in S3D Fig, suggesting a switch from glucose to amino acid oxidation.

As MLX functions as a TF in concert with its heterodimeric binding partners, MLX interacting proteins, we hypothesized that such a binding partner could also be required for male fertility. Since previous deletion of *Mlxipl* (encoding ChREBP) did not affect fertility [7], we gauged the requirement of *Mlxip* (encoding MondoA) for male fertility. As shown in Fig 3G, deletion of the gene encoding MondoA results in male-only infertility. Interestingly, in contrast to the MLX^KO^ spermatozoa, which appeared abnormal, the spermatozoa from MondoA^KO^ mice appear normal and are produced at normal number (S3E Fig) but are completely nonmotile (asthenospermic) (Fig 3H). This both supports a direct transcriptional requirement for MondoA-MLX activity in male fertility and suggests that MLX has functions independent of MondoA in the context of spermatogenesis.

Given the phenotypic differences between the MondoA and the MLX deleted mice, we sought to specifically determine the stage of the defect in spermatogenesis in the MLX^KO^ mice. Staining for phospho-Histone H3ser10 (to detect mitotic and meiotic cells) indicated that GCs from both WT and MLX^KO^ testes could undergo successful meiosis in the testis (Fig 3I). WT testis showed the expected stage-specific expression of γH2AX (marker of meiosis and DNA damage) decreasing with differentiation and present only in rare epididymal cells (most likely round St shed from the testes). By contrast, the MLX^KO^ tissue display disrupted expression and the shedding of immature, γH2AX+ cells into the epididymis (Fig 3J). We also observed ectopic epididymal staining for the pan-GC marker DDX4 (see Fig 1H), which is normally only detected at low levels during the transition from round to elongated St.

As the cytoplasmic cell markers DDX4 and γH2AX are normally lost upon completion of meiosis, we tested whether testicular and epididymal cells from MLX^KO^ mice were arresting in meiosis. All stages of meiosis (1, 2, and 4n DNA content) were observed in the testis and epididymis of both WT and MLX^KO^ mice (Fig 3K), indicating that the cells transiting to the epididymis of MLX^KO^ mice, although having significantly reduced total cell numbers compared with WT (Fig 3B), were postmeiotic (predominantly 1n). However, the MLX^KO^ epididymal population displayed increased sub-1n DNA content, indicative of DNA fragmentation (Fig 3K), consistent with the observed γH2AX expression. In conclusion, MLX^KO^ males exhibit OAT, with decreased testicular St production accompanied by impaired transition from round to elongated St morphology. These immature postmeiotic cells maintain meiosis and stress markers and are shed to the epididymis where they appear to undergo apoptosis.

### MLX deletion in Sertoli cells partially phenocopies the whole body deletion

Because Sertoli cells are known to play a critical role in the maintenance of the seminiferous epithelium to support GC development and prevent shedding of immature cells, we asked whether Sertoli cells were affected by MLX loss. We stained WT and MLX^KO^ testes with anti-SOX9, which is present in Sertoli cell nuclei in a highly characteristic pattern at the periphery of seminal vesicle tubules. We found that SOX9 staining was essentially unaffected in seminal tubules from either WT or MLX^KO^ testes with normal GC abundance (Fig 4A). However, as noted above, a fraction of MLX^KO^ seminiferous tubules appeared to be largely devoid of GCs yet maintained an outer ring of peripheral epithelial cells (Fig 1G). These acellular tubules in the MLX^KO^ testes exhibited an increase in the density and frequency of peripheral SOX9 positive cells, possibly indicative of Sertoli cell dysfunction (Fig 4A).

**Fig 4:**
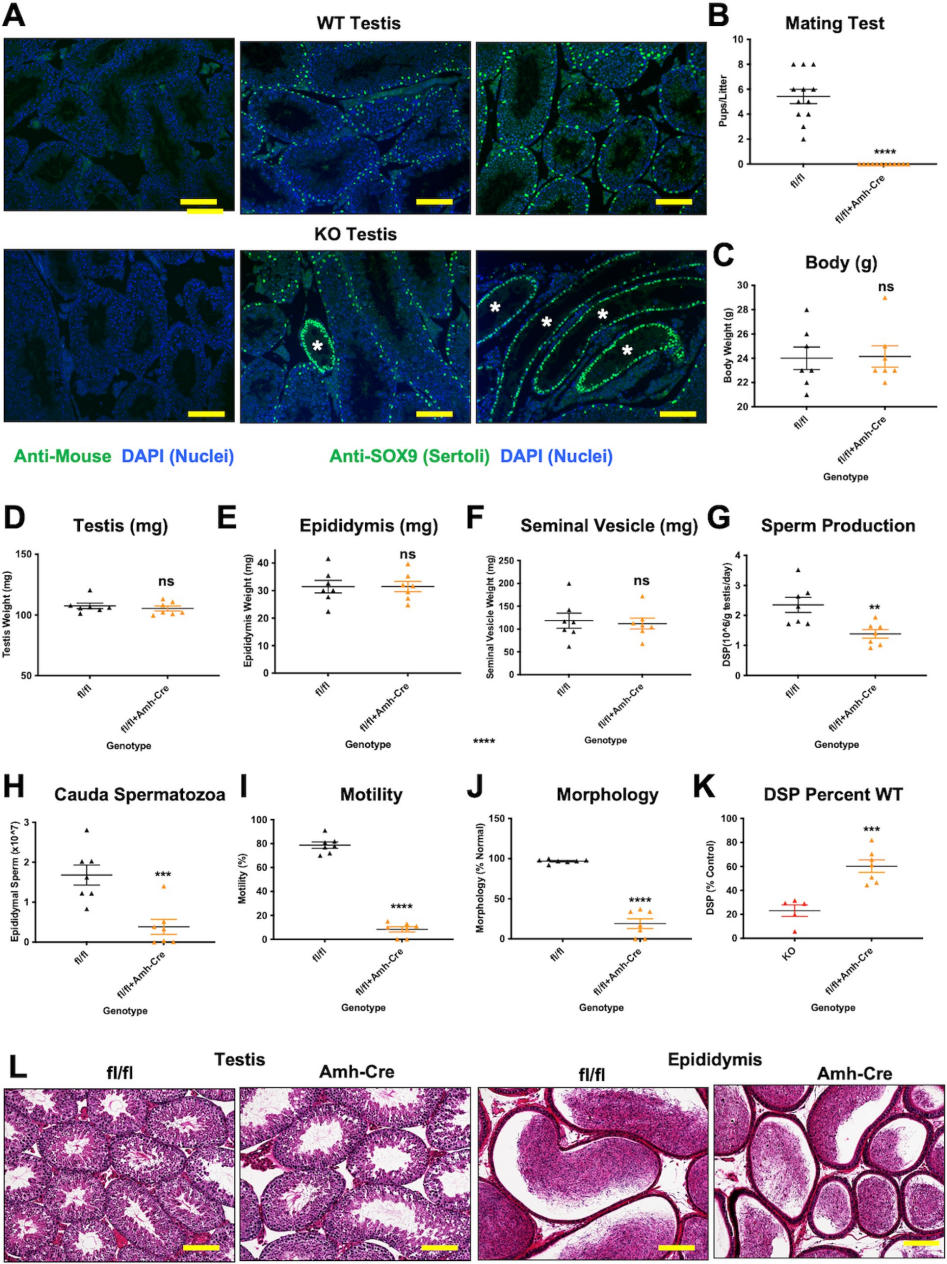
Analysis of targeted MLX deletion in Sertoli cells. (**A**) IF for the Sertoli cell marker SOX9 in WT and MLX^KO^ testes with acellular tubules indicated with asterisks (100×, scale bar = 400 uM). (**B**) Pups/litter of mating tests between MLX^fl/fl^ males and Amh-Cre+ males with WT females (*N* = 7). (**C**) Body weight of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**D**) Testis weight of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**E**) Epididymis weight of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**F**) Seminal Vesicle weight of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**G**) DSP rate of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**H**) Cauda epididymal sperm counts from MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**I**) Percent of cauda epididymal sperm of MLX^fl/fl^ males compared with Amh-Cre+ littermates exhibiting progressive motility (*N* = 7). (**J**) Percent normal morphology of cauda epididymal sperm of MLX^fl/fl^ males compared with Amh-Cre+ littermates (*N* = 7). (**K**) Comparison of the decrease in DSP rate between WT to MLX^KO^ and MLX^fl/fl^ to MLX^fl/fl^ with Amh-Cre (*N* = 5–7). (**L**) Histological analysis of testis and epididymis of 6-month-old MLX^fl/fl^ males compared with Amh-Cre+ littermates stained with hematoxylin and eosin (100×, scale bar = 400 uM). Note the lack of tubules with loss of GCs. Shown for all panels is the mean with SEM with *p*-values shown from paired *t* test, except for 4K that was an unpaired *t* test (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). The underlying data for Fig 4B–4K can be found in S1 Data. DSP, daily sperm production; GC, germ cell; IF, immunofluorescence; KO, knockout; MLX, MAX-Like protein X; WT, wild-type.

To determine whether Sertoli cell function was dependent on MLX, we compared our whole body deletion of *Mlx* with the effects of a targeted Sertoli cell *Mlx* deletion using Amh-Cre [26] in *Mlx*^fl/fl^ mice. We found that, similar to MLX^KO^ males, the *Amh-Cre; Mlx*^fl/fl^ mice exhibited male infertility (Fig 4B). However, unlike whole body knockout (KO) males with decreased testis and epididymis weight, there was no change in the weight of any of the tissues examined (Fig 4C–4F). As observed in the whole body KO, *Amh-Cre; Mlx*^fl/fl^ males exhibited defects in spermatogenesis, including decreased cauda epididymal sperm content resulting from diminished DSP, as well as loss of motility and abnormal morphology (Fig 4G–4J). Importantly, however, unlike whole body deletion of *Mlx*, the relative DSP rate was significantly higher in the Amh-Cre+ mice than in our whole body MLX^KO^ (Fig 4K). Furthermore, mice bearing Sertoli-specific deletion of MLX did not possess acellular seminiferous tubules that are prevalent (accounting for about 10% of the total) in the whole body MLX^KO^ mice (Fig 4L, S4B Fig; quantified in S4C Fig). These findings further confirm that the deleterious effects of MLX loss on fertility can originate within the testis and are consistent with the essential linkage between Sertoli cell function and spermatogenesis, including coupled glucose and lipid metabolism (reviewed in [27,28]). However, the differences in sperm production rate and lack of acellular tubules suggest that the MLX loss in Sertoli cells only partially phenocopies the constitutive loss of MLX.

In order to gauge where MondoA-MLX transcriptional activity is present, we stained WT and MLX^KO^ testes for SOX9 and TXNIP, as a proxy. As shown in S4D Fig, TXNIP is widely expressed in the testes and greatly decreased with deletion of MLX. While *TXNIP* is highly expressed in human Sertoli cells (S4E Fig), the protein decreases in both GCs and Sertoli cells in the MLX^KO^, suggestive of MLX activity in both compartments. Consistent with this, another MondoA-MLX target, *ARRDC4*, is highly expressed in GC compared with Sertoli cells (S4F Fig), and *Arrdc4* was recently demonstrated to support murine sperm maturation in vivo [29]. Given the widespread expression of MLX in the testis (Fig 2A and 2B), we reasoned that MLX loss is likely to have a cell autonomous effect on GC differentiation and spermiogenesis and decided to focus our further investigation on the whole body MLX^KO^.

### Expression profiling reveals decreased spermatogenesis, altered metabolism, and increased stress in MLX^KO^ testes

To gauge the altered transcriptome of MLX^KO^ tissue, we used RNA sequencing (RNA-seq) to profile the RNA of whole testes from age-matched littermates of WT verified fertile breeders versus constitutive MLX^KO^ males (*n* = 3 pairs). 

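For each of the 6 whole testes libraries of this experiment, from 3 WT and 3 MLX KO males aged 7 months, the authors deposited the number of reads counted on each gene symbol, without normalization. *Mlx* itself lies on chromosome 11 of mm10 from 101086707 to 101092207. It had 128, 96 and 98 counts in the libraries labelled WT1, WT2 and WT3 and 94, 109 and 102 counts in those labelled KO1, KO2 and KO3. That corresponds to 6.13 ± 0.611 CPM (counts scaled by library size and TMM factor; SD, n = 3) in WT and 5.43 ± 0.591 (SD, n = 3) in MLX KO testes, a log2 fold change (LFC) of -0.18 (SE 0.14, adjusted p = 0.326 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 pairs, with overlapping CPM values. The deposited count covers the whole gene, including exon 7, which the targeting left in place, and the gene's 3′ end overlaps that of *Psmc3ip*, so reads there could have been assigned to either gene. The *Mlx* count therefore does not check the genotype labels, and every direction given is that of the libraries labelled KO against those labelled WT.
Reads were aligned by the authors to mm10 with TopHat, and the paper's text does not name the tool or the gene annotation used for counting. The libraries held 19742726, 16674678 and 18600064 counts in WT (median 18600064) and 19003564, 17016665 and 17738684 counts in MLX KO testes (median 17738684). Of 17931 gene symbols in the table, 14640 had enough counts for testing by edgeR's filter on the groups. Composition was adjusted with TMM factors, from 0.943 to 0.961 in WT and from 1.02 to 1.07 in MLX KO libraries, and genotype was the only term in the model. The methods state no other term, while the legend of Fig 5B calls the data pair-wise analyzed and the sample titles name paired replicates. Fits with the littermate pair as a block are therefore given as alternatives. Genes with an adjusted p under 0.05 were counted as DEGs. Counting error at these depths is small for abundant genes, and a group whose libraries all held 3 or fewer counts of a gene was treated as being at the detection floor. Whole testes hold several cell types, so a change in a transcript can come from its level in a cell type or from the share of that cell type.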

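Principal component analysis of the 500 most variable genes, on log2 CPM, placed 76.1% of the variance on the first component (PC1) and 10.2% on PC2. Along PC1, the WT libraries lay between -20.6 and -16.7 and the MLX KO libraries between 16.3 and 20.6 (exact permutation test on the group means, two-sided p = 0.1, the smallest p that 3 testes against 3 allow). PC1 separated the genotypes in this run and in each alternative, 12 of 12 runs in all: with DESeq2's size factors, with other gene filters, over all genes tested, on the regularized log scale and without each of the libraries. Its share moved most on the regularized log scale, where it was 89.1%. On PC2, the libraries labelled WT1 and KO1 lay at 6.71 and 11.9, and the other WT and MLX KO libraries were all below 0.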

As shown in Fig 5A, principal component analysis (PCA) of these samples indicates that they group according to genotype. 

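Between WT and MLX KO testes, 6649 of the 14640 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 3634 higher and 3015 lower in MLX KO. Of these, 3600 of the higher and 2998 of the lower genes changed in the same direction in all 3 littermate pairs. Most changes were small, with a median absolute LFC of 0.40. An absolute LFC over 1 was reached by 883 DEGs, 831 higher and 52 lower. The split between higher and lower genes moved most when counts were scaled by library size alone, with 5343 higher and 1268 lower, and the total moved most with DESeq2 and the littermate pair as a block, with 4579 genes (2193 higher and 2386 lower).
Among DEGs changed in the same direction in all 3 pairs, the 5 largest fitted increases were those of *Lpo*, *Wnt4*, *Shisa4*, *Timp1* and *Klk1b22*, and the 5 largest decreases those of *Meox1*, *Eomes*, *Dab1*, *Vav2* and *Unc5a*. *Lpo*, which encodes lactoperoxidase, had 3, 4 and 2 counts in WT and 493, 178 and 240 in MLX KO testes, an LFC of 6.49 (SE 0.54, adjusted p = 9.72e-06 from edgeR, higher in 3 of 3 pairs). *Shisa4* was at the detection floor in WT, with 1, 1 and 2 counts, and was at least 15.0-fold higher in MLX KO testes. *Klk1b22* has near-identical paralogs between which reads could have been split. *Vav2* fell from 127 ± 5.21 to 27.0 ± 0.804 CPM (SD, n = 3 each), an LFC of -2.23 (SE 0.05, adjusted p = 2.3e-09 from edgeR, lower in 3 of 3 pairs). *Meox1*, 785 kb from *Mlx* and so within the region in which large changes were more frequent than around most genes, had an LFC of -3.63 (SE 0.44, adjusted p = 9.71e-05 from edgeR, lower in 3 of 3 pairs).
The paper's text, Fig 5E and 5F and S4 Table state a direction for 43 genes. Of these, 42 had enough counts for testing, and 41 were past the threshold in the stated direction over all genes tested. Adjusted over the list alone, the number was also 41, which is not independent evidence because the study chose these genes on the same libraries. With library size alone, 34 were past the threshold in the stated direction.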

We identified 4,688 differentially expressed genes (DEGs) upon loss of MLX (2,282 up and 2,406 down) (Fig 5B, S2 Table). 

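The Hallmark collection was not used here, so gene sets of the Reactome collection on the same topics were tested, 15 in all, with limma's camera test at a preset correlation of 0.01 between genes. Of the Fertilization set, 20 genes were tested, and their median LFC in MLX KO relative to WT testes was -0.21, with 16 genes lower and 15 of these past the threshold (adjusted p = 0.00161 from camera over the 15 sets; medians of -0.16, -0.25 and -0.23 in the 3 pairs). The Meiosis set had a median LFC of -0.08 over 53 genes, with 32 lower (adjusted p = 0.0878 from camera, lower in 3 of 3 pairs), and its median was 0.06 when counts were scaled by library size alone. Across the 15 sets, 10 were past the threshold, 9 higher and 1 lower in MLX KO testes. With limma's fry test, which preserves the correlation between genes, 14 were past the threshold, Glycolysis being the exception, and with camera and the correlation estimated for each set none was, although 3 had an unadjusted p under 0.05. In the other 9 ways of splitting the 6 libraries into 3 and 3, camera called 1 to 7 sets and fry called 0. These splits mix both genotypes in each group, so their counts are no baseline without a genotype difference.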

Gene set enrichment analysis (GSEA) indicated enrichment for only the Spermatogenesis Hallmark Gene Set in the WT testes, which correlates with normal spermatogenesis in these mice (Fig 5C). However, compared with WT, the MLX^KO^ tissue is enriched for gene expression signatures related to multiple metabolic pathways including fatty acid metabolism, glycolysis, and oxidative phosphorylation. 

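In MLX KO testes, the Reactome set for fatty acid, triacylglycerol and ketone body metabolism had a median LFC of 0.22 over 81 genes, of which 40 were higher and 18 lower past the threshold (adjusted p = 0.00102 from camera over 15 sets, higher in 3 of 3 pairs). Mitochondrial fatty acid beta-oxidation stood further apart, with a median LFC of 0.79 over 15 genes, 13 of them higher (adjusted p = 2.89e-05 from camera, with medians of 0.57, 0.79 and 0.75 in the 3 pairs). Cholesterol biosynthesis had a median LFC of 0.26 over 22 genes (adjusted p = 0.00261 from camera, higher in 3 of 3 pairs). Its median was 0.17 without KO3 and 0.16 with no filter, and the set stayed past the threshold in both.
Glycolysis went both ways, with 7 genes higher and 11 lower past the threshold among 27 tested. Its median LFC was -0.08 (adjusted p = 0.126 from camera and 0.106 from fry, lower in 3 of 3 pairs), and 0.06 with library size alone. For respiratory electron transport and ATP synthesis, 85 genes had a median LFC of 0.03, with 23 higher and 12 lower past the threshold. This set did not pass with camera (adjusted p = 0.518, higher in 2 of 3 pairs) but did with fry (adjusted p = 0.0139, for the same median).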

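Reactome sets on immune signaling were higher in MLX KO than in WT testes in 3 of 3 pairs each. Interferon gamma signaling had a median LFC of 0.67 over 63 genes, 57 of them higher (adjusted p = 9.80e-06 from camera over 15 sets). Interferon alpha/beta signaling had a median LFC of 0.40 over 12 genes (adjusted p = 0.0204 from camera). The medians were 0.62 for interleukin-6 signaling, a JAK-STAT pathway (9 genes, adjusted p = 9.67e-05 from camera), and 0.26 for cytokine signaling in the immune system, a larger set that includes the interferon genes (185 genes, adjusted p = 3.92e-04 from camera). The 8 genes of the TNF signaling set, all higher and 3 of them past the threshold, had a median LFC of 0.21 (adjusted p = 0.0171 from camera). They are also part of the death receptor set, whose 12 genes had the same median and an adjusted p of 0.0204 from camera. Of these 12 genes, 11 were higher, 4 of them past the threshold. An NFκB set was not part of the 15.
The Apoptosis set was mixed, with 45 genes higher and 24 lower past the threshold among 137 tested, a median LFC of 0.09 and an adjusted p of 0.165 from camera (higher in 3 of 3 pairs). The Wnt signaling set was mixed as well, with 60 genes higher and 39 lower past the threshold among 202, a median LFC of 0.06 and an adjusted p of 0.506 from camera (higher in 3 of 3 pairs). Both passed with fry, which asks whether the genes of a set changed and not whether they changed more than other genes (adjusted p = 6.42e-04 for Apoptosis, median LFC 0.09, and 0.00129 for Wnt signaling, median LFC 0.06, each higher in 3 of 3 pairs).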

We also noted enrichment for stress pathways in the MLX^KO^ tissue, including inflammatory and interferon responses, tumor necrosis factor alpha (TNFα), nuclear factor kappa B (NFκB), cytokine-activated Janus kinase (JAK)-signal transducer and activator of transcription (STAT) and WNT signaling, and apoptosis (Fig 5C, S3 Table).

**Fig 5:**
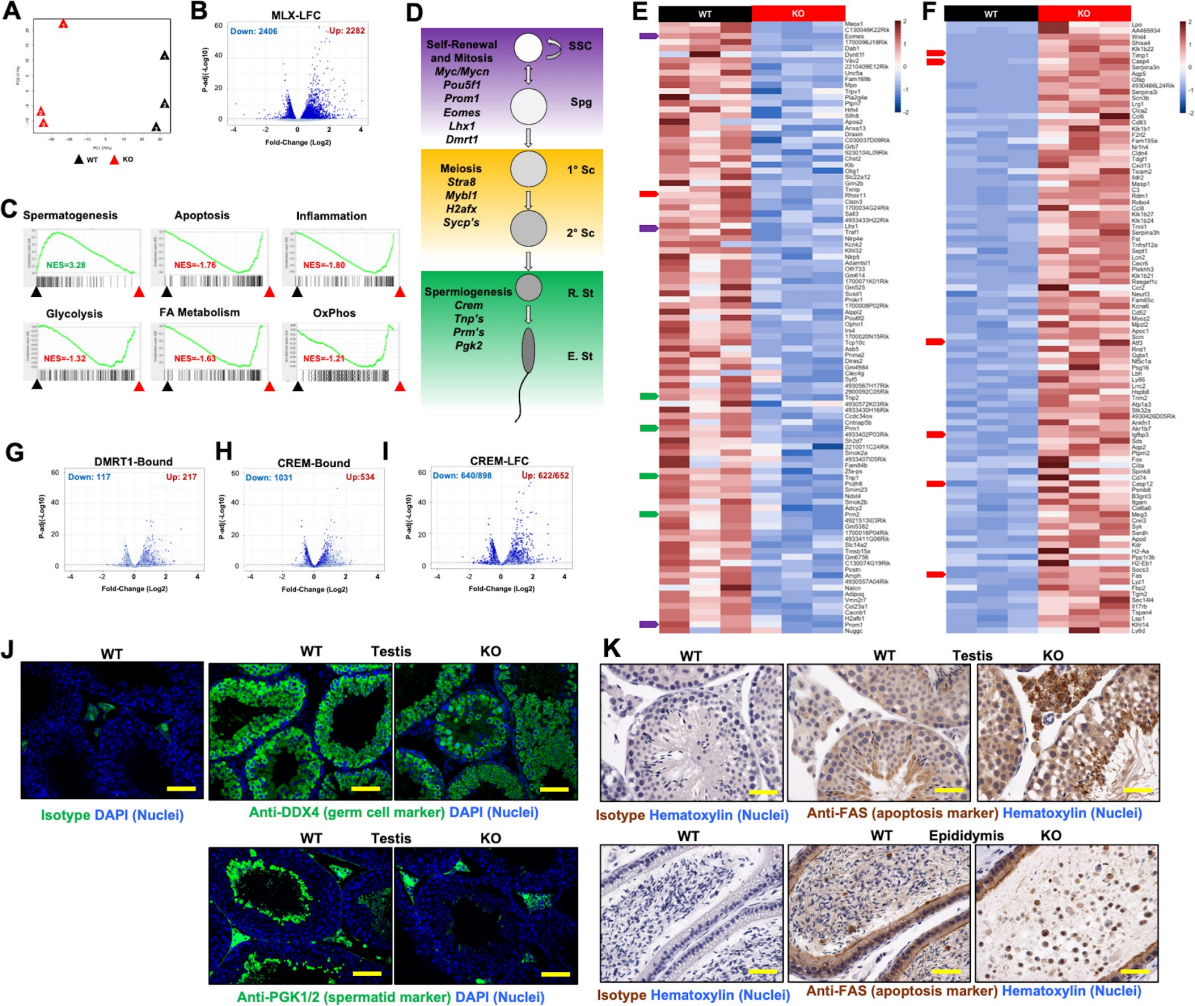
RNA profiling of testes from WT and MLX^KO^ mice. (**A**) PCA of RNA-seq data from WT versus MLX^KO^ whole testes tissue. (**B**) Volcano plot derived from RNA-seq data showing LFC (x-axis) by −Log10 *p*-value (y-axis) of pair-wise analyzed RNA-seq data. Shown are DEGs significantly up- or down-regulated (*p* < = 0.05). See S2 Table for a complete list. (**C**) GSEA of RNA-seq data with representative up/down categories shown (see S3 Table for a complete list). (**D**) Schematic depicting spermatogenesis broken into 3 major stages: Self-Renewal/Mitosis, Meiosis, and Spermiogenesis with the indicated stage-specific markers shown (cell type abbreviations: E. St, elongating spermatid; R. St, round spermatid; Sc, spermatocyte; Spg, spermatogonia; SSC, spermatogonial stem cell). (**E, F**) Heat maps of 100 most (**E**) down-regulated and (**F**) up-regulated genes in the MLX^KO^ relative to WT testes. Colored arrows indicated DEGs associated with SSC/Spg function (purple), spermiogenesis (green), and apoptosis (red). (**G, I**) Volcano plots of RNA-seq data as in (**A**) with (shown in dark blue, compared with light blue) DEGs previously reported to be (**G**) DMRT1-bound [30], (**H**) CREM-bound [31], and (**I**) responsive to CREM loss of function CREM-LFC [32]. (**J**) IF analysis of WT and MLX^KO^ testis stained for the indicated proteins (200×, scale bar = 200 uM). (**K**) IHC analysis of WT versus MLX^KO^ testis and epididymis stained for the indicated protein (400×, scale bar = 100 uM). The underlying data for Fig 5A–5C and 5G–5I can be found in S1 Data. DEG, differentially expressed gene; GSEA, gene set enrichment analysis; IF, immunofluorescence; IHC, immunohistochemistry; KO, knockout; LFC, log fold change; MLX, MAX-Like protein X; PCA, principal component analysis; RNA-seq, RNA sequencing; WT, wild-type.

Spermatogenesis is a highly choreographed developmental program that can be separated into 3 broad categories enriched in 3 GC types (spermatogonia (Spg), spermatocyte (Sc), and spermatid (St)), which undergo, respectively, self-renewal/mitosis, meiosis, and spermiogenesis (see schematic in Fig 5D). These cellular states are lineage specified through the activities of specific TFs and their targets, several of which are listed in Fig 5D. Similar to GSEA, Enrichr analysis [33,34] for ChIP set enrichment analysis (CHEA) was employed to identify TFs associated with DEGs from WT compared with MLX^KO^ testes. Most noteworthy is that genes down-regulated in MLX^KO^ cells are significantly associated with loss of CREM and MYBL1 (required for spermiogenesis [35] and meiosis [36], respectively), while up-regulated genes were associated with the more primitive spermatogonial TFs DMRT1 [37], OCT4 [38], and MYC [39] (S5A Fig). This suggests an incomplete block in normal spermatogenesis in MLX^KO^ GCs with a loss of late markers and an accumulation of more primitive markers of GC differentiation.

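The stages of spermatogenesis were followed with 4 lists of germ cell markers and the other cells of the testis with 5 lists, all fixed before the counts were examined and without shared genes. The 13 markers of elongating spermatids were all lower in MLX KO testes and past the threshold, with a median LFC of -0.50 (adjusted p = 3.65e-16 from camera over the 9 lists, lower in 3 of 3 pairs). Without the 6 genes of this list that the paper also names, the median was -0.49. The 10 round spermatid markers were all lower, 8 of them past the threshold, with a median LFC of -0.26 (adjusted p = 4.92e-04 from camera, lower in 3 of 3 pairs). All 12 spermatocyte markers were lower as well, 9 past the threshold, with a median LFC of -0.19 (adjusted p = 0.00142 from camera, lower in 3 of 3 pairs) and -0.21 without the 4 genes that the paper names. With the littermate pair as a replicate block in edgeR, 7 round spermatid and 10 spermatocyte markers were past the threshold. Here *Spaca1* was lost and *Hormad1* gained. With DESeq2 and the block, the numbers were 8 and 7, with *Dmc1*, *Tdrd5* and *Mybl1* lost and *Hormad1* gained among spermatocyte markers. The spermatocyte calls were fragile: 5 markers were past the threshold without WT1 or without KO3, 3 without KO2, where *Dmc1*, *Piwil1*, *Ccna1*, *Tdrd5*, *Mybl1* and *Sycp3* were lost, and 2 with library size alone. With that scaling, 4 round spermatid and all 13 elongating spermatid markers were past the threshold, and the medians of the elongating spermatid, round spermatid and spermatocyte lists were -0.36, -0.12 and -0.05. The 10 spermatogonial markers tested had a median LFC of 0.06 (adjusted p = 0.802 from camera, higher in 2 of 3 pairs) and 0.05 without the 1 gene that the paper names, with *Kit* (LFC 0.81) and *Uchl1* (LFC 0.17) higher and *Id4* (LFC -0.26) lower past the threshold. *Id4* was not past it with library size alone or with DESeq2 and the replicate block, and *Uchl1* was past it in few alternatives, namely library size alone, upper-quartile normalization, a filter of at least 1 CPM in 3 libraries, an unadjusted p of at most 0.05 and without KO1.
Markers of other testis cells rose. All 11 Sertoli cell, 9 Leydig cell and 9 macrophage markers tested were higher and past the threshold, with median LFCs of 0.78, 1.07 and 1.28 (adjusted p = 2.09e-09, 1.0e-12 and 6.17e-11 from camera, each median higher in 3 of 3 pairs). Of the macrophage markers, *Cx3cr1* was only just past it (LFC 0.74, adjusted p = 0.0494 from edgeR, higher in 2 of 3 pairs, with overlapping groups) and was not without WT1, WT2, WT3, KO1 or KO2, nor with DESeq2's size factors or with DESeq2 and the replicate block. The Sertoli median was 0.79 without the 1 gene that the paper names. The 7 endothelial markers had a median LFC of 0.55 (adjusted p = 0.0558 from camera, and 0.0337 with the replicate block, higher in 3 of 3 pairs). *Kdr* and *Cdh5* were past the threshold, and *Pecam1* as well with the block in edgeR, though not with DESeq2 and the block. The 6 peritubular myoid markers had a median LFC of 0.44 (adjusted p = 0.179 from camera, higher in 3 of 3 pairs), with 4 higher and *Actg2* lower past the threshold. *Actg2* was also the most abundant of the list, with 267 CPM in WT against 38.0 for *Acta2*. Whether it marks only myoid cells in whole testes was not tested. Camera gave 6 or more lists in 6 of the 10 ways of splitting the 6 libraries into 3 and 3. With fry, 8 lists were past the threshold for the genotypes and 0 for the other 9 splits. Each of these 9 splits mixes both genotypes in each group. Part of the genotype difference thus stays in their contrast and the rest widens the spread within groups. Their counts are no baseline without a genotype difference and decide nothing for or against the lists. With camera and the correlation estimated for each list, 0 were, and 3 had an unadjusted p under 0.05.
Of the stage markers in Fig 5D, *Pgk2* was lower in MLX KO testes, with an LFC of -0.50 (SE 0.06, adjusted p = 6.46e-05 from edgeR, lower in 3 of 3 pairs). *Crem* had an LFC of -0.20 (SE 0.05, adjusted p = 0.0113 from edgeR, lower in 3 of 3 pairs), *Mybl1* of -0.16 (SE 0.05, adjusted p = 0.0182) and *Sycp3* of -0.16 (SE 0.06, adjusted p = 0.0473), the last 2 also lower in 3 of 3 pairs. Each of these 3 was no longer past the threshold without KO2 or without KO3, *Crem* and *Sycp3* also without WT2, and *Mybl1* and *Sycp3* also without WT1. None of the 3 was past it with library size alone, *Mybl1* was not with DESeq2 and the replicate block, and *Sycp3* was not with upper-quartile normalization or a filter of at least 1 CPM in 3 libraries. *Sycp2* had an LFC of -0.25 (SE 0.05, adjusted p = 0.00169 from edgeR, lower in 3 of 3 pairs). *Sycp1* had an LFC of -0.13 (adjusted p = 0.0837, lower in 3 of 3 pairs), which was 0.01 with library size alone and past the threshold with DESeq2 (LFC -0.16). *Stra8* had an LFC of 0.27 (adjusted p = 0.0598, and 0.0465 with the replicate block, higher in 3 of 3 pairs), and was also past the threshold with library size alone and without WT3. *H2afx* had an LFC of 0.02 (adjusted p = 0.790, higher in 2 of 3 pairs), with its sign reversed under DESeq2 and under DESeq2's size factors, and was past the threshold and higher with library size alone (LFC 0.16). Among the primitive markers, *Pou5f1*, which encodes OCT4, was lower, with an LFC of -0.49 (SE 0.13, adjusted p = 0.00937 from edgeR, lower in 3 of 3 pairs), but not past the threshold with library size alone or with DESeq2 and the replicate block. *Myc* had few counts, 4, 5 and 13 in WT and 16, 16 and 15 in MLX KO testes, and an LFC of 0.98 (adjusted p = 0.0766), which rose to 1.65 and passed the threshold without WT3. *Mycn* (LFC -0.38, adjusted p = 0.177) and *Dmrt1* (LFC 0.08, adjusted p = 0.470) did not pass it. From transcription factors associated with the genes lower (CREM, MYBL1) and higher (DMRT1, OCT4, MYC) in MLX KO testes, the paper proposes an incomplete block in spermatogenesis. It describes late markers as lost and more primitive ones as accumulating.

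**Figure D1:**
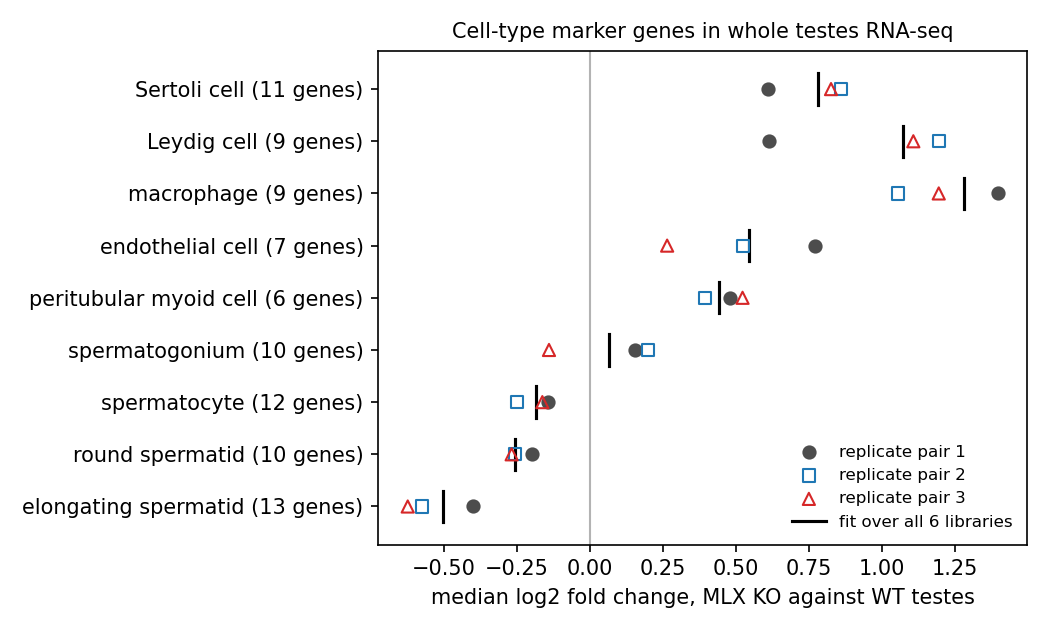
Median LFC of 9 lists of cell type markers in MLX KO relative to WT testes (horizontal axis, log2 scale), with the number of genes tested in each list. Symbols show the 3 littermate pairs and vertical lines the fit over all 6 libraries, from -0.50 for elongating spermatids to 1.28 for macrophages.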

We next asked whether genes whose expression is modulated by MLX deletion overlap with those controlled by key transcriptional regulators of spermatogenesis. We prepared volcano plots using previously reported DMRT1-bound [30] (Fig 5G) and CREM-bound [31] (Fig 5H) genes from mouse testis that overlap with DEGs determined by our RNA-seq data. DMRT1 is known to balance mitosis and meiosis induction [40], and the trend toward up-regulation of these targets (217 up versus 117 down) is consistent with the entry of these cells into meiosis, as further evidenced by the presence of cells with 1N DNA content (see Fig 3K). The decreased expression of both MYBL1 and CREM targets is likely to be associated with stress during meiosis and spermiogenesis, respectively. Indeed, while the majority of CREM-bound targets are down-regulated in our MLX^KO^ RNA-seq analysis (1031 down versus 534 up), we find that a large fraction of DEGs in MLX^KO^ testes correspond to up-regulated genes previously shown to be linked to deletion of *Crem*, but not all of which are directly bound by CREM (622/652 up-regulated genes, as opposed to 640/898 down-regulated genes) [32] (CREM-LFC, Fig 5I). Our data implicate MLX in DMRT1- and CREM-regulated pathways critical for mammalian spermatogenesis.

In order to highlight significantly altered transcripts from the GSEA/CHEA categories identified, we generated heat maps for the top 100 down-regulated and up-regulated DEGs (Fig 5E and 5F). These include loss of both primitive SSC and Spg markers such as *Eomes*, *Lhx1*, and *Prom1* (purple tabs), as well as the more differentiated St markers *Tnp1*, *Tnp2*, *Prm1*, and *Prm2* (green tabs). 

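*Eomes* (chromosome 9) had 27, 30 and 25 counts in WT and 5, 2 and 2 in MLX KO testes, an LFC of -3.24 (SE 0.40, adjusted p = 1.02e-04 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). *Lhx1* fell from 2.94 ± 0.630 to 1.39 ± 0.311 CPM (SD, n = 3 each), an LFC of -1.07 (SE 0.25, adjusted p = 0.00471 from edgeR, lower in 3 of 3 pairs). *Prom1* was far more abundant, with 196 ± 8.98 CPM in WT and 121 ± 15.8 in MLX KO testes (SD, n = 3 each), an LFC of -0.70 (SE 0.08, adjusted p = 7.61e-05 from edgeR, lower in 3 of 3 pairs).
The transition proteins and protamines stayed highly expressed at lower levels. *Tnp1* went from 2026 ± 49.0 to 1198 ± 138 CPM and *Tnp2* from 2941 ± 143 to 1669 ± 190 (SD, n = 3 each), LFCs of -0.76 and -0.82. *Prm1* went from 2792 ± 65.4 to 1607 ± 180 CPM and *Prm2* from 5362 ± 263 to 3205 ± 375 (SD, n = 3 each), LFCs of -0.80 and -0.74. All 4 were lower in 3 of 3 pairs, with adjusted p-values from edgeR of 2.86e-05, 2.35e-05, 2.22e-05 and 5.18e-05. Together they took 1.25 ± 0.0424% of all counts in WT and 0.804 ± 0.0736% in MLX KO testes (SD, n = 3 each; exact permutation test, p = 0.1, the smallest p possible).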

We observe a concerted gain of apoptosis markers and effectors (red tabs), which include *Timp1*, *Casp4*, *Atf3*, *Igfbp3*, *Casp12*, *and Fas* up-regulation (Fig 5F) as well as loss of *Txnip*, a proapoptotic protein that is MLX dependent for expression [8] (S4D Fig). 

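*Timp1*, on the X chromosome, had 3, 6 and 7 counts in WT and 184, 202 and 215 in MLX KO testes, an LFC of 5.10 (SE 0.24, adjusted p = 2.56e-07 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs). *Igfbp3* rose from 2.62 ± 0.774 to 12.7 ± 1.27 CPM (SD, n = 3 each), an LFC of 2.27 (SE 0.18, adjusted p = 8.01e-06 from edgeR, higher in 3 of 3 pairs). *Casp12* rose from 0.329 ± 0.229 to 1.39 ± 0.471 CPM (SD, n = 3 each), an LFC of 2.07 (SE 0.46, adjusted p = 0.00379 from edgeR, higher in 3 of 3 pairs). *Fas* had an LFC of 1.99 (SE 0.29, adjusted p = 3.41e-04 from edgeR, higher in 3 of 3 pairs).
*Casp4* was at the detection floor in WT, with 0, 0 and 2 counts against 11, 19 and 23 in MLX KO testes, which is at least 4.96-fold higher (adjusted p = 7.09e-04 from edgeR, higher in 3 of 3 pairs). *Atf3*, with 2, 2 and 3 counts in WT and 8, 14 and 21 in MLX KO testes, was at least 4.02-fold higher by the group means, with more counts in MLX KO in 3 of 3 pairs, but had too few counts for edgeR's filter. It was past the threshold where it could be tested, with an adjusted p of 0.00352 from edgeR without a filter, 0.0110 from DESeq2 and 0.0462 from DESeq2 with the littermate pair as a replicate block, at the same fold bound. *Txnip* fell from 68.5 ± 15.2 to 29.5 ± 1.84 CPM (SD, n = 3 each), an LFC of -1.21 (SE 0.14, adjusted p = 6.70e-05 from edgeR, lower in 3 of 3 pairs).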

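*Wnt4*, on chromosome 4 from 137277635 to 137299501 of mm10, had 5, 2 and 3 counts in WT and 142, 140 and 128 in MLX KO testes. Its LFC was 5.21 (SE 0.25, adjusted p = 3.23e-07 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs), and from 5.02 to 5.54 when each library was left out in turn. *Sox9*, a marker of Sertoli cells, rose from 16.5 ± 0.669 to 28.3 ± 4.05 CPM (SD, n = 3 each), an LFC of 0.78 (SE 0.10, adjusted p = 1.93e-04 from edgeR, higher in 3 of 3 pairs). Across 11 Sertoli cell markers, *Sox9* included, the LFCs lay between 0.25 and 1.27, with an SD of 0.29 between genes. The same change in *Sox9* would follow from a higher level in Sertoli cells or from a larger share of Sertoli cells in the tissue.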

Intriguingly, we also see the up-regulation of many genes associated with Sertoli dysfunction and stress, including the induction of the feminizing signaling molecule *Wnt4* and stress markers known to be Sertoli enriched [41].

Immunoblotting of whole testes confirmed that a subset of these differentially expressed transcripts are also altered at the protein level. As shown in S5B Fig, upon MLX loss, we observed decreased expression of both MLX dimerization partners MondoA and ChREBP, decreased expression of the known MondoA- or ChREBP-MLX target gene TXNIP, as well as decreased EOMES protein. However, consistent with GSEA enrichment for apoptosis and inflammation categories, we observed increased FAS (death receptor CD95) expression (S5B Fig) as well as reactivity with anti-mouse IgG HRP, indicative of resident immune cells, present in both WT and MLX^KO^, but increased in MLX^KO^ testes (S5C Fig).

We employed immunofluorescence on WT and MLX^KO^ testes to ascertain in situ, which populations of cells are altered upon loss of MLX. While both WT and MLX^KO^ testes stain positive for the pan-GC marker DDX4, the mature St marker PGK2 is significantly decreased in MLX^KO^ tissue (Fig 5J). The residual PGK signal detected in Fig 5J is due to PGK1, present in interstitial and somatic cells. DDX4 expression confirms the GC fate of a large fraction of the testis cells. This, and the enrichment for DMRT1 targets among up-regulated DEGs (Fig 5G), suggests that the proliferative Spg population is still present in MLX^KO^ testes. Consistent with this, the proliferation mark Ki67 is relatively unchanged in MLX^KO^ compared with WT tissue, aside from tubules that lose cells (S5D Fig). Taken together with the loss of markers such as PGK2, our data suggest that loss of MLX causes defects in the transition from Sc to St.

In contrast to the loss of PGK2, there is widespread staining for both the inflammation marker TIMP1 (S5E Fig) and FAS (Fig 5K, S5F Fig) in the seminiferous tubules and the interstitium of the testes, as well as the shed GCs present in the epididymides of MLX^KO^ mice. A higher magnification image is presented for FAS staining in Fig 5K, demonstrating that the round, immature St that are both positive for DDX4 and γH2AX are indeed also expressing high levels of FAS compared with isotype control staining. This indicates that the loss of GCs associated with MLX^KO^ tissue results from activation of the extrinsic cell death pathway via FAS death receptor signaling coincident with inhibition of differentiation.

### Gene expression in fractionated testes cell populations

We next fractionated the testicular tissue to remove interstitial (stromal and immune) cells from the seminiferous tubules (comprised predominantly of Spg, Sc, and St as well as Sertoli cells) in order to assess protein expression. In comparison with WT, fractionated MLX^KO^ tubule cells show complete loss of MLX and strongly decreased expression of both MLX dimerization partners, MondoA and ChREBP (Fig 6A). Surprisingly, these cells also exhibit moderately decreased expression of the immature spermatogonial stem cell (SSC) markers MYCN, MAX, and OCT4, with no change in the expression of the MYC-antagonist MNT (Fig 6A). We had also noted diminished expression of the SSC marker EOMES in whole testes (S5B Fig). Importantly, small interfering RNA (siRNA) against MLX resulted in similar changes in the male germ cell tumor (MGCT) cell line NTera2 (Fig 6B), supporting a cell autonomous role for MLX in regulating the expression of these SSC markers. This suggests that MLX may impact stem cell function in male GCs as well as during subsequent differentiation.

**Fig 6:**
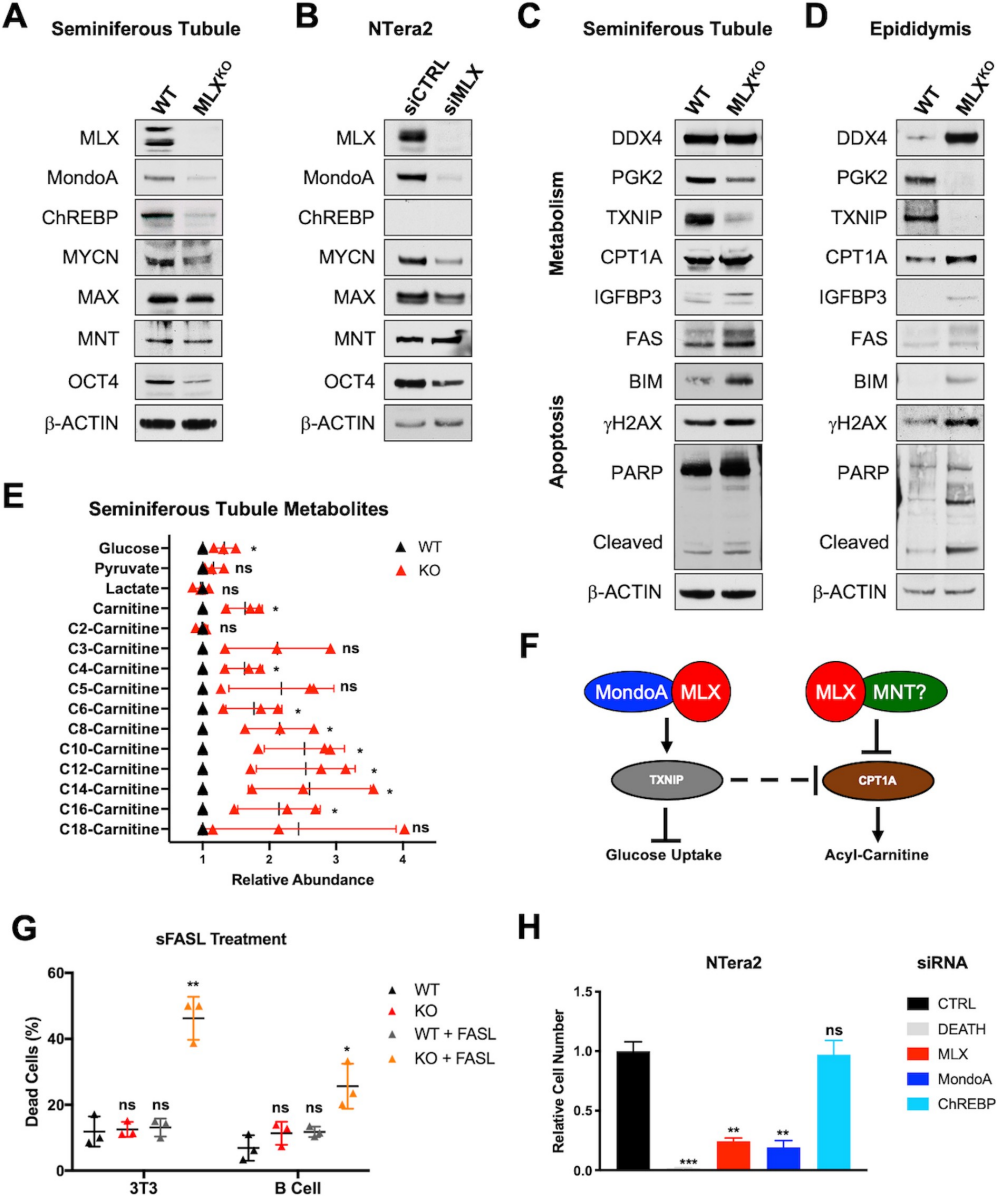
Analysis of DEGs from WT and MLX^KO^ mice. (**A–D**) WB analysis of (**A**) isolated seminiferous tubule cells from WT and MLX^KO^ mice; (**B**) NTera2 MGCT cells treated with siCTRL or siMLX; (**C**) Seminiferous tubule and (**D**) epididymal cells from WT versus MLX^KO^ mice probed for the indicated proteins. (**E**) LC–MS relative abundance data for the indicated metabolites from isolated seminiferous tubule cells (*N* = 3 paired littermates, shown is the mean +/− SD, paired *t* test). (**F**) Model explaining MLX regulation of metabolic targets. (**G**) sFASL treatment of the indicated cell lines (*N* = 3 biological replicates, shown is the percent dead cells with mean +/− SD). (**H**) Relative viable cell number of the NTera2 cells after siRNA transfection with the indicated siRNA. siDEATH included as control for siRNA transfection efficacy (*N* = 4 independent experiments, shown is the mean +/− SEM). One-way ANOVA with a Dunnett correction was used for 6G and 6H (*p < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). The underlying data for Fig 6E, 6G and 6H can be found in S1 Data. DEG, differentially expressed gene; KO, knockout; LC–MS, liquid chromatography–mass spectrometry; MGCT, male germ cell tumor; MLX, MAX-Like protein X; sFASL, soluble FAS ligand; siRNA, small interfering RNA; WB, western blot; WT, wild-type.

We also assessed the expression of metabolic and stress targets identified by RNA-seq, as well as markers of spermatogenesis, in the seminiferous tubules by western blot (WB) analysis of isolated cells from WT and MLX^KO^ mice. As shown in Fig 6C, the known MLX target TXNIP is decreased, and the marker of fatty acid beta-oxidation CPT1A is increased along with stress-related proteins including FAS, BIM, IGFBP3, and γH2AX concomitant with PARP cleavage, all of which are consistent with increased apoptosis. We also confirmed decreased expression of the mature St/spermatozoa marker PGK2, while the pan-GC marker DDX4 is not significantly altered. This further confirms a disruption of normal differentiation associated with elevated stress.

In contrast with our observations in seminiferous tubules, cells isolated from epididymides did not robustly express MYC network or stem cell markers. However, as shown in Fig 6D, MLX^KO^ epididymal cells did exhibit alterations to the same metabolic targets TXNIP and CPT1A, as well as elevated stress markers FAS, BIM, IGFBP3, γH2AX, and PARP cleavage. Epididymal cells from MLX^KO^ mice also maintained the immature GC marker DDX4 (which is normally absent from epididymal cells of WT mice) and, consistent with spermiogenic defects, they also lacked PGK2. Interestingly, MLX appears to regulate many of the same proteins in cells isolated from the interstitium of the testes, supportive of a broad role for MLX in both stabilizing its binding partners and regulating metabolic targets (S5A Fig).

In summary, MLX appears to regulate male GC function at multiple stages: While MYCN-MAX are expressed in the primitive Spg population, loss of MLX destabilizes MYCN, thereby potentially affecting stem cell function. MLX also appears to suppress stress as early as the initiation of meiosis, as γH2AX is induced then, but should resolve after the completion of genome reduction. While the genomes of MLX^KO^ St are indeed reduced to haploid, the stress markers associated with meiosis (and others) are maintained. This correlates with loss of many late St markers and apoptosis. As Sertoli-specific deletion does not result in widespread apoptosis of GCs, this supports a broad role for MLX in facilitating a cell autonomous survival pathway in the male germline.

### MLX regulates glucose and lipid metabolism and suppresses apoptosis

In order to gauge the functional consequences of alterations to metabolism associated with loss of MLX, targeted LC–MS/MS was utilized to monitor glycolytic and beta-oxidation metabolites in isolated seminiferous tubule cells. 

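In whole testes, *Ldhc* had 3546 ± 50.5 CPM in WT and 2955 ± 190 in MLX KO males (SD, n = 3 each), an LFC of -0.26 (SE 0.06, adjusted p = 0.00390 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). *Ldha* had 1161 ± 8.06 and 1019 ± 52.5 CPM (SD, n = 3 each), an LFC of -0.19 (SE 0.05, adjusted p = 0.0124 from edgeR, lower in 3 of 3 pairs). The difference in *Ldha* was no longer past the threshold without WT2, without KO2 or without KO3, nor with library size alone, where its LFC was -0.05.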

As shown in Fig 6E, we detected increased intracellular glucose, consistent with the diminished expression of TXNIP, which is known to suppress glucose uptake, while there was no significant change in pyruvate or lactate levels, perhaps due to decreased expression of glycolytic enzymes that are targets of CREM (e.g., LDHA and LDHC). 

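RNA of *Crat*, the carnitine acetyltransferase gene, fell from 899 ± 22.0 CPM in WT to 742 ± 45.4 in MLX KO whole testes (SD, n = 3 each), an LFC of -0.28 (SE 0.06, adjusted p = 0.00207 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). *Xbp1* rose from 13.7 ± 0.627 to 21.5 ± 3.83 CPM (SD, n = 3 each), an LFC of 0.65 (SE 0.12, adjusted p = 0.00159 from edgeR, higher in 3 of 3 pairs). *Srebf1* rose from 15.5 ± 1.08 to 22.7 ± 2.77 CPM (SD, n = 3 each), an LFC of 0.55 (SE 0.10, adjusted p = 0.00143 from edgeR, higher in 3 of 3 pairs).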

We also detected a significant increase in a number of acyl-carnitine species (the product of CPT1A enzymatic activity) (Fig 6E), while there was no change in acetyl-carnitine (C2-carnitine), consistent with diminished expression of CRAT (another CREM target down in the MLX^KO^ testes) as opposed to the general up-regulation of fatty acid gene set in general, many of which are regulated by CREM (e.g., XBP1 and SREBF1). These changes are consistent with a role for MLX as a transcriptional regulator of metabolism in the seminiferous epithelium predominantly comprised of Spg, Sc, and St. A hypothetical model for putative targets of MLX responsible for these changes is shown in Fig 6F, including the previously reported positive correlation between MondoA-MLX and TXNIP [8] and the inverse correlation between TXNIP and CPT1A [42].

Because *Fas* has been established as a developmental regulator of cell survival during spermatogenesis [43] and cells from MLX^KO^ testes exhibited increased *Fas* mRNA and protein, we asked whether MLX plays a broader and cell autonomous role in regulating the FAS death receptor. To this end, we determined the effect of soluble FAS ligand (sFASL) on immortalized 3T3 cells and primary B cells derived from WT versus MLX^KO^ mice. 

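*Fas*, on chromosome 19 from 34290647 to 34327775 of mm10, had 6, 8 and 7 counts in the WT whole testes libraries and 33, 29 and 29 in the MLX KO libraries, or 0.407 ± 0.0967 and 1.61 ± 0.0839 CPM (SD, n = 3 each). With each library left out in turn, its LFC lay between 1.83 and 2.16. The mRNA was thus higher in each MLX KO library than in any WT library, at a low level in both genotypes.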

As shown in Fig 6G, FASL selectively kills both MLX^KO^ 3T3 cells and primary B cells while minimally affecting WT cells under normal culture conditions. We note that the MLX^KO^ and WT 3T3 cells are equally viable under standard culture conditions. However, as we previously reported, MLX^KO^ 3T3 cells undergo rapid apoptosis following enforced MYC expression [20]. Importantly, the expression of FAS protein is also elevated in MLX^KO^ 3T3 cells and is suppressed by the reintroduction of any one of the 3 isoforms of MLX into null cells (S6B Fig). Reintroduction of MLX also stabilizes MondoA and MYC-MAX protein levels. Consistent with the established role of MondoA-MLX [20], the MLX target genes TXNIP, TOMM20, and FASN are repressed in the MLX^KO^ cells, but robustly reexpressed with reconstitution of MLX (S6B Fig). This indicates a direct role for MLX in both activation of metabolic targets and suppression of FAS levels and suggests that MLX loss sensitizes cells to context-dependent death, not only as a consequence of MYC activation, but also in response to environmental factors such as FASL and glucose levels. We surmise that MLX normally attenuates stress and apoptosis during spermatogenesis, a process involving high metabolic demand, dependent upon a glycolytic program driven by both MYC and MYCN [39], as well as directly modified by FASL-FAS signaling [43].

### MGCTs require MLX for survival

As male GC progenitors (Spg) are the target of transformation in MGCT development, we extended our observations on the requirement for MLX in spermatogenesis and cellular survival by silencing MLX, and its dimerization partners MondoA or ChREBP, in a MGCT cell line (NTera2). Knockdown of MLX or MondoA in NTera2 cells resulted in a significant reduction in both the expression of SSC markers (Fig 6B, S6 Fig) and in viability (Fig 6H), while siChREBP has no effect on NTera2 cells, as expected, since it is not expressed. These data are consistent with both cell type–specific effects of MondoA, as well as a cell autonomous requirement for MondoA-MLX in GC tumors.

As shown by immunoblot, NTera2 cells treated with siMLX exhibited loss of MLX-dependent metabolic targets, similar to the MLX^KO^ in 3T3 cells (S6B and S6C Fig). Also, as in seminiferous tubule cells in vivo (Fig 6A), the expression of MYCN and MAX decreased upon knockdown of MondoA or MLX in the NTera2 cells (S6C Fig). A broader analysis of MGCTs based on TCGA data shows that *MLX* correlates with *POU5F1*, encoding OCT4, as well as *MYCN* (S6D Fig). Moreover, an independent dataset from oncomine.org [44] also indicates overexpression of *MLX*, *POU5F1*, *MYCN*, *MLXIP* (encoding MondoA), *MAX*, and *MYC* in MGCT (S6E Fig). Immunohistochemistry (IHC) analysis of xenografts derived from NTera2 cells [45] (S6F Fig) shows that all of these factors co-expressed in the pluripotent and proliferative (Ki67+) region of the tumors. This supports a role for MondoA-MLX in viability of GC-derived tumor cells, suggesting that they coordinately regulate proliferation and stemness and suppress cell death.

### MLX directly regulates male GC development in coordination with MAX

To identify genomic binding sites for MLX and MAX, we carried out chromatin immunoprecipitation and sequencing (ChIP-Seq) on WT and MLX^KO^ testes. MLX binding sites were associated with 855 individual gene loci, while MAX peaks were associated with 874 gene loci in the WT tissue and 627 gene loci in the MLX^KO^ tissue (association defined as within 5 Kb of the transcription start site (TSS) of a locus) (Fig 7A). Among the subset of gene promoters that exhibited binding by both MAX and MLX (Fig 7A) are promoters of previously reported targets such as *Txnip* and *Arrdc4* as well as loci encoding protamine and transition proteins (*Prm* and *Tnp*, respectively), key genes involved in spermatogenesis (Fig 7B). Differentially expressed transcripts in WT versus MLX^KO^ testes, as detected by RNA-seq, showed significant correlation with MLX and MAX binding (Fig 7C–7D’), suggesting that these factors contribute directly to the regulation of genes whose expression is altered upon MLX loss. While genes occupied by MAX or MLX in general tend to display decreased expression in MLX deleted testes, many MAX or MLX bound genes were also found to be up-regulated subsequent to MLX loss (Fig 7C and 7D).

**Fig 7:**
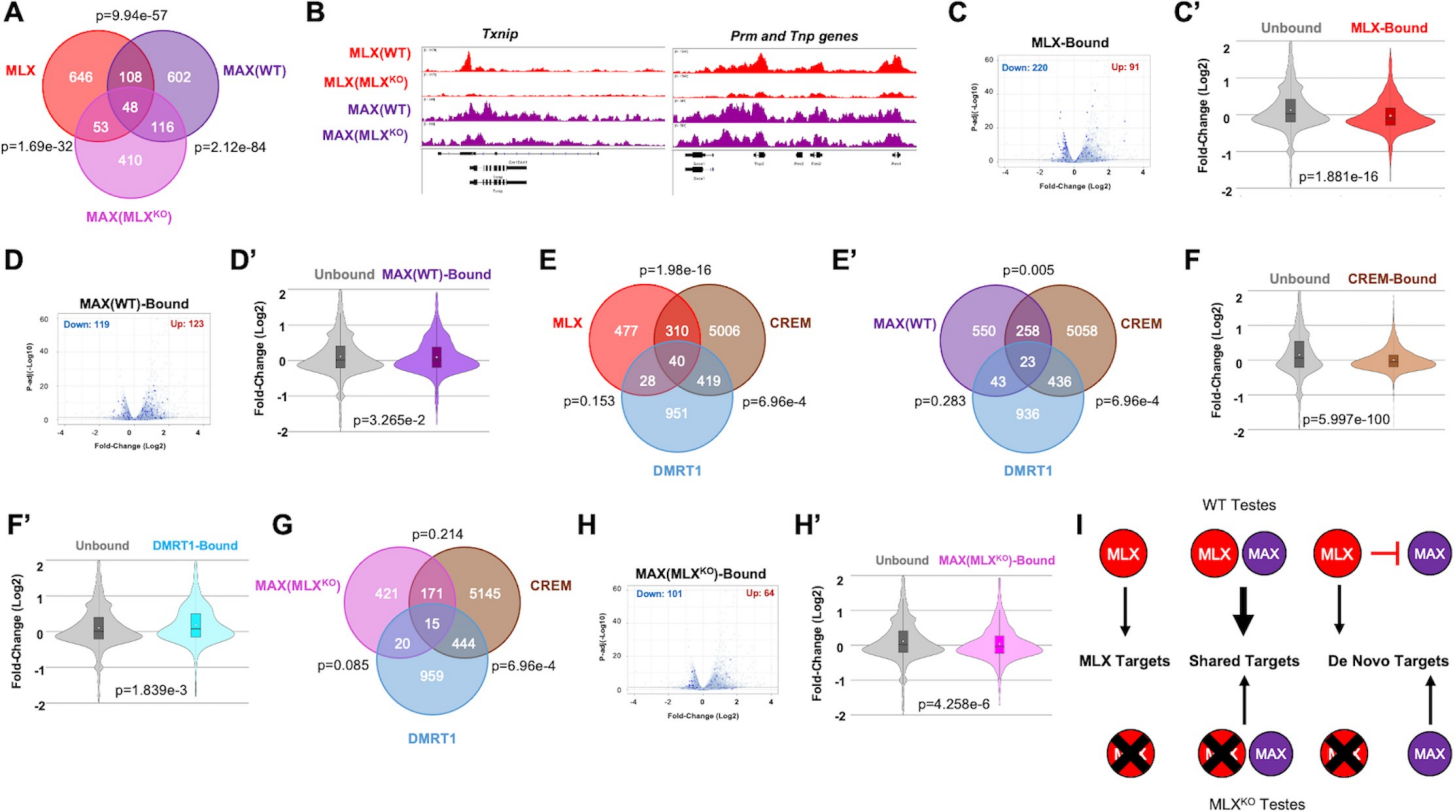
Analysis of MLX binding and regulation of essential spermatogenesis genes in testes. (**A**) Venn diagram showing binding overlap of loci occupied by MLX and MAX in WT and MLX^KO^ testes identified by ChIP-Seq. (**B**) Examples of individual ChIP-Seq tracks for *Txnip* and male GC-specific genes (*Prm* and *Tnp*) showing occupancy by MLX and MAX in WT and MLX^KO^ testes. (**C**) Volcano plot showing LFC in mRNA expression between WT versus MLX^KO^ testis with genes that are MLX bound (dark blue dots) compared with those genes not bound by MLX (light blue dots) (KS test p = 0.000000e+00). (**C’**) Violin plots of LFC data from (**C**). (**D**) Volcano plot showing LFC in mRNA expression between WT versus MLX^KO^ testis with genes that are MAX(WT)-Bound in WT testes (dark blue dots) or not bound (light blue dots) (KS test p = 3.853399e-02). (**D’**) Violin plots of LFC data from (**D**). (**E, E’**) Venn diagrams showing (**E**) overlap of MLX bound genes with CREM and DMRT1 bound genes (**E’**) overlap of MAX with known CREM and DMRT1 target genes in WT testes. (**F, F’**) Violin plots comparing LFC of WT versus MLX^KO^ testes for: (**F**) CREM-bound loci and **(F’**) for DMRT1-bound loci (*t* test). (**G**) Venn diagrams showing binding overlap of MAX(MLX^KO^)-bound genes in MLX^KO^ testes with known CREM and DMRT1 target genes in testes. (**H**) Volcano plot showing LFC in mRNA expression between WT versus MLX^KO^ testis with genes that are MAX(MLX^KO^)-bound in MLX^KO^ testis (KS test p = 7.366175e-05). (**H’**) Violin plots comparing LFC of WT versus MLX^KO^ testes for MAX(WT)-bound versus unbound loci. (**I**) Diagram summarizing modes of MLX and MAX binding to subsets of target genes. De novo targets refers to MLX-bound targets only occupied by MAX in MLX^KO^ testis. In WT cells, MLX is predicted to either directly or indirectly exclude MAX from these sites. For Venn diagrams, *p*-values shown are derived from hypergeometric tests. For volcano plots, a KS test was used, and for violin plots, a *t* test was used. The underlying data for Fig 7A–7H can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation and sequencing; GC, germ cell; KO, knockout; LFC, log fold change; MLX, MAX-Like protein X; WT, wild-type.

Because we had observed a correlation between MLX loss and altered expression of genes regulated by male-specific TFs CREM and DMRT1 (Fig 5G and 5H), we assessed overlap between MLX and CREM and DMRT1 binding sites, revealing highly significant binding by MLX to a subset of CREM-regulated genes (Fig 7E). MAX binding is also apparent at CREM targets, although decreased in the MLX^KO^ (Fig 7E’ and 7G). While the CREM TF binds to a significant number of DMRT1 target genes, few DMRT1 regulated genes are also bound by MLX or MAX (Fig 7E and 7E’). This is consistent with our data indicating that relative to WT, MLX^KO^ testes exhibit significantly decreased expression of CREM-bound genes but not DMRT1-bound genes (Fig 7F and 7F’). The CREM and DMRT1 TFs are considered to be essential mediators of spermatogenesis and spermiogenesis, and the overlap between MLX and CREM genomic occupancy is consistent with similarities between MLX and CREM loss of function and a proapoptotic phenotype in male GCs [35]. We note that the testes-specific binding to key male GC-specific genes (e.g., *Prm* and *Tnp*) (Fig 7B) is also consistent with the observed male-specific fertility phenotype of MLX null mice, as female GCs do not express protamines or transition proteins known to be associated with sperm-specific genomic compaction.

We also note that in cells from MLX^KO^ testes, MAX occupancy is altered: MAX binds only 19% (164/874) of its targeted gene loci detected in WT testes (Fig 7A). However, In MLX^KO^ testes, MAX occupies new sites that it did not occupy in WT testes (Fig 7A). We observed a similar shift in MAX occupancy in MLX^KO^ 3T3 cells (see below). We find that 60% of genes bound by MAX in MLX^KO^ testis cells are down-regulated (Fig 7H and 7H’). Of the 53 loci in the MLX^KO^ testis in which de novo MAX binding appears to “replace” MLX, 9 de novo MAX-bound genes were differentially expressed in MLX^KO^ that are functionally important in the testes. These include genes known to regulate MYC (*Senp1* [46] and MYCN (*Ptprd* [47]) and/or OCT4 protein stability (*Senp1* [48], WNT signaling (*Chd11*) [49], and *Ctnna3* [50]), promote apoptosis (*Prune2* [51]), and regulate DNA damage response, specifically in spermatogenic cells (*Rnf138* [52,53]) (see S4 Table). These findings indicate that the cellular response to MLX loss involves a shift in the MAX dependent transcriptional machinery to genes involved in stress response.

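In whole testes RNA-seq, *Rnf138* fell from 634 ± 3.93 CPM in WT to 465 ± 23.3 in MLX KO testes (SD, n = 3 each), an LFC of -0.45 (SE 0.05, adjusted p = 6.72e-05 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). *Senp1* had an LFC of -0.19 (SE 0.05, adjusted p = 0.00531 from edgeR, lower in 3 of 3 pairs), which was -0.05 and no longer past the threshold with library size alone. *Ctnna3* fell from 98.7 ± 2.73 to 71.9 ± 5.24 CPM (SD, n = 3 each), an LFC of -0.46 (SE 0.06, adjusted p = 1.41e-04 from edgeR, lower in 3 of 3 pairs). *Prune2* rose from 1.56 ± 0.491 to 3.79 ± 0.657 CPM (SD, n = 3 each), an LFC of 1.30 (SE 0.25, adjusted p = 0.00154 from edgeR, higher in 3 of 3 pairs). *Cdh11*, listed under that symbol in S4 Table, had an LFC of 0.69 (SE 0.12, adjusted p = 0.00108 from edgeR, higher in 3 of 3 pairs). *Ptprd* had an LFC of 0.43 (SE 0.09, adjusted p = 0.00297 from edgeR, higher in 3 of 3 pairs) and was no longer past the threshold under DESeq2 with the littermate pair as a replicate block.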

In order to more broadly delineate the pathways in which MLX and MAX bound genes are involved, we utilized Enrichr analysis [34] of both the Molecular Signature Database (MSigDB) as well as CHEA database of our ChIP-Seq data to identify pathways altered, as well as transcriptional regulators with a high likelihood of associating with MAX and MLX target genes. MLX targets enriched for spermatogenesis, Notch signaling, and mitotic spindle from the MSigDB (S7A Fig), while MAX(WT) targets also enriched for mitotic spindle, as well as Myc Targets V1 (S7B Fig). In contrast to MAX(WT), which overlapped with MLX, MAX(MLX^KO^) only enriched for PI3K/AKT/mTOR Signaling (S7C Fig), suggestive of a loss of coordination with MLX and a gaining of altered signal transduction targets. The 53 de novo bound sites did not enrich for any significant pathways in MSigDB (S7D Fig). However, the same list does enrich for potential transcriptional regulators from the CHEA database. As shown in S7A’–S7D’ Fig, while MLX enriches for CREM and SOX9 targets (consistent with a role for MLX in both Sertoli and GCs), MAX(WT) overlaps with MLX somewhat (e.g., PRDM5 targets), MAX(WT) also targets genes shared E2F1. Intriguingly, both PRDM5 and E2F1 enrichment are lost in MAX(MLX^KO^) while gaining binding to TCF4(WNT) and SOX9 targets. Upon analyzing just the 53 de novo targets, they further enrich for other stress pathway regulators important for testes function, such as AR and STAT3 (S7D’ Fig). The lists of potentially overlapping TFs shown in S7A–S7D Fig indicate that many of the bound loci are known to be transcriptional targets of stress responsive TFs, which we found to be up-regulated in MLX^KO^ testis in our GSEA analysis. The analysis also indicates that (i) MLX targets spermatogenesis and Sertoli cell pathways; (ii) MAX alone, as well as in combination with MLX, targets essential spermatogenesis functions in WT testis; and (iii) MAX partially shifts to Sertoli and stress pathways upon MLX deletion (see S4 Table).

### MNT and MLX TFs bind metabolic and stress targets shared with MAX

Our data showing that the majority of loci bound by MAX in MLX^KO^ testis cells are down-regulated (Fig 7H and 7H’) raise the possibility that loss of MLX promotes heterodimerization of MAX with a transcriptional repressor within the network. To better understand the role of other network members in modulating MLX activity, we extended our genomic occupancy analysis to WT and MLX^KO^ 3T3 cells, a system that permits us to directly assess the effect of manipulating the expression of network members. One such network member is the transcriptional repressor MNT, which has been shown to independently dimerize with MAX as well as with MLX and also to form MNT-MNT homodimers [54]. MLX, MAX, and MNT exhibit a similar genomic distribution of occupancy proximal and downstream of the TSS within regions significantly enriched for the E-Box sequence motif (Fig 8A and 8B). MAX binds to the largest share of loci, while MLX and MNT occupy a subset of loci occupied by MAX (Fig 8C). Moreover, data from individual tracks indicate that multiple MYC network members can occupy the same promoter regions and exhibit subtle changes in occupancy (in the case of the *Txnip* promoter) upon MLX deletion (Fig 8D). Interestingly, as observed for MAX in testes (Fig 7A), the genes bound by both MAX and MNT shift between WT and MLX^KO^ 3T3 cells (S8A Fig). CHEA analysis of the 69 de novo MAX binding sites in MLX^KO^ 3T3 cells implies a functional conservation with de novo MAX pathways in the testis (S7D and S8C Figs). Both MLX and MNT deletions independently induce increased protein expression of BIM and the intrinsic stress response protein ATF4 (Fig 8E), suggesting that MNT–MLX heterodimers contribute to the response to stress. Notably, loss of MNT induces TXNIP (which is lost upon MLX deletion), indicating that it likely functions in concert with MAX and/or MLX to suppress TXNIP expression, thereby promoting glycolysis (see model in Fig 8F). Indeed, in 3T3 cells, MNT and MAX co-occupy other important MLX targets (*Arrdc4*, *Fasn*, and *Atf4*) (S8B Fig). MNT-bound loci in WT 3T3s also enrich for multiple stress-related pathways (S8D Fig). However, in MLX^KO^ cells, MNT binding largely enriches for a different set of pathways, again consistent with the idea that MNT and MLX coordinately regulate the stress response (S8E Fig).

**Fig 8:**
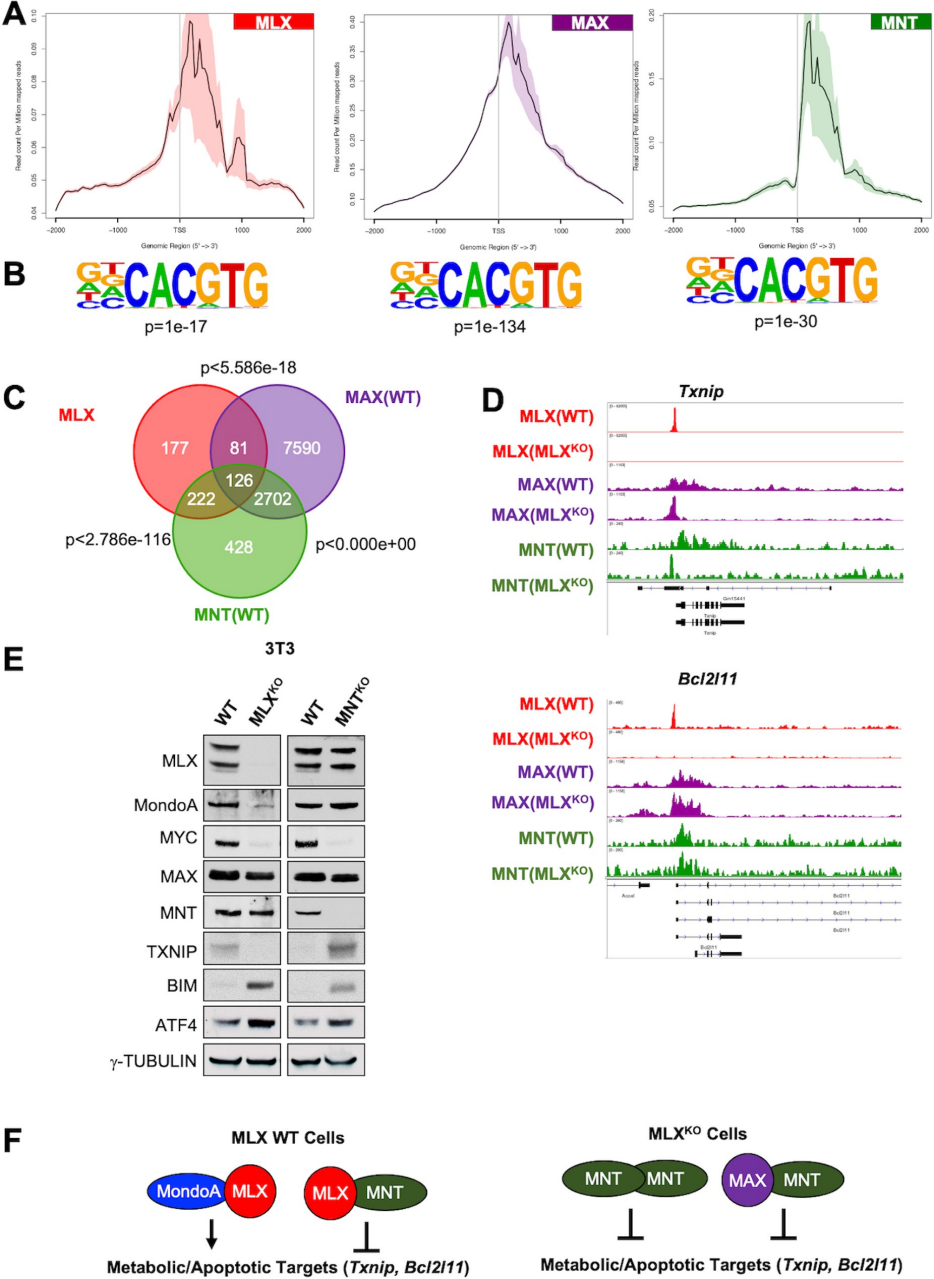
MLX shares transcriptional targets with MAX and MNT. **(A**) Meta-plots of TSS occupancy for the indicated TFs in WT 3T3 cells. (**B**) E-Box Motif derived from HOMER analysis with the indicated *p*-value. (**C**) Venn diagram indicating overlap of genes bound by MLX, MAX, and MNT in 3T3 cells with *p*-value calculated from a hypergeometric test. (**D**) ChIP-Seq tracks for MLX, MAX, and MNT on the indicated gene promoters from WT and MLX^KO^ 3T3 cells. (**E**) WBs from WT and MLX^KO^ and WT and MNT^KO^ littermate 3T3 cell lines probed for the indicated proteins. (**F**) Diagram summarizing modes of MondoA, MNT, and MLX association and consequent transcriptional responses. The underlying data for Fig 8A–8D can be found in S1 Data. ChIP-Seq, chromatin immunoprecipitation and sequencing; E-box, Enhancer box; KO, knockout; MLX, MAX-Like protein X; TF, transcription factor; TSS, transcription start site; WB, western blot; WT, wild-type.

To further explore the potential role of MNT in apoptosis suppression in GCs, we treated male GC-derived lines with siRNAs against MLX and MNT. While no effect was observed in GC-2 mouse Sc-like lines treated with siRNA against MLX, MondoA, or MNT (S9A Fig), siRNA against MNT in the GC-1-spg Spg-like mouse GC line decreased viability to a similar extent as siRNAs against MLX (Fig 9A). Moreover, siMNT treatment of GC-1-spg cells strongly induced both TXNIP and BIM (Fig 8C) as we earlier described observed in MNT^KO^ 3T3 cells. These responses may be related to the elevated expression of MNT in GC-1-spg compared with GC-2 cells (S9B Fig). MNT expression, as well as expression of MLX and MondoA, is also required for the survival of human MGCT-derived NTera2 cells (Figs 6H and 9B). Furthermore, loss of either MLX or MNT triggers cell death in the NTera2 cell line by activating similar stress pathways (e.g., BIM, γH2AX, cleaved-PARP) as up-regulated in the tissues and cells derived from MLX^KO^ mice (Figs 8E and 9E). Together, our data support roles for MLX and MNT in the growth and survival of multiple cell types.

**Fig 9:**
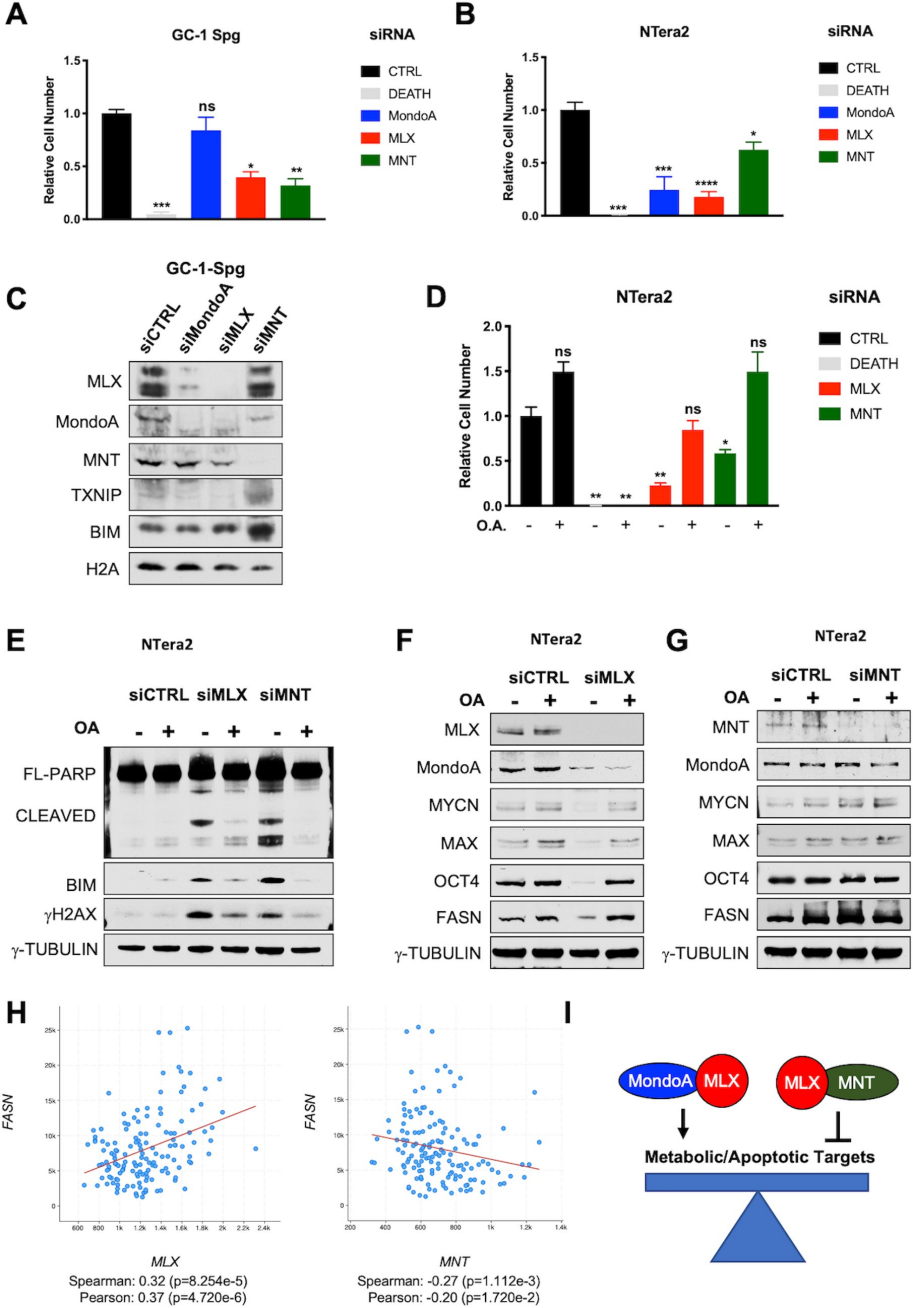
MLX and MNT regulate metabolism and survival of male GC lines. (**A**) Relative viable cell number of the GC-1-Spg cells after siRNA transfection with the indicated siRNA (*N* = 3 independent experiments, shown is the mean +/− SD). (**B**) Relative viable NTera2 cell numbers after siRNA transfection with the indicated (*N* = 4 independent experiments, shown is the mean +/− SEM). (**C**) WB analysis of GC-1-Spg cells transfected as in (**A**) probed for the indicated proteins. (**D**) Relative viable cell number of the NTera2 cells after siRNA transfection with the indicated siRNAs. Cells were cultured in the presence or absence of 35 uM OA (*N* = 4 independent experiments, shown is the mean +/− SEM). (**E–G**) WB analysis of NTera2 cells as in (**D**) probed for the indicated proteins. (**H**) Co-expression analysis of MLX and FASN and MNT and FASN from the Testicular Germ Cell Tumor Dataset (TCGA PanCancer Atlas). (**I**) Model depicting modes of MLX activation versus repression and the role of MondoA and MNT in these processes. For all, *p*-values shown from 1-way ANOVA with a Dunnett test compared with the Control (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). The underlying data for Fig 9A, 9B, 9D and 9H can be found in S1 Data. GC, germ cell; OA, oleic acid; siRNA, small interfering RNA; Spg, spermatogonia; WB, western blot.

We previously reported that MondoA knockdown in MYCN-driven neuroblastoma cells leads to induction of apoptosis due, at least in part, to decreased FASN (fatty acid synthase) expression and attenuated fatty acid biosynthesis. The MondoA deficient neuroblastoma cells were rescued by addition of oleic acid (OA; a monounsaturated C18:1 fatty acid) [20]. We confirmed that this was also the case in MondoA knockdown NTera2 cells (S9D Fig). Because MLX is a functional heterodimeric partner for MondoA, we next tested whether OA treatment of MLX or MNT knockdown cells affected their growth and survival. As shown in Fig 9D, OA rescued growth of NTera2 cells arrested by knockdown of MLX or MNT. Moreover, OA reversed the decreased levels of MYCN, MAX, OCT4, and FASN expression in siMLX treated NTera2 cells (Fig 9E and 9F). Furthermore, MNT knockdown increased FASN expression (Fig 9G, S9C Fig), while having no effect on MYCN, MAX, or OCT4 levels (Fig 9G). These findings are consistent with TCGA data from MGCTs where higher MLX transcript levels positively correlate with FASN expression, while MNT expression is inversely correlated with FASN (Fig 9H). Taken together, these findings suggest that MNT represses a subset of MondoA-MLX targets (modeled in Fig 9I). Moreover, as fatty acid synthesis is associated with MGCTs in vivo [55], we hypothesize that MLX regulates lipid homeostasis in normal and transformed GCs.

Lastly, to extend our findings on the relevance of network activity to human male fertility, we investigated *MNT* expression in the Human Protein Atlas scRNA-seq database, which showed high GC expression, enriched in the Spg and Sc (S9E Fig). We next examined a dataset comparing normospermic to teratozoospermic men [56] that indicated a significant correlation of male sterility with decreased levels of mRNA encoding MLX, MNT, as well as CREM and its targets (including *TNP* and *PRM* transcripts) and increased levels of BCL2L11, FASN, and XBP1 (S9F Fig). These findings match many of the key changes observed in the MLX^KO^ testes compared with WT and are consistent with a role for MNT–MLX interactions and their shared transcriptional targets in aspects of human male fertility by acting as regulators of mammalian spermatogenesis.

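In MLX KO whole testes, *Bcl2l11* rose from 8.45 ± 0.0438 to 14.5 ± 0.663 CPM (SD, n = 3 each), an LFC of 0.78 (SE 0.09, adjusted p = 9.37e-05 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs). *Fasn* had 112 ± 4.80 CPM in WT and 133 ± 16.6 in MLX KO testes (SD, n = 3 each), an LFC of 0.24 (SE 0.08, adjusted p = 0.0278 from edgeR, higher in 3 of 3 pairs). It was no longer past the threshold when WT1, WT2, KO2 or KO3 was left out, nor with DESeq2 and the littermate pair as a block. *Mnt* had 81.0 ± 3.18 CPM in WT and 75.6 ± 0.832 in MLX KO testes (SD, n = 3 each), an LFC of -0.10 (SE 0.05, adjusted p = 0.118 from edgeR, lower in 3 of 3 pairs), whose sign reversed with library size alone.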

## Discussion

Here, we describe a previously unexplored function of the MLX-based arm of the extended MYC network, namely an absolute requirement for MLX (and MondoA) in normal testis development and function. Inactivation of the MLX arm of the network leads to male-specific sterility, altered metabolism, and increased stress, accompanied by widespread activation of apoptosis in spermatogenesis. MYC, MYCN, MGA, and MAX have all been shown to play distinct and critical roles in male GC development. MYC/MYCN (and MAX) regulate SSC function, metabolism, and proliferation through PDPK1 [39], whereas MAX (heterodimerized with MGA) represses meiosis-associated transcription [57]. All 4 of these genes are also essential for normal embryonic development [16,17,58–60]. By contrast, MLX (this report) and MondoA [19] are both dispensable for embryogenesis (Fig 1). Our characterization of spermatogenesis in MLX^KO^ testes, as well as our genetic and genomic analyses, suggests that infertility is due to accumulation of cell autonomous defects in developing sperm as well as to a loss of Sertoli cell function in supporting survival and differentiation at multiple stages of spermatogenesis. The model depicted in Fig 10 posits that MLX loss in Spg and primary Scs leads to an inability to properly complete meiosis and a failure to produce normally differentiated round and elongated St and mature spermatozoa.

**Fig 10:**
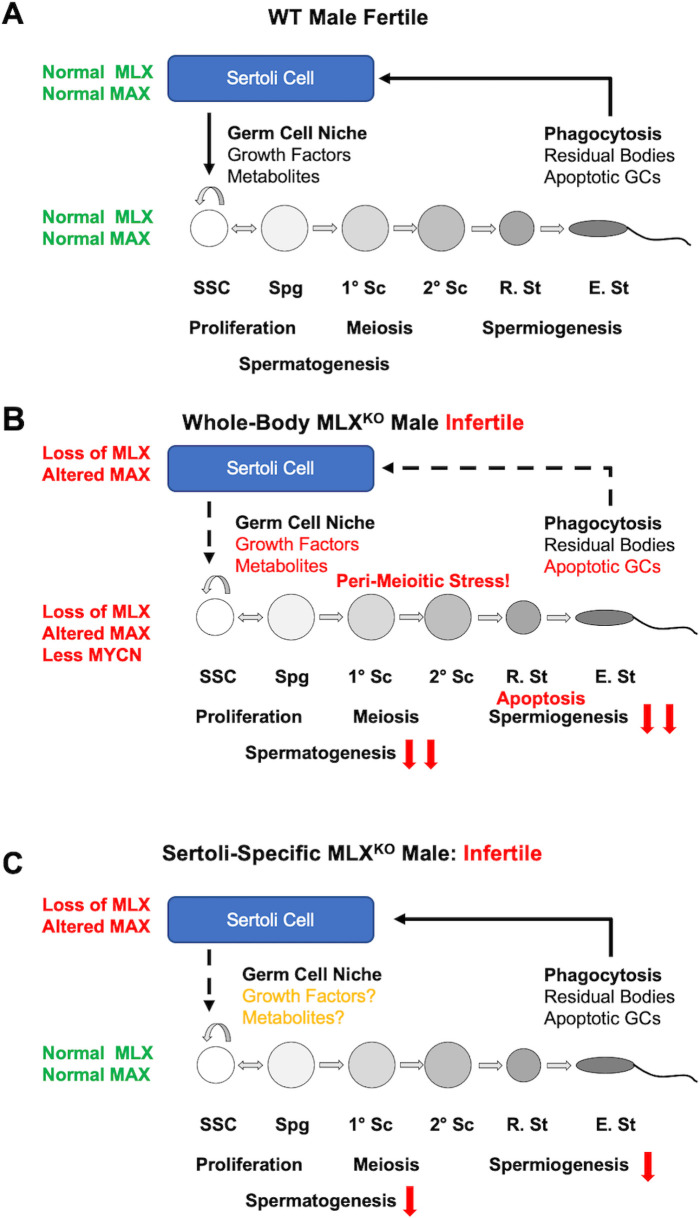
Models depicting the role of MLX in Sertoli and GC interactions during spermatogenesis. **(A**) In normal WT male mice, MLX and MAX collaborate in both the Sertoli cell and spermatogenic cells to maintain the stem cell (SSC) pool as well as facilitate proper differentiation of Spg to Sc and subsequent R. St and E. St. Sertoli cells provide both the spermatogenic niche, as well as the recycling of critical components through phagocytosis of germ cell–derived residual bodies and apoptotic cells. These features are critical for male fertility, and there is a tight coordination between the Sertoli and GCs at every stage of development. (**B**) Constitutive deletion of *Mlx* leads to infertile male MLX^KO^ mice. This is driven by loss of MLX targets, decreased MYCN expression, alterations to MAX function leading to perturbation of normal metabolism, GC apoptosis, and lack of proper spermiogenesis and maturation. There is also shedding of immature cells from the testis to the epididymis, suggestive of altered phagocytosis by Sertoli cells. Sertoli dysfunction is supported by the fact that, as shown in (**C**), Sertoli-specific *Mlx* deletion also results in male infertility. However, the block to DSP and the extent of apoptosis are significantly less severe than observed in the constitutive deletion (B) underscoring the cell autonomous requirement for MLX in GC differentiation. DSP, daily sperm production; E. St, elongating spermatid; GC, germ cell; KO, knockout; MLX, MAX-Like protein X; R. St, round spermatid; SSC, spermatogonial stem cell; WT, wild-type.

Human idiopathic OAT, which shares several characteristics with the MLX^KO^ phenotype, is typically associated with a variety of metabolism-related pathologies, including metabolic syndrome, diabetes, obesity, and inflammation [61], all of which have been reported to be linked with dysregulation of MLX’s dimerization partners MondoA and/or ChREBP (reviewed in [62,63]). While *Mlx* is not essential for normal embryonic development, previous studies have shown that MLX loss does lead to markedly diminished viability in a subset of cell types in vivo and ex vivo in the context of intrinsic and extrinsic metabolic stress (e.g., splenocytes, 3T3 cells, and tumors (e.g., MYCN-amplified neuroblastomas and MGCT)). This is consistent with the key role of nutrient sensing in male spermatogenesis and suggests possible routes of dysregulation associated with idiopathic OAT in humans.

Relevant to a critical role for MLX in metabolism during spermatogenesis, we observed that the serum and testes of MLX^KO^ mice exhibit altered abundance of metabolites, consistent with a shift in glucose metabolism from oxidative phosphorylation, via the tricarboxylic acid (TCA) cycle, to the production of lactate and to oxidation of alternative TCA substrates, such as branched-chain amino acids and fatty acids. Deletion of MondoA in mice leads to a similar change in serum metabolites, associated with enhanced glycolysis and activation of beta-oxidation [10,19]. Moreover, loss of the MondoA-MLX target TXNIP is sufficient to induce a similar metabolic profile, including augmented CPT1A expression and activity [42]. This suggests that the choice of oxidative substrate for the TCA cycle in testis is controlled at least in part by MondoA-MLX through its regulation of TXNIP. These metabolic alterations, observed in the MLX^KO^ testes, are associated with GC apoptosis, concomitant with aseptic inflammation and immune cell activation, symptoms also associated with male infertility (reviewed in [64]). While MLX and TXNIP have been linked to inflammation [15], loss of TXNIP alone does not result in male sterility [65]. This suggests that critical MLX transcriptional targets in addition to TXNIP are responsible for the majority of the male-specific sterility phenotypes associated with loss of either MLX or MondoA. An example of such is *Arrdc4*, a bona fide MondoA-MLX target, bound by MLX in our dataset, and it has recently been shown to be required for normal male fertility in the mouse [29].

Our earlier work in MYCN amplified neuroblastomas following MondoA or MLX knockdown linked growth arrest and apoptosis with attenuated lipid biosynthesis that could be rescued by OA. Here, we find that MLX^KO^ testes produce significantly increased levels of multiple acyl-carnitine species and increased levels of carnitine palmitoyltransferase (CPT1A) relative to WT, indicative of altered lipid metabolism and increased stress. Indeed, many DEGs directly bound by MLX have been shown to be involved in lipid metabolism and in spermatogenesis (see S4 Table and references therein). Therefore, altered expression of MLX-dependent target genes controlling lipid metabolism may be at least 1 contributor to the stress accompanying MLX loss of function. Moreover, our data showing that MGCTs such as NTera2 are dependent on MLX, and whose growth arrest upon MLX knockdown is reversible by OA treatment, underscore the importance of lipid synthesis in MLX dependence.

Our transcriptional profiling and genomic occupancy analyses using ChIP-Seq has identified many other direct targets (i.e., genes bound and regulated) of MLX in the testes, including metabolic and stress effectors as well as many genes relevant to male-specific GC development (see S4 Table). Among the latter are a small subset of approximately 5,800 genes previously shown to be bound by the essential transcriptional regulator of spermiogenesis, CREM [31]. These MLX/CREM shared targets include genes encoding factors such as protamines and transition proteins as well as enzymes critical for apoptosis, mitochondrial activity, glucose, and lipid metabolism. All of these have been shown to be present and functional in spermatogenesis (S4 Table and references therein). The MYC/MYCN and CREM target PDPK1 is similarly bound by MLX and MAX and down-regulated in the MLX^KO^ testes (S4 Table). 

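*Pdpk1*, on chromosome 17, fell from 299 ± 4.50 CPM in WT to 257 ± 6.55 in MLX KO whole testes (SD, n = 3 each), an LFC of -0.22 (SE 0.05, adjusted p = 0.00273 from edgeR's quasi-likelihood test, lower in 3 of 3 pairs). With each library left out in turn, the LFC stayed between -0.23 and -0.19. With library size alone it was -0.08, which was not past the threshold.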

PDPK1 is required for SSC function and also stabilizes MYC protein [39,66]. Important for metabolic regulation of sperm motility are a number of sperm-specific glycolytic enzymes, such as PGK2 and GAPDHS. MLX targets *Gapdhs*, and loss of GAPDHS results in infertility and nonmotile spermatozoa [67]. Intriguingly, loss of either PGK2 or GAPDHS results in decreased motility, as well as elevated acyl-carnitine levels [68], similar to MLX^KO^. This is supportive of multiple levels of cross talk between glucose, glucose sensing, and lipid metabolism. MLX also shares target genes with CREM including a number of phospholipases required for male fertility including *Ddhd1* [69] and *Plcb1* [70]. These data strongly support the notion that MLX and its binding partners act as transcriptional mediators of critical events in mammalian spermatogenesis in concert with other transcriptional regulators such as CREM and MAX. Interestingly, neither MLX nor MAX occupy a significant number of loci that are targets of the DMRT1 testes-specific transcriptional regulator of differentiation. Thus, the direct activity of MLX and other MYC network members in spermatogenesis may, to some extent, be more focused on functions regulated through the CREM pathway.

Many of the MLX-linked metabolic and stress targets observed in testes are not cell type specific, and we find their expression altered in both seminiferous tubules and testicular interstitial cells, as well as in 3T3 cells derived from WT versus MLX^KO^ embryos. MLX loss of function sensitizes these cells to apoptotic stimuli and effectors known to be dependent upon MYC (e.g., FASL–FAS interactions and BIM) [71,72]. Taken together, these data support not only a direct role for MLX in regulation of metabolic targets but also a role for transcriptional repression of apoptosis effectors (such as BIM), most likely mediated by MLX heterodimerization with repressors such as MNT.

Our genome-wide occupancy analyses demonstrate that genes bound by MLX are also bound by other members of the MYC network, such as MAX and MNT. Intriguingly, in the absence of MLX, we detect a shift in the occupancies of these other factors: For example, in MLX^KO^ 3T3 cells, MAX and MNT bind to loci that they did not occupy in WT cells. Our analysis of loci newly occupied by MAX (de novo sites) following MLX deletion show that these comprise many genes implicated in the response to stress (S4 Table, blue highlighted section), suggesting a modulation in transcriptional programming upon MLX loss. Of particular note are loss of *Rnf138* and induction of *Prune2* whose altered expression would be expected to promote spermatogonial apoptosis [51,52]; *Cdh11*, a proapoptotic inhibitor of catenin signaling [49]; and *Acadl*, induced along with other beta-oxidation enzymes in Sertoli cells by phagocytosis of dead GCs [73]. 

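*Acadl*, which encodes the long-chain acyl-CoA dehydrogenase, had 455, 399 and 435 counts in WT and 693, 901 and 790 in MLX KO whole testes. It rose from 24.6 ± 0.697 to 42.5 ± 7.07 CPM (SD, n = 3 each), an LFC of 0.79 (SE 0.11, adjusted p = 2.00e-04 from edgeR's quasi-likelihood test, higher in 3 of 3 pairs). Of the 15 genes in Reactome's set for mitochondrial fatty acid beta-oxidation, 11 were higher and 1 lower past the threshold. The 11 Sertoli cell markers had a median LFC of 0.78. A larger share of Sertoli cells in the tissue could thus give the same rise in *Acadl* as a higher level in these cells.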

Importantly, this phagocytosis by Sertoli cells is required for male fertility to recycle lipid and other metabolites to the developing primitive GCs, as blocking it results in infertility [68].

Our study further implicates the extended MYC network, and specifically its nutrient-sensing MLX arm, in the direct regulation of, and linkage between, differentiation, metabolism, and apoptosis. Importantly, metabolic programs change along with changes in cellular state and thus must be responsive to both extrinsic signals, such as mitogenic cues (via effectors such as MYC-MAX), but also to intrinsic metabolic cues (as in the case of G6P and acidosis, known to activate MondoA-MLX [74]), or formation of lipid droplets (demonstrated to sequester and inhibit activity off MondoA-MLX) [75]. It is clear that functional interactions among MYC network members are relevant, not only in MYC-driven oncogenesis, but also during testes development (this work), and regeneration of both skeletal muscle and liver [76,77]). We anticipate that further genetic perturbation of the network in distinct biological contexts, coupled with high-resolution genomic analysis, will yield important insights into the molecular control of normal and abnormal cellular behavior in both tissue homeostasis and oncogenesis.

## Materials and methods

### Animal use

All experiments involving mice were carried out under accordance with the guidelines of the following institutions: Ethics statement: This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All of the animals were handled according to approved institutional animal care and use committee (IACUC) protocol 50783 of the Fred Hutchinson Cancer Research Center. The animal experiments conducted at the University of Utah were performed under IACUC protocol 15–04012. Mice were euthanized by asphyxiation under carbon dioxide according to IACUC protocol. Every effort was made to minimize pain and suffering.

### Generation of *Mlx*^*−/−*^ mice

The *Mlx* KO allele was created in our lab by a homologous recombination targeted method in 129S4 AK7 murine ESCs. The targeting construct is in the PGKneoF2L2DTA backbone and is based upon the coding sequence of *Mlx* transcript variant 1 (encoding MLX-α protein). This construct includes in 5′ to 3′ order: (1) a 1,546 base pair (bp) 5′-homology arm including exons 1 and 2 of *Mlx*; (2) a 1,717 bp Loxp-flanked region encoding exons 3 to 6 (bHLHLZ domain) of *Mlx*; **(3)** a FRT-flanked PGKNEO-positive selection cassette; and (4) a 2,873 bp 3′ homology arm spanning exon 7 of *Mlx* transcript variant 1 and a pGKDTA-negative selection cassette. 

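In the RefSeq annotation of mm10, *Mlx* transcript variant 1 has 7 exons on chromosome 11 and 1723 bases in all. Exon 3 starts at 101088598 and exon 6 ends at 101089869, and exons 3 to 6 together make up 509 bases, or 29.5% of the transcript. Exon 7, from 101091109 to 101092207, holds 1099 bases, or 63.8% of it. The authors' counts are totals over each gene and do not separate the exons.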

Selected ESC clones were injected into blastocysts to generate chimeric animals. These chimeras were bred to ROSA26 FlpO/FlpO females [78] in the 129S4 co-isogenic background to remove the Frt-flanked NEO cassette to generate conditional KO mice or Meo2-Cre delete mice [79] to generate total KO mice. The FlpO allele or the Meox2-Cre allele was subsequently crossed out. Two independent mouse lines from independent ESC clones were found to be phenotypically indistinguishable. All the targeting mice were confirmed by PCR and Southern blotting with 5′ external, 3′ external, and NEO probes. To generate Sertoli cell–specific deletion of *Mlx*, floxed animals were bred with mice expression transgenic Cre-recombinase under the control of the *Amh* promoter [26].

### Genotyping

The following primers were used as a mixture of 3 primers for PCR to discriminate WT from KO from floxed animals; MLX forward (MLX 5644f): 5′ actccaggaaaagtgtagctgcc 3′, MLX reverse (MLX 5845r): 5′ caagctgttggcttccatacagg 3′, MLX deletion (MLX 3679f): 5′ caaccatggtcacacctggttc 3′ yielding the following size PCR products: MLX forward + MLX reverse: WT = 201 bp, flox = 327 bp MLX deletion + MLX reverse: KO = 589 bp. The annealing temperature used was 65°C.

### Mating tests

Pairs of sexually mature mice (1 of each sex) were housed in the same cage, and mating was observed with the seminal plugs and number of pups born recorded. For mendelian frequency, heterozygotes were bred with heterozygotes, and the progeny (F1) were genotyped. For KO mating tests, homozygous null males or females were bred with WT mice.

### Metabolomics

#### Reagents

Acetonitrile, ammonium acetate, and acetic acid (LC–MS grade) were all purchased from Fisher Scientific (Pittsburgh, Pennsylvania, United States of America). The standard compounds corresponding to the measured metabolites were purchased from Sigma-Aldrich (St. Louis, Missouri, USA) and Fisher Scientific.

#### Serum sample preparation and LC–MS/MS measurement

Male mice (3 of each genotype WT, MLX^KO^) were bled by retro-orbital eye bleed, and serum was isolated, then flash-frozen on dry ice before subsequent use for LC–MS/MS. Frozen serum samples were first thawed overnight at 4°C, and 50 μL of each sample was placed in a 2-mL Eppendorf vial. The initial step for protein precipitation and metabolite extraction was performed by adding 500 μL MeOH and 50 μL internal standard solution (containing 1,810.5 μM ^13^C_3_-lactate and 142 μM ^13^C_5_-glutamic acid). The mixture was then vortexed for 10 seconds and stored at −20°C for 30 minutes, followed by centrifugation at 14,000 RPM for 10 minutes at 4°C. The supernatants (450 μL) were was collected into a new Eppendorf vial and dried using a CentriVap Concentrator (Labconco, Fort Scott, Kansas, USA). The dried samples were reconstituted in 150 μL of 40% PBS/60% ACN. A pooled sample, which was a mixture of all serum samples, was used as the quality control (QC) sample.

The LC–MS/MS experimental procedures were well documented in our previous studies [20,80–85]. Briefly, all LC–MS/MS experiments were performed on a Waters Aquity I-Class UPLC-XenoTQ-S micro (Waters, Milford, Massachusetts, USA) system. Each sample was injected twice, 10 μL for analysis using negative ionization mode and 2 μL for analysis using positive ionization mode. Both chromatographic separations were performed in hydrophilic interaction chromatography (HILIC) mode on a Waters XBridge BEH Amide column (150 × 2.1 mm, 2.5 μm particle size, Waters). The flow rate was 0.300 mL/min, auto-sampler temperature was kept at 4°C, and the column compartment was set at 40°C. The mobile phase was composed of Solvents A (5 mM ammonium acetate in 90%H_2_O/ 10% acetonitrile + 0.2% acetic acid) and B (5 mM ammonium acetate in 90%acetonitrile/ 10% H_2_O + 0.2% acetic acid). After the initial 2 minutes isocratic elution of 90% B, the percentage of Solvent B was linearly decreased to 50% at t = 5 minutes. The composition of Solvent B maintained at 50% for 4 minutes (t = 9 minutes), and then the percentage of B was gradually raised back to 90%, to prepare for the next injection. The mass spectrometer is equipped with an electrospray ionization (ESI) source. Targeted data acquisition was performed in multiple reaction monitoring (MRM) mode. We monitored 121 and 80 MRM transitions in negative and positive mode, respectively (201 transitions in total). The whole LC–MS system was controlled by MassLynx software (Waters). The extracted MRM peaks were integrated using TargetLynx software (Waters).

#### Cell sample preparation and LC–MS/MS measurement

Isolated cells from the seminiferous tubules of age-matched WT and MLX^KO^ mice (*N* = 3) were separated into 4 technical replicates of 1 × 10^6 cells each and flash frozen on dry ice. Soluble metabolites were extracted into 1 ml of 20:80% water:methanol before clearing the insoluble and drying down on a Speed-Vac before subsequent LC–MS/MS.

The LC–MS/MS experiments were performed on an Agilent 1260 LC-6410 QQQ-MS (Agilent Technologies, Santa Clara, California, USA) system. Moreover, 5 μL of each sample was injected for analysis using positive ionization mode. Chromatographic separation was performed using a Waters XSelect HSS T3 column (2.5 μm, 2.1 × 150 mm). The flow rate was 0.3 mL/min. The mobile phase was composed of Solvents A (100% H_2_O with 0.2% formic acid) and B (100% ACN with 0.2% formic acid). After the initial 0.5 minutes isocratic elution of 100% A, the percentage of Solvent A was linearly decreased to 5% at t = 10 minutes. Then the percentage of A remained the same (5%) for 5 minutes (t = 15 minutes). The metabolite identities were confirmed by spiking with mixtures of standard compounds. The extracted MRM peaks were integrated using Agilent Masshunter Workstation software (Agilent Technologies).

#### Serum T quantification

Blood was collected by either retro-orbital eye bleed or cardiac stick and heparinized plasma was isolated. T levels were determined by ELISA at the University of Virginia Center for Research in Reproduction (NICHD Grant # U54-HD028934) Charlottesville, Virginia.

#### Cell isolation from testicular tissue

Testes and epididymides were dissected, defatted, and processed as follows for cellular isolation: For seminiferous tubule cell isolation, testes were dissected, decapsulated, and subjected to an enzymatic digestion to isolate seminiferous tubules from the interstitial stromal cells (including Ledig and immune cells). Isolated tubules were then digested to release a single cell suspension of the seminiferous epithelium including GCs and Sertoli cells. For epididymal GCs, epididymides were dissected, and the caudal portion was cut to release cellular content of sperm. Single cell suspension was filtered to remove tissue yielding predominately mature spermatozoa from WT tissue.

#### Spermatogenesis analysis

Testes and epididymides were dissected, defatted, and processed for analysis as previously described [86]. For calculation of testicular DSP rate (St count), testes were weighed and homogenized in 0.1 M sodium phosphate buffer (pH 7.4) with 0.1% Triton X-100 via 8 strokes of a 15-ml Kontes homogenizer. Homogenization-resistant St were counted on a hemocytometer, and St per gram per testis were calculated [87].

#### Cell culture

3T3 cell lines, Ntera2, HepG2, GC-1-Spg, and GC-2-Spd(ts) cells were all cultured in DMEM with 10% FBS and penn/strep. Primary B220+ sorted splenic B cells were cultured in RPMI with 15% FBS, penn/strep, beta-mercaptol, and LPS (1 ug/ml from Sigma-Aldrich).

#### RNAi transfection

Flexitube Gene Solutions siRNA mixtures (Qiagen, Germantown, MD, USA) were utilized to knockdown the indicated target. RNAiMax (Qiagen) was used according to the manufacturer’s conditions. Cells were counted 72 to 96 hours posttransfection, and viability was monitored by trypan blue exclusion. For OA treatment, Oleic Acid Water Soluble (Sigma-Aldrich) was resuspended in sterile water.

#### B220+ cell purification

Spleens were smashed, and B220+ B cells were purified from the splenocytes using AutoMACS system according to the manufacturer’s recommendations. Purity was routinely over 95% pure, as assessed by flow cytometry.

#### Flow cytometry

Testis tissue was prepared as in [88]. Isolated seminiferous tubule or epididymal cells were resuspended in staining buffer with HOECHST, and samples were run on a Canto-2 Flow Cytometer and analyzed by FACS-Diva Software.

#### IHC tissue staining

Testicular and epididymal tissue was fixed in Modified Davidson’s Fluid (MDF) as described [89], then embedded in paraffin and sectioned onto slides at 5 micron thickness. Slides were deparaffiinized, rehydrated, and antigen retrieval was utilized. For immunofluorescent IHC, Dako reagents were used (Block, Primary Dilution Buffer, Antifade mounting media), and Alexa-Flour 488nm secondary antibodies were used in combination with DAPI for staining. For tissue staining and IHC, samples prepared as described above were submitted to the FHCRC Experimental Histopathology Core and either stained with hematoxylin and eison, or stained with the indicated antibodies, visualized with the cromophore DAB and counterstained with hematoxylin to mark nuclei.

The staining of previously published Xenograft tissue of the NTera2 cells [45] were carried out by the Institute of Pathology of the University Medical Center Göttingen. Briefly, 4 micron thick sections were mounted on slides, deparaffinnized, rehydrated, and antigen retrieval was utilized. The slides were stained with primary antibody then biotinylated secondary antibodies using a REAL Detection System (LSAB+ kit; Dako). The signals were visualized using a REAL Streptavidin Alkaline Phosphatase kit (Dako), while Ki-67 staining was visualized with DAB. All samples were counterstained with hematoxylin, mounted in super mount medium, and analyzed via light microscopy.

#### WBs

Tissues and cell pellets were lysed in RIPA buffer. For whole testes sample preps, tissue was homogenized mechanically to facilitate lysis. Lysates were quantified by BCA assay (Pierce Biotechnology, Waltham, MA, USA) or normalized to cell number for equal loading. Samples were resolved on NuPAGE 4–12% Bis-Tris gradient gel before transferring to Nitrocellulose (0.2 micron). Blots were blocked with 5% Milk in TBST, washed with TBST, and probed with primary and secondary antibody in 5% Milk in TBST. The secondary antibody was HRP conjugated, and chemiluminescent detection was employed. Blots were exposed to Pro-Signal Blotting Film (Genesee Scientific, San Diego, CA, USA).

#### RNA extraction and sequencing

RNA was extracted with Trizol reagent, quantified on a TapeStation. A total of 500 ng of RNA was submitted for library preparation through FHCRC Genomics Core. Libraries were aligned to mm10 using TopHat then processed with EdgeR or DE-Seq. Data were analyzed with GSEA, and volcano and violin plots were generated using ggplot.

#### ChIP-Seq

We performed ChIP-seq as previously described [90] with modifications to improve solubility of TFs, which tended to vary depending on cell type. The chromatin preparations from the testes were from a pool of testes from 6 WT/KO animals, and this material was not treated with MNase. The chromatin preparations from the B cells and 3T3 cell lines were treated with MNase. Briefly, after formaldehyde cross-linking, cell lysis, and chromatin fragmentation with MNase, the final SDS concentration after dilution of total chromatin was increased to 0.25% with addition of 20% SDS stock solution. Sonication was performed in a Covaris M220 focused ultrasonicator for 12 minutes with the following settings: 10% duty cycle, 75W peak incident power, 200 cycles/burst, and 6to 7°C bath temperature. The SDS concentration of the sonicated chromatin solution was readjusted to 0.1% with dilution buffer. Immunoprecipitation was performed on the clarified chromatin (input) fraction from 10 × 10^6 cellular equivalents, and DNA was purified was using standard phenol:chloroform extraction. The following antibodies were used for ChIP: MAX C-17/sc-197 (Santa Cruz Biotechnology (Paso Robles, CA, USA), Cat. No. sc-8011X), MLX D8G6W (Cell Signaling Technology (Danvers, MA, USA), 85570S), MNT (Bethyl Laboratories (Montgomery, TX, USA), A303-627A), and the negative control GFP (Cell Signaling Technology, 2956S). We used 10 μg of antibody for each immunoprecipitation. To purified ChIP DNA, we added 10 pg of spike-in DNA purified from MNase-digested chromatin from *Drosophila melanogaster* S2 cells or *Saccharomyces cerevisiae* [91] to permit comparison between samples. DNA was then subjected to library preparation as previously described [92,93], and 25 × 25 paired-end sequencing was performed on an Illumina HiSeq 2500 instrument at the Fred Hutchinson Cancer Research Center Genomics Shared Resource.

For the B cells samples, an alternative library preparation was employed [94].

Sequencing datasets were aligned to the mouse mm10 genome assembly using Bowtie2. Datasets were also aligned to the dmel_r5_51 (*D*. *melanogaster*) or sc3 *(S*. *cerevisiae*) assemblies using Bowtie2 depending on the source of the spike-in DNA. Counts per bp were normalized as previously described by multiplying the fraction of mapped reads spanning each position in the genome by genome size [95] or by scaling to spike-in DNA [91]. Peaks were called using MACS. Plots were generated with ngs plot [96], or the R package ggplot2 Motif enrichment was done using HOMER [97].

#### Antibodies used

The following antibodies were used for the indicated techniques with catalog number and supplier listed: anti-DDX4 (WB and immunofluorescence (IF), AB13840, Abcam (Waltham, MA, USA)), anti-Phospho-H3(ser10) (IF, 9706S, Cell Signaling Technology), antibodies against gamma-H2AX (γH2AX) (WB and IF, AB11174, Abcam), anti-Histone H2A (WB, 2578S, Cell Signaling Technology), anti-TXNIP (WB and IF, K0204-3, K0205-3, MBL International), anti-PGK1/2 (WB and IF, SC-28784, Santa Cruz Biotechnology), anti-Ki-67 (IHC, AB16667, Abcam), anti-FAS (WB and IHC, SC-1024, Santa Cruz Biotechnology), anti-TIMP1 (IHC, SC-6832, Santa Cruz Biotechnology), anti-MLX (WB, IHC and ChIP, 85570, Cell Signaling Technology), anti-MLX (IF, 12042-1-AP, Proteintech Group, Inc. (Rosemont, IL, USA)), anti-MondoA (WB and IHC, 13614-1-AP, Proteintech), anti-ChREBP (WB, NB400-135, Novus Biologics (Centennial CO, USA)), anti-MYC (WB, 13987, Cell Signaling Technology), anti-MYC (IHC, SC-764, Santa Cruz Biotechnology), anti-MYCN (WB and IHC, SC-53993, Santa Cruz Biotechnology), anti-MAX (WB, IHC and ChIP, SC-197, Santa Cruz Biotechnology), anti-MNT (WB and ChIP, A303-627A, Bethyl), anti-EOMES (WB, AB23345, Abcam), anti-SOX9 (IF, AB5535, MilliporeSigma (Burlington MA, USA)), anti-OCT4 (WB and IHC, AB184665, Abcam), anti-CPT1A (WB, AB176320, Abcam), anti-IGFBP3 (WB, 10189-2-AP, Proteintech), anti-BIM (WB, 2933S, Cell Signaling Technology), anti-PARP (WB, 9542T, Cell Signaling Technology), anti-SCD (WB, AB19862, Abcam), anti-FASN (WB, AB128856, Abcam), anti-TOMM20 (WB, AB56783, Abcam), anti-ATF4 (WB, 11815S, Cell Signaling Technology), anti-Gamma-Tubulin (WB, T5326, Sigma-Aldrich), anti-Beta-Actin (WB, A5441, Sigma-Aldrich), anti-Mouse HRP (WB, 7076, Cell Signaling Technology), and anti-Rabbit HRP (WB, 7074, Cell Signaling Technology).

#### Statistical analysis

Graphpad Prism was used for all statistical data analysis unrelated to NGS datasets. *p*-Values were calculated by hypergeometric test Student *t* test or 1-way ANOVA with a Dunnett test, when appropriate. For metabolomics analysis, MetaboAnalyst [25] was used. Gene lists of differentially expressed and/or bound targets were analyzed by Enrichr [34] and visualized using Appyter [98]. For RNA-seq and ChIP-Seq analysis, R Studio and Python were used.

## Supporting information

S1 Fig (goes with Fig 1). **Histological characterization of the WT, HET, and MLX**^**KO**^ **testes and epididymides.** (**A**) Schematic of the targeting construct used to generate deletion of murine *Mlx*. (**B**) Histological analysis of WT, HET, and MLX^KO^ epididymis stained with hematoxylin and eosin (100×, scale bar = 400 uM). (**C**) Images of cauda epididymal spermatozoa from WT versus MLX^KO^ mice, the latter with typical abnormal features such as altered tail and head morphology. (**D**) Histological analysis of p51 WT versus MLX^KO^ testis and epididymis stained with hematoxylin and eosin (100×, scale bar = 400 uM). (**E**) Histological analysis of p51 WT versus MLX^KO^ epididymis stained with hematoxylin and eosin (400×, scale bar = 100 uM). HET, heterozygous; KO, knockout; MLX, MAX-Like protein X; WT, wild-type.
(TIF) Click here for additional data file.

S2 Fig (goes with Fig 2). **Widespread expression of MLX and MondoA transcripts in the human testes.** The Human Protein Atlas database [22] scRNA-seq dataset from adult human testes Guo (2018) [23] was queried for testes expression of **(A**) *MLX* and (**B**) *MLXIP* (encoding MondoA). Both are present in multiple stromal and GC populations, with high expression in primitive GCs and Sertoli (MLX) and Peritubular Myoid cells (MondoA). *Image credit*: *Human Protein Atlas*. Image available from v20.1.proteinatlas.org (http://www.proteinatlas.org). The underlying data for S2A and S2B Fig can be found in S1 Data. GC, germ cell; MLX, MAX-Like protein X; scRNA-seq, single-cell RNA sequencing.
(TIF) Click here for additional data file.

S3 Fig (goes with Fig 3). **Metabolomic data from WT and MLX**^**KO**^ **serum.** (**A**) PLS-DA and (**B**) VIP plot from the metabolomic dataset analyzed by MetaboAnalyst 4.0 [25]. (**C**) Heat map of mean-centered serum metabolomics dataset from WT versus MLX^KO^ mice showing the top 20 VIP features from PLS-DA (*N* = 3). (**D**) A model of altered mitochondrial fuel source based upon serum metabolomics (red indicates up in the MLX^KO^ and green indicates down). Image made with BioRender. (**E**) Sperm count from MondoA WT versus KO mice (*N* = 5) tested with a paired *t* test. The underlying data for S3A–S3C and S3E Fig can be found in S1 Data. KO, knockout; MLX, MAX-Like protein X; PLS-DA, partial least squares discriminant analysis; VIP, variable importance to projection; WT, wild-type.
(TIF) Click here for additional data file.

S4 Fig (goes with Fig 4). **Comparison of seminiferous tubules and gene expression in WT and MLX**^**KO**^ **testes.** (**A**) Histological analysis of testes from 6-month-old males of the indicated genotype stained with hematoxylin and eosin (100×, scale bar = 400 uM). Asterisks mark acellular tubules (**B**) Staining, as in (**A**) demonstrating the range of acellular tubule frequency specific to the whole body MLX deletion. (**C**) Quantification of acellular tubules as the percentage of acellular tubules per 50 tubules (average of 250 total tubules per animal, 4 animals per genotype. Shown is the mean with SEM (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). (**D**) IF staining of WT and MLX^KO^ testes tissue for TXNIP and SOX9. Asterisks marks and acellular tubule. Arrow indicates SOX9+ cells still present in the GC depleted tubule (200×, scale bar = 200 uM). (**E, F**). Human Protein Atlas [22] scRNA-seq dataset from adult human testes Guo 2018 [23] was queried for the established MLX targets: (**E**) *TXNIP* and (**F**) *ARRDC4*. Both are present in multiple stromal and GC populations. *Image credit*: *Human Protein Atlas*. Image available from v20.1.proteinatlas.org (http://www.proteinatlas.org). The underlying data for S4C, S4E, and S4F Fig can be found in S1 Data. GC, germ cell; IF, immunofluorescence; KO, knockout; MLX, MAX-Like protein X; scRNA-seq, single-cell RNA sequencing; WT, wild-type.
(TIF) Click here for additional data file.

S5 Fig (goes with Fig 5). **RNA profiling of testes from WT versus MLX**^**KO**^ **mice.** (**A**) CHEA (2016 from Enrichr database) adjusted *p*-values for indicated TF targets associated with up or down in the WT versus the MLX^KO^ RNA-seq data. (**B,C**) WB data from whole testes lysates from WT versus MLX^KO^ mice probed for the indicated proteins. (**D**) IHC analysis of WT versus MLX^KO^ testis and epididymis stained for the proliferation marker Ki-67 (100×, scale bar = 400 uM). Asterisks marks acellular tubule with decreased Ki-67. (**E**) IHC analysis of WT versus MLX^KO^ testis and epididymis stained for TIMP1 (100×, scale bar = 400 uM). (**F**) IHC analysis of WT versus MLX^KO^ testis and epididymis stained for FAS (100×, scale bar = 400 uM). CHEA, ChIP set enrichment analysis; IHC, immunohistochemistry; KO, knockout; MLX, MAX-Like protein X; RNA-seq, RNA sequencing; TF, transcription factor; WB, western blot; WT, wild-type.
(TIF) Click here for additional data file.

S6 Fig (goes with Fig 6). **Molecular, biochemical, and functional validation of GSEA categories from WT versus MLX**^**KO**^ **mice.** (**A**) WB of cells isolated from the interstitium of WT versus MLX^KO^ testes tissue probed for the indicated proteins. (**B**) WB analysis of the WT versus MLX^KO^ 3T3 cell lines reconstituted with empty vector or the indicated isoform of MLX probed for the indicated proteins. (**C**) WB analysis of the NTera2 cells treated with the indicated siRNA, probed for the indicated proteins. (**D**) Co-expression analysis of *MLX* and *POU5F1* from the Testicular Germ Cell Tumor Dataset (TCGA PanCancer Atlas). (**E**) Overexpression of the indicated mRNAs from Oncomine.org Korkola and colleagues dataset. (**F**) IHC analysis of NTera2 cell xenograft [45] stained for the indicated proteins (200×, scale bar = 200 uM). The underlying data for S6D and S6E Fig and can be found in S1 Data. GSEA, gene set enrichment analysis; IHC, immunohistochemistry; KO, knockout; siRNA, small interfering RNA; WB, western blot; WT, wild-type.
(TIF) Click here for additional data file.

S7 Fig (goes with Fig 7). **Enrichment analysis of MLX and MAX binding in the mouse testes.** (**A, A’**) Enrichr analysis of genes bound by MLX (MLX bound) analyzed for enrichment of pathways by MSigDB (**A**) and transcriptional regulators by CHEA (**A**’). (**B, B’**). Enrichr analysis of genes bound by MAX in the presence of MLX, MAX(WT)-Bound analyzed for enrichment of MSigDB (**B**) and CHEA (**B’**). (**C, C’**) Enrichr analysis of genes bound by MAX in the absence of MLX, MAX(MLX^KO^)-Bound analyzed for enrichment of MSigDB (**C**) and CHEA (**C’**). (**D**) Enrichr analysis of genes previously bound by MLX, but only bound by MAX in the absence of MLX, de novo genes MAX(MLX^KO^)-Bound analyzed for enrichment of MSigDB (**D**) and CHEA (**D’**). All Enrichr images created with Appyter [98]. The underlying data for S7A–S7D Fig can be found in S1 Data. CHEA, ChIP set enrichment analysis; KO, knockout; MLX, MAX-Like protein X; MSigDB, Molecular Signature Database; WT, wild-type.
(TIF) Click here for additional data file.

S8 Fig (goes with Fig 8). **MLX shares numerous transcriptional targets with MAX and MNT.** (**A**) Venn diagram of the overlap of genes bound by MLX with MAX (Left), and MLX with MNT (Right), in both WT and MLX^KO^ 3T3 cells with *p*-value calculated from a hypergeometric test. (**B**) IGV tracks for MLX, MAX, and MNT on the *Arrdc4*, *Fasn*, and *Atf4* promoters from WT and MLX^KO^ 3T3 cells. (**C**) Enrichr analysis of the subset of MLX-bound and MAX-bound peaks that are only bound in the MLX^KO^ 3T3, de novo MAX sites MAX(MLX^KO^)-Bound for CHEA enrichment. (**D**) Enrichr analysis of MNT-Bound genes only occupied in the presence of MLX, MNT(WT)-Bound for MsigDB enrichment. (**E**) Enrichr analysis of MNT-Bound genes only occupied in the absence of MLX, MNT(MLX^KO^)-Bound for MsigDB enrichment. All Enrichr images created with Appyter [98]. The underlying data for S8A and S8E Fig can be found in S1 Data. CHEA, ChIP set enrichment analysis; IGV, Integrative Genomics Viewer; KO, knockout; MLX, MAX-Like protein X; WT, wild-type.
(TIF) Click here for additional data file.

S9 Fig (goes with Fig 9). **MLX and MNT regulate metabolism and survival of male GC lines.** (**A**) Relative viable cell number of the GC-2 Spd(ts) cells after siRNA transfection with the indicated siRNA with siDEATH included as a control for siRNA transfection efficacy. (**B**) WB analysis of GC-1-Spg and GC-2 Spd(ts) cells probed for the indicated proteins. (**C**) WB analysis of NTera2 cells transfected with the indicated siRNA and probed for the indicated proteins. (**D**) Relative viable cell number of the NTera2 cells after siRNA transfection with the indicated siRNA with siDEATH included as a control for siRNA transfection efficacy. Cells were cultured in the presence or absence of 35 uM OA (*N* = 4 independent experiments, Shown is the mean +/− SEM), *p*-values shown from 1-way ANOVA with a Dunnett test compared with the Control (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, *** *p* < 0.0001). (**E**) Analysis of *MNT* expression from the Human Protein Atlas Single-cell RNA-seq dataset [23] *Image credit*: *Human Protein Atlas*. Image available from v20.1.proteinatlas.org (http://www.proteinatlas.org). (**F, G**) GEO2R analysis of GSE6969 from a published dataset of fertile (normospermic) versus infertile (teratozoospermic) men. LogFC and *p*-values are shown on the table to the right. The underlying data for S9A, S9D, and S9F Fig can be found in S1 Data. GC, germ cell; MLX, MAX-Like protein X; OA, oleic acid; RNA-seq, RNA sequencing; siRNA, small interfering RNA; WB, western blot.
(TIF) Click here for additional data file.

S1 Data An Excel file containing the raw numerical data needed to reproduce data in this report with the exception of Fig 3K. (XLSX) Click here for additional data file.

S2 Data A ZIP file containing the raw.fcs data for the flow cytometry data visualized in Fig 3K in this report. (ZIP) Click here for additional data file.

S1 Raw Images A PDF file containing the complete original WB images used as sources of WB data depicted in this report. WB, western blot.
(PDF) Click here for additional data file.

S1 Table Metabolomics data. A table of LFC normalized metabolomics dataset from 3 age-matched littermate WT and MLX^KO^ male mice. KO, knockout; LFC, log fold change; MLX, MAX-Like protein X; WT, wild-type.
(CSV) Click here for additional data file.

S2 Table RNA-seq DEGs. A table of DEGs from RNA-seq for both up- and down-regulated transcripts between WT and MLX^KO^ testes tissue. DEG, differentially expressed gene; KO, knockout; MLX, MAX-Like protein X; RNA-seq, RNA sequencing; WT, wild-type.
(TXT) Click here for additional data file.

S3 Table RNA-seq GSEA. A table of GSEA of “Hallmarks” from RNA-seq for both up- and down-regulated transcripts between WT and MLX^KO^ testes tissue. GSEA, gene set enrichment analysis; KO, knockout; MLX, MAX-Like protein X; RNA-seq, RNA sequencing; WT, wild-type.
(XLSX) Click here for additional data file.

S4 Table MLX and MAX targets associated with male fertility in the mouse. A table showing targets of MLX, MAX, and/or CREM associated with male fertility in the mouse. Shown are gene name, gene function, TF binding, fold change from RNA-seq, and published phenotypes relevant to male fertility. MLX, MAX-Like protein X; RNA-seq, RNA sequencing; TF, transcription factor.
(XLSX) Click here for additional data file.

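All 24 genes of S4 Table had enough counts for testing in the whole testes RNA-seq, and each changed in the same direction in all 3 littermate pairs. Past the threshold of adjusted p under 0.05 in edgeR's quasi-likelihood test and in the direction that the table states were 23 of them. The 16 stated as lower had LFCs from -1.21 (*Txnip*) to -0.19 (*Senp1*), and 7 of the 8 stated as higher had LFCs from 0.43 (*Ptprd*) to 1.30 (*Prune2*). *Ctnna3* was lower. Only *Txnip* and *Prune2* had an absolute LFC over 1. The calls of 7 genes changed in at least 1 alternative: *Abhd2*, *Ddhd1*, *Dgat2*, *Mfn2*, *Pdpk1* and *Senp1* were no longer past the threshold with library size alone, and *Ptprd* was not with DESeq2 and the littermate pair as a replicate block.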

## Abbreviations

bHLHLZ: basic helix–loop–helix–leucine zipper
CHEA: ChIP set enrichment analysis
ChIP-Seq: chromatin immunoprecipitation and sequencing
ChREBP: carbohydrate response element binding protein
DEG: differentially expressed gene
DSP: daily sperm production
E-box: Enhancer box
ESI: electrospray ionization
GC: germ cell
GSEA: gene set enrichment analysis
HILIC: hydrophilic interaction chromatography
IACUC: institutional animal care and use committee
IF: immunofluorescence
JAK: cytokine-activated Janus kinase
KO: knockout
LC–MS/MS: liquid chromatography with tandem mass spectrometry
LFC: log fold change
MDF: Modified Davidson’s Fluid
MGCT: male germ cell tumor
MLX: MAX-Like protein X
MLXIP: MLX-interacting protein
MRM: multiple reaction monitoring
MSigDB: Molecular Signature Database
NFκB: nuclear factor kappa B
OA: oleic acid
OAT: oligoasthenoteratozoospermia
PCA: principal component analysis
PLS-DA: partial least squares discriminant analysis
QC: quality control
RNA-seq: RNA sequencing
Sc: spermatocyte
scRNA-seq: single-cell RNA sequencing
sFASL: soluble FAS ligand
siRNA: small interfering RNA
Spg: spermatogonia
SSC: spermatogonial stem cell
St: spermatid
STAT: signal transducer and activator of transcription
T: testosterone
TCA: tricarboxylic acid
TF: transcription factor
TNFα: tumor necrosis factor alpha
TSS: transcription start site
VIP: variable importance to projection
WB: western blot
WT: wild-type

## References

[1] Conacci-SorrellM, McFerrinL, EisenmanRN. An overview of MYC and its interactome. Cold Spring Harb Perspect Med. 2014;4(1):a014357. doi: 10.1101/cshperspect.a014357 24384812PMC3869278

[2] DiolaitiD, McFerrinL, CarrollPA, EisenmanRN. Functional interactions among members of the MAX and MLX transcriptional network during oncogenesis. Biochim Biophys Acta. 2014. doi: 10.1016/j.bbagrm.2014.05.016 24857747PMC4241192

[3] KressTR, SaboA, AmatiB. MYC: connecting selective transcriptional control to global RNA production. Nat Rev Cancer. 2015;15(10):593–607. doi: 10.1038/nrc3984 26383138

[4] CarrollPA, FreieBW, MathsyarajaH, EisenmanRN. The MYC transcription factor network: balancing metabolism, proliferation and oncogenesis. Front Med. 2018;12(4):412–25. doi: 10.1007/s11684-018-0650-z 30054853PMC7358075

[5] BillinAN, AyerDE. The Mlx network: evidence for a parallel Max-like transcriptional network that regulates energy metabolism. Curr Top Microbiol Immunol. 2006;302:255–78. doi: 10.1007/3-540-32952-8_10 16620032

[6] HavulaE, HietakangasV. Glucose sensing by ChREBP/MondoA-Mlx transcription factors. Semin Cell Dev Biol. 2012;23(6):640–7. doi: 10.1016/j.semcdb.2012.02.007 22406740

[7] IizukaK, BruickRK, LiangG, HortonJD, UyedaK. Deficiency of carbohydrate response element-binding protein (ChREBP) reduces lipogenesis as well as glycolysis. Proc Natl Acad Sci U S A. 2004;101(19):7281–6. doi: 10.1073/pnas.0401516101 15118080PMC409910

[8] StoltzmanCA, PetersonCW, BreenKT, MuoioDM, BillinAN, AyerDE. Glucose sensing by MondoA:Mlx complexes: a role for hexokinases and direct regulation of thioredoxin-interacting protein expression. Proc Natl Acad Sci U S A. 2008;105(19):6912–7. doi: 10.1073/pnas.0712199105 18458340PMC2383952

[9] RichardsP, RachdiL, OshimaM, MarchettiP, BuglianiM, ArmanetM, et al. MondoA Is an Essential Glucose-Responsive Transcription Factor in Human Pancreatic beta-Cells. Diabetes. 2018;67(3):461–72. doi: 10.2337/db17-0595 29282201

[10] AhnB, SoundarapandianMM, SessionsH, PeddibhotlaS, RothGP, LiJL, et al. MondoA coordinately regulates skeletal myocyte lipid homeostasis and insulin signaling. J Clin Invest. 2016;126(9):3567–79. doi: 10.1172/JCI87382 27500491PMC5004938

[11] AhnB, WanS, JaiswalN, VegaRB, AyerDE, TitchenellPM, et al. MondoA drives muscle lipid accumulation and insulin resistance. JCI Insight. 2019;5. doi: 10.1172/jci.insight.129119 31287806PMC6693825

[12] HavulaE, TeesaluM, HyotylainenT, SeppalaH, HasygarK, AuvinenP, et al. Mondo/ChREBP-Mlx-regulated transcriptional network is essential for dietary sugar tolerance in Drosophila. PLoS Genet. 2013;9(4):e1003438. doi: 10.1371/journal.pgen.1003438 23593032PMC3616910

[13] MaL, TsatsosNG, TowleHC. Direct role of ChREBP.Mlx in regulating hepatic glucose-responsive genes. J Biol Chem. 2005;280(12):12019–27. doi: 10.1074/jbc.M413063200 15664996

[14] TaniguchiM, Sasaki-OsugiK, OkuM, SawaguchiS, TanakuraS, KawaiY, et al. MLX Is a Transcriptional Repressor of the Mammalian Golgi Stress Response. Cell Struct Funct. 2016;41(2):93–104. doi: 10.1247/csf.16005 27251850

[15] TamuraN, MaejimaY, MatsumuraT, VegaRB, AmiyaE, ItoY, et al. Single-Nucleotide Polymorphism of the MLX Gene Is Associated With Takayasu Arteritis. Circ Genom Precis Med. 2018;11(10):e002296. doi: 10.1161/CIRCGEN.118.002296 30354298PMC6522131

[16] DavisAC, WimsM, SpottsGD, HannSR, BradleyA. A null c-myc mutation causes lethality before 10.5 days of gestation in homozygotes and reduced fertility in heterozygous female mice. Genes Dev. 1993;7(4):671–82. doi: 10.1101/gad.7.4.671 8458579

[17] Shen-LiH, O’HaganRC, HouHJr, Horner JWII, LeeHW, DePinhoRA. Essential role for Max in early embryonic growth and development. Genes Dev. 2000;14(1):17–22. 10640271PMC316346

[18] HurlinPJ, ZhouZQ, Toyo-okaK, OtaS, WalkerWL, HirotsuneS, et al. Deletion of Mnt leads to disrupted cell cycle control and tumorigenesis. EMBO J. 2003;22(18):4584–96. doi: 10.1093/emboj/cdg442 12970171PMC212711

[19] ImamuraM, ChangBH, KohjimaM, LiM, HwangB, TaegtmeyerH, et al. MondoA deficiency enhances sprint performance in mice. Biochem J. 2014;464(1):35–48. doi: 10.1042/BJ20140530 25145386PMC4410994

[20] CarrollPA, DiolaitiD, McFerrinL, GuH, DjukovicD, DuJ, et al. Deregulated Myc Requires MondoA/Mlx for Metabolic Reprogramming and Tumorigenesis. Cancer Cell. 2015;27(2):271–85. doi: 10.1016/j.ccell.2014.11.024 25640402PMC4326605

[21] SakaiY, YamashinaS. Mechanism for the removal of residual cytoplasm from spermatids during mouse spermiogenesis. Anat Rec. 1989;223(1):43–8. doi: 10.1002/ar.1092230107 2464958

[22] UhlenM, OksvoldP, FagerbergL, LundbergE, JonassonK, ForsbergM, et al. Towards a knowledge-based Human Protein Atlas. Nat Biotechnol. 2010;28(12):1248–50. doi: 10.1038/nbt1210-1248 21139605

[23] GuoJ, GrowEJ, MlcochovaH, MaherGJ, LindskogC, NieX, et al. The adult human testis transcriptional cell atlas. Cell Res. 2018;28(12):1141–57. doi: 10.1038/s41422-018-0099-2 30315278PMC6274646

[24] HanF, DongMZ, LeiWL, XuZL, GaoF, SchattenH, et al. Oligoasthenoteratospermia and sperm tail bending in PPP4C-deficient mice. Mol Hum Reprod. 2021;27(1). doi: 10.1093/molehr/gaaa083 33543287

[25] XiaJ, PsychogiosN, YoungN, WishartDS. MetaboAnalyst: a web server for metabolomic data analysis and interpretation. Nucleic Acids Res. 2009;37(Web Server issue):W652–60. doi: 10.1093/nar/gkp356 19429898PMC2703878

[26] HoldcraftRW, BraunRE. Androgen receptor function is required in Sertoli cells for the terminal differentiation of haploid spermatids. Development. 2004;131(2):459–67. doi: 10.1242/dev.00957 14701682

[27] AlvesMG, MartinsAD, RatoL, MoreiraPI, SocorroS, OliveiraPF. Molecular mechanisms beyond glucose transport in diabetes-related male infertility. Biochim Biophys Acta. 2013;1832(5):626–35. doi: 10.1016/j.bbadis.2013.01.011 23348098

[28] KeberR, RozmanD, HorvatS. Sterols in spermatogenesis and sperm maturation. J Lipid Res. 2013;54(1):20–33. doi: 10.1194/jlr.R032326 23093550PMC3520525

[29] FootNJ, GonzalezMB, GembusK, FonsekaP, SandowJJ, NguyenTT, et al. Arrdc4-dependent extracellular vesicle biogenesis is required for sperm maturation. J Extracell Vesicles. 2021;10(8):e12113. doi: 10.1002/jev2.12113 34188787PMC8217992

[30] MurphyMW, SarverAL, RiceD, HatziK, YeK, MelnickA, et al. Genome-wide analysis of DNA binding and transcriptional regulation by the mammalian Doublesex homolog DMRT1 in the juvenile testis. Proc Natl Acad Sci U S A. 2010;107(30):13360–5. doi: 10.1073/pnas.1006243107 20616082PMC2922116

[31] MartianovI, ChoukrallahMA, KrebsA, YeT, LegrasS, RijkersE, et al. Cell-specific occupancy of an extended repertoire of CREM and CREB binding loci in male germ cells. BMC Genomics. 2010;11:530. doi: 10.1186/1471-2164-11-530 20920259PMC3091680

[32] KosirR, JuvanP, PerseM, BudefeldT, MajdicG, FinkM, et al. Novel insights into the downstream pathways and targets controlled by transcription factors CREM in the testis. PLoS ONE. 2012;7(2):e31798. doi: 10.1371/journal.pone.0031798 22384077PMC3285179

[33] ChenEY, TanCM, KouY, DuanQ, WangZ, MeirellesGV, et al. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics. 2013;14:128. doi: 10.1186/1471-2105-14-128 23586463PMC3637064

[34] KuleshovMV, JonesMR, RouillardAD, FernandezNF, DuanQ, WangZ, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016;44(W1):W90–7. doi: 10.1093/nar/gkw377 27141961PMC4987924

[35] NantelF, MonacoL, FoulkesNS, MasquilierD, LeMeurM, HenriksenK, et al. Spermiogenesis deficiency and germ-cell apoptosis in CREM-mutant mice. Nature. 1996;380(6570):159–62. doi: 10.1038/380159a0 8600390

[36] Bolcun-FilasE, BannisterLA, BarashA, SchimentiKJ, HartfordSA, EppigJJ, et al. A-MYB (MYBL1) transcription factor is a master regulator of male meiosis. Development. 2011;138(15):3319–30. doi: 10.1242/dev.067645 21750041PMC3133921

[37] RaymondCS, MurphyMW, O’SullivanMG, BardwellVJ, ZarkowerD. Dmrt1, a gene related to worm and fly sexual regulators, is required for mammalian testis differentiation. Genes Dev. 2000;14(20):2587–95. doi: 10.1101/gad.834100 11040213PMC316999

[38] KehlerJ, TolkunovaE, KoschorzB, PesceM, GentileL, BoianiM, et al. Oct4 is required for primordial germ cell survival. EMBO Rep. 2004;5(11):1078–83. doi: 10.1038/sj.embor.7400279 15486564PMC1299174

[39] Kanatsu-ShinoharaM, TanakaT, OgonukiN, OguraA, MorimotoH, ChengPF, et al. Myc/Mycn-mediated glycolysis enhances mouse spermatogonial stem cell self-renewal. Genes Dev. 2016;30(23):2637–48. doi: 10.1101/gad.287045.116 28007786PMC5204355

[40] MatsonCK, MurphyMW, GriswoldMD, YoshidaS, BardwellVJ, ZarkowerD. The mammalian doublesex homolog DMRT1 is a transcriptional gatekeeper that controls the mitosis versus meiosis decision in male germ cells. Dev Cell. 2010;19(4):612–24. doi: 10.1016/j.devcel.2010.09.010 20951351PMC2996490

[41] BoyerA, YehJR, ZhangX, PaquetM, GaudinA, NaganoMC, et al. CTNNB1 signaling in sertoli cells downregulates spermatogonial stem cell activity via WNT4. PLoS ONE. 2012;7(1):e29764. doi: 10.1371/journal.pone.0029764 22253774PMC3257228

[42] ChenJ, YoungME, ChathamJC, CrossmanDK, Dell’ItaliaLJ, ShalevA. TXNIP regulates myocardial fatty acid oxidation via miR-33a signaling. Am J Physiol Heart Circ Physiol. 2016;311(1):H64–75. doi: 10.1152/ajpheart.00151.2016 27199118PMC4967210

[43] LeeJ, RichburgJH, YounkinSC, BoekelheideK. The Fas system is a key regulator of germ cell apoptosis in the testis. Endocrinology. 1997;138(5):2081–8. doi: 10.1210/endo.138.5.5110 9112408

[44] KorkolaJE, HouldsworthJ, DobrzynskiD, OlshenAB, ReuterVE, BoslGJ, et al. Gene expression-based classification of nonseminomatous male germ cell tumors. Oncogene. 2005;24(32):5101–7. doi: 10.1038/sj.onc.1208694 15870693

[45] VenkataramaniV, ThieleK, BehnesCL, WulfGG, ThelenP, OpitzL, et al. Amyloid precursor protein is a biomarker for transformed human pluripotent stem cells. Am J Pathol. 2012;180(4):1636–52. doi: 10.1016/j.ajpath.2011.12.015 22305861

[46] SunXX, ChenY, SuY, WangX, ChauhanKM, LiangJ, et al. SUMO protease SENP1 deSUMOylates and stabilizes c-Myc. Proc Natl Acad Sci U S A. 2018;115(43):10983–8. doi: 10.1073/pnas.1802932115 30305424PMC6205424

[47] MeehanM, ParthasarathiL, MoranN, JefferiesCA, FoleyN, LazzariE, et al. Protein tyrosine phosphatase receptor delta acts as a neuroblastoma tumor suppressor by destabilizing the aurora kinase A oncogene. Mol Cancer. 2012;11:6. doi: 10.1186/1476-4598-11-6 22305495PMC3395855

[48] WuYC, LingTY, LuSH, KuoHC, HoHN, YehSD, et al. Chemotherapeutic sensitivity of testicular germ cell tumors under hypoxic conditions is negatively regulated by SENP1-controlled sumoylation of OCT4. Cancer Res. 2012;72(19):4963–73. doi: 10.1158/0008-5472.CAN-12-0673 23002208

[49] LiL, YingJ, LiH, ZhangY, ShuX, FanY, et al. The human cadherin 11 is a pro-apoptotic tumor suppressor modulating cell stemness through Wnt/beta-catenin signaling and silenced in common carcinomas. Oncogene. 2012;31(34):3901–12. doi: 10.1038/onc.2011.541 22139084PMC3426851

[50] JanssensB, GoossensS, StaesK, GilbertB, van HengelJ, ColpaertC, et al. alphaT-catenin: a novel tissue-specific beta-catenin-binding protein mediating strong cell-cell adhesion. J Cell Sci. 2001;114(Pt 17):3177–88. 1159024410.1242/jcs.114.17.3177

[51] TatsumiY, TakanoR, IslamMS, YokochiT, ItamiM, NakamuraY, et al. BMCC1, which is an interacting partner of BCL2, attenuates AKT activity, accompanied by apoptosis. Cell Death Dis. 2015;6:e1607. doi: 10.1038/cddis.2014.568 25611382PMC4669766

[52] XuL, LuY, HanD, YaoR, WangH, ZhongS, et al. Rnf138 deficiency promotes apoptosis of spermatogonia in juvenile male mice. Cell Death Dis. 2017;8(5):e2795. doi: 10.1038/cddis.2017.110 28518149PMC5520686

[53] SchmidtCK, GalantyY, Sczaniecka-CliftM, CoatesJ, JhujhS, DemirM, et al. Systematic E2 screening reveals a UBE2D-RNF138-CtIP axis promoting DNA repair. Nat Cell Biol. 2015;17(11):1458–70. doi: 10.1038/ncb3260 26502057PMC4894550

[54] Lafita-NavarroMC, Liano-PonsJ, QuintanillaA, VarelaI, BlancoR, OuriqueF, et al. The MNT transcription factor autoregulates its expression and supports proliferation in MYC-associated factor X (MAX)-deficient cells. J Biol Chem. 2020;295(7):2001–17. doi: 10.1074/jbc.RA119.010389 31919096PMC7029127

[55] MiyaiK, IwayaK, AsanoT, TamaiS, MatsubaraO, TsudaH. Fatty acid synthase overexpression in adult testicular germ cell tumors: potential role in the progression of non-seminomatous germ cell tumors. Virchows Arch. 2014;464(2):221–8. doi: 10.1007/s00428-013-1525-y 24337182

[56] PlattsAE, DixDJ, ChemesHE, ThompsonKE, GoodrichR, RockettJC, et al. Success and failure in human spermatogenesis as revealed by teratozoospermic RNAs. Hum Mol Genet. 2007;16(7):763–73. doi: 10.1093/hmg/ddm012 17327269

[57] SuzukiA, HirasakiM, HishidaT, WuJ, OkamuraD, UedaA, et al. Loss of MAX results in meiotic entry in mouse embryonic and germline stem cells. Nat Commun. 2016;7:11056. doi: 10.1038/ncomms11056 27025988PMC4820925

[58] CharronJ, MalynnBA, FisherP, StewartV, JeannotteL, GoffSP, et al. Embryonic lethality in mice homozygous for a targeted disruption of the N-myc gene. Genes Dev. 1992;6(12A):2248–57. doi: 10.1101/gad.6.12a.2248 1459450

[59] StantonBR, PerkinsAS, TessarolloL, SassoonDA, ParadaLF. Loss of N-myc function results in embryonic lethality and failure of the epithelial component of the embryo to develop. Genes Dev. 1992;6(12A):2235–47. doi: 10.1101/gad.6.12a.2235 1459449

[60] BurnSF, WashkowitzAJ, GavrilovS, PapaioannouVE. Postimplantation Mga expression and embryonic lethality of two gene-trap alleles. Gene Expr Patterns. 2018;27:31–5. doi: 10.1016/j.gep.2017.10.006 29066359PMC5835168

[61] LeisegangK, HenkelR, AgarwalA. Obesity and metabolic syndrome associated with systemic inflammation and the impact on the male reproductive system. Am J Reprod Immunol. 2019;82(5):e13178. doi: 10.1111/aji.13178 31373727

[62] PetersonCW, AyerDE. An extended Myc network contributes to glucose homeostasis in cancer and diabetes. Front Biosci. 2011;16:2206–23. doi: 10.2741/3848 21622171

[63] RichardsP, OurabahS, MontagneJ, BurnolAF, PosticC, GuilmeauS. MondoA/ChREBP: The usual suspects of transcriptional glucose sensing; Implication in pathophysiology. Metabolism. 2017;70:133–51. doi: 10.1016/j.metabol.2017.01.033 28403938

[64] TheasMS. Germ cell apoptosis and survival in testicular inflammation. Andrologia. 2018;50(11):e13083. doi: 10.1111/and.13083 30569649

[65] OkaS, LiuW, MasutaniH, HirataH, ShinkaiY, YamadaS, et al. Impaired fatty acid utilization in thioredoxin binding protein-2 (TBP-2)-deficient mice: a unique animal model of Reye syndrome. FASEB J. 2006;20(1):121–3. doi: 10.1096/fj.05-4439fje 16254043

[66] TanJ, LiZ, LeePL, GuanP, AauMY, LeeST, et al. PDK1 signaling toward PLK1-MYC activation confers oncogenic transformation, tumor-initiating cell activation, and resistance to mTOR-targeted therapy. Cancer Discov. 2013;3(10):1156–71. doi: 10.1158/2159-8290.CD-12-0595 23887393

[67] MikiK, QuW, GouldingEH, WillisWD, BunchDO, StraderLF, et al. Glyceraldehyde 3-phosphate dehydrogenase-S, a sperm-specific glycolytic enzyme, is required for sperm motility and male fertility. Proc Natl Acad Sci U S A. 2004;101(47):16501–6. doi: 10.1073/pnas.0407708101 15546993PMC534542

[68] HuangZ, DanshinaPV, MohrK, QuW, GoodsonSG, O’ConnellTM, et al. Sperm function, protein phosphorylation, and metabolism differ in mice lacking successive sperm-specific glycolytic enzymes. Biol Reprod. 2017;97(4):586–97. doi: 10.1093/biolre/iox103 29025010

[69] BabaT, KashiwagiY, ArimitsuN, KogureT, EdoA, MaruyamaT, et al. Phosphatidic acid (PA)-preferring phospholipase A1 regulates mitochondrial dynamics. J Biol Chem. 2014;289(16):11497–511. doi: 10.1074/jbc.M113.531921 24599962PMC4036285

[70] BallesterM, MolistJ, Lopez-BejarM, SanchezA, SantaloJ, FolchJM, et al. Disruption of the mouse phospholipase C-beta1 gene in a beta-lactoglobulin transgenic line affects viability, growth, and fertility in mice. Gene. 2004;341:279–89. doi: 10.1016/j.gene.2004.07.007 15474310

[71] HueberAO, ZornigM, LyonD, SudaT, NagataS, EvanGI. Requirement for the CD95 receptor-ligand pathway in c-Myc-induced apoptosis. Science. 1997;278(5341):1305–9. doi: 10.1126/science.278.5341.1305 9360929

[72] MuthalaguN, JunttilaMR, WieseKE, WolfE, MortonJ, BauerB, et al. BIM is the primary mediator of MYC-induced apoptosis in multiple solid tissues. Cell Rep. 2014;8(5):1347–53. doi: 10.1016/j.celrep.2014.07.057 25176652PMC4231288

[73] RegueiraM, GorgaA, RindoneGM, PellizzariEH, CigorragaSB, GalardoMN, et al. Apoptotic germ cells regulate Sertoli cell lipid storage and fatty acid oxidation. Reproduction. 2018;156(6):515–25. doi: 10.1530/REP-18-0181 30328346

[74] WildeBR, YeZ, LimTY, AyerDE. Cellular acidosis triggers human MondoA transcriptional activity by driving mitochondrial ATP production. Elife. 2019;8. doi: 10.7554/eLife.40199 30717828PMC6363388

[75] MejhertN, KuruvillaL, GabrielKR, ElliottSD, GuieMA, WangH, et al. Partitioning of MLX-Family Transcription Factors to Lipid Droplets Regulates Metabolic Gene Expression. Mol Cell. 2020;77(6):1251–64 e9. doi: 10.1016/j.molcel.2020.01.014 32023484PMC7397554

[76] HuntLC, XuB, FinkelsteinD, FanY, CarrollPA, ChengPF, et al. The glucose-sensing transcription factor MLX promotes myogenesis via myokine signaling. Genes Dev. 2015;29(23):2475–89. doi: 10.1101/gad.267419.115 26584623PMC4691951

[77] WangH, DolezalJM, KulkarniS, LuJ, MandelJ, JacksonLE, et al. Myc and ChREBP transcription factors cooperatively regulate normal and neoplastic hepatocyte proliferation in mice. J Biol Chem. 2018;293(38):14740–57. doi: 10.1074/jbc.RA118.004099 30087120PMC6153302

[78] RaymondCS, SorianoP. High-efficiency FLP and PhiC31 site-specific recombination in mammalian cells. PLoS ONE. 2007;2(1):e162. doi: 10.1371/journal.pone.0000162 17225864PMC1764711

[79] TallquistMD, SorianoP. Epiblast-restricted Cre expression in MORE mice: a tool to distinguish embryonic vs. extra-embryonic gene function. Genesis. 2000;26(2):113–5. doi: 10.1002/(sici)1526-968x(200002)26:2&lt;113::aid-gene3&gt;3.0.co;2-2 10686601

[80] ZhuJ, DjukovicD, DengL, GuH, HimmatiF, ChioreanEG, et al. Colorectal cancer detection using targeted serum metabolic profiling. J Proteome Res. 2014;13(9):4120–30. doi: 10.1021/pr500494u 25126899

[81] BartonS, NavarroSL, BuasMF, SchwarzY, GuH, DjukovicD, et al. Targeted plasma metabolome response to variations in dietary glycemic load in a randomized, controlled, crossover feeding trial in healthy adults. Food Funct. 2015;6(9):2949–56. doi: 10.1039/c5fo00287g 26165375PMC4558254

[82] GuH, DuJ, Carnevale NetoF, CarrollPA, TurnerSJ, ChioreanEG, et al. Metabolomics method to comprehensively analyze amino acids in different domains. Analyst. 2015. doi: 10.1039/c4an02386b 25699545PMC4380628

[83] GuH, CarrollPA, DuJ, ZhuJ, NetoFC, EisenmanRN, et al. Quantitative Method to Investigate the Balance between Metabolism and Proteome Biomass: Starting from Glycine. Angew Chem Int Ed Engl. 2016;55(50):15646–50. doi: 10.1002/anie.201609236 27860107PMC6238948

[84] ShiX, WangS, JasbiP, TurnerC, HrovatJ, WeiY, et al. Database-Assisted Globally Optimized Targeted Mass Spectrometry (dGOT-MS): Broad and Reliable Metabolomics Analysis with Enhanced Identification. Anal Chem. 2019;91(21):13737–45. doi: 10.1021/acs.analchem.9b03107 31556994

[85] HeH, ShiX, LawrenceA, HrovatJ, TurnerC, CuiJY, et al. 2,2’,4,4’-tetrabromodiphenyl ether (BDE-47) induces wide metabolic changes including attenuated mitochondrial function and enhanced glycolysis in PC12 cells. Ecotoxicol Environ Saf. 2020;201:110849. doi: 10.1016/j.ecoenv.2020.110849 32559690

[86] AmoryJK, MullerCH, ShimshoniJA, IsoherranenN, PaikJ, MorebJS, et al. Suppression of spermatogenesis by bisdichloroacetyldiamines is mediated by inhibition of testicular retinoic acid biosynthesis. J Androl. 2011;32(1):111–9. doi: 10.2164/jandrol.110.010751 20705791PMC3370679

[87] AmannRP. Detection of alterations in testicular and epididymal function in laboratory animals. Environ Health Perspect. 1986;70:149–58. doi: 10.1289/ehp.8670149 3830100PMC1474282

[88] BastosH, LassalleB, ChicheporticheA, RiouL, TestartJ, AllemandI, et al. Flow cytometric characterization of viable meiotic and postmeiotic cells by Hoechst 33342 in mouse spermatogenesis. Cytometry A. 2005;65(1):40–9. doi: 10.1002/cyto.a.20129 15779065

[89] LatendresseJR, WarbrittionAR, JonassenH, CreasyDM. Fixation of testes and eyes using a modified Davidson’s fluid: comparison with Bouin’s fluid and conventional Davidson’s fluid. Toxicol Pathol. 2002;30(4):524–33. doi: 10.1080/01926230290105721 12187944

[90] SkenePJ, HenikoffS. A simple method for generating high-resolution maps of genome-wide protein binding. Elife. 2015;4:e09225. doi: 10.7554/eLife.09225 26079792PMC4480131

[91] SkenePJ, HenikoffS. An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. Elife. 2017;6. doi: 10.7554/eLife.21856 28079019PMC5310842

[92] HenikoffJG, BelskyJA, KrassovskyK, MacAlpineDM, HenikoffS. Epigenome characterization at single base-pair resolution. Proc Natl Acad Sci U S A. 2011;108(45):18318–23. doi: 10.1073/pnas.1110731108 22025700PMC3215028

[93] OrsiGA, KasinathanS, ZentnerGE, HenikoffS, AhmadK. Mapping regulatory factors by immunoprecipitation from native chromatin. Curr Protoc Mol Biol. 2015;110:21 31 1–21 31 25. doi: 10.1002/0471142727.mb2131s110 25827087PMC4410783

[94] RamaniV, QiuR, ShendureJ. High Sensitivity Profiling of Chromatin Structure by MNase-SSP. Cell Rep. 2019;26(9):2465–76 e4. doi: 10.1016/j.celrep.2019.02.007 30811994PMC6582983

[95] KasinathanS, OrsiGA, ZentnerGE, AhmadK, HenikoffS. High-resolution mapping of transcription factor binding sites on native chromatin. Nat Methods. 2014;11(2):203–9. doi: 10.1038/nmeth.2766 24336359PMC3929178

[96] ShenL, ShaoN, LiuX, NestlerE. ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. BMC Genomics. 2014;15:284. doi: 10.1186/1471-2164-15-284 24735413PMC4028082

[97] HeinzS, BennerC, SpannN, BertolinoE, LinYC, LasloP, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38(4):576–89. doi: 10.1016/j.molcel.2010.05.004 20513432PMC2898526

[98] ClarkeDJB, JeonM, SteinDJ, MoiseyevN, KropiwnickiE, DaiC, et al. Appyters: Turning Jupyter Notebooks into data-driven web apps. Patterns (N Y). 2021;2(3):100213. doi: 10.1016/j.patter.2021.100213 33748796PMC7961182

# Supplementary material for: The glucose-sensing transcription factor MLX balances metabolism and stress to suppress apoptosis and maintain spermatogenesis
**Source:** PLoS Biol. 2021 Oct 20;19(10):e3001085. doi: 10.1371/journal.pbio.3001085

## S1\_RAW\_IMAGES

Rescanned full lane images of original gels and film images used to make all main and supplemental figures. Some western blots have been cut and/or reprobed. Relevant bands scanned in the original are marked in red boxes. These images were not cropped to make the figures, as the original scans were carried out as far back as 2014, and the scanned area was limited to the actual image in those figures. These are rescans of those original films.

**FIGURE 1A**

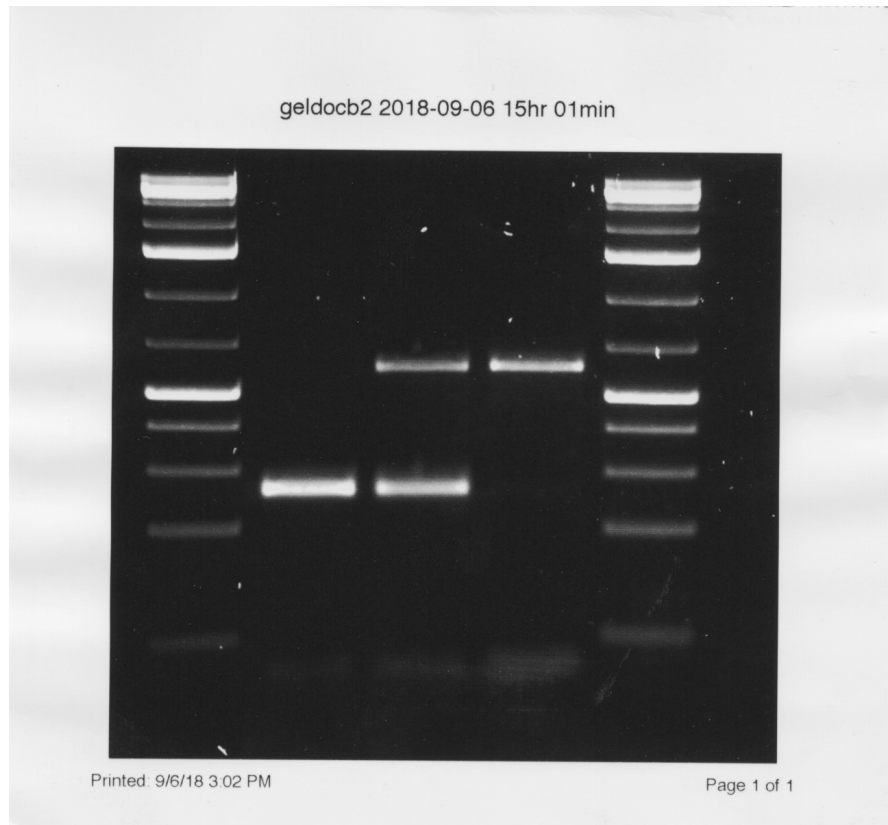

**FIGURE S5B**

MLX

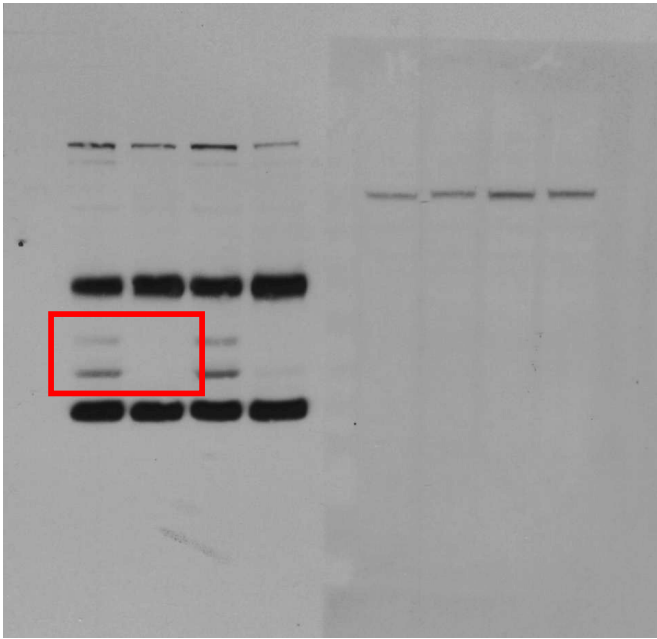

MondoA

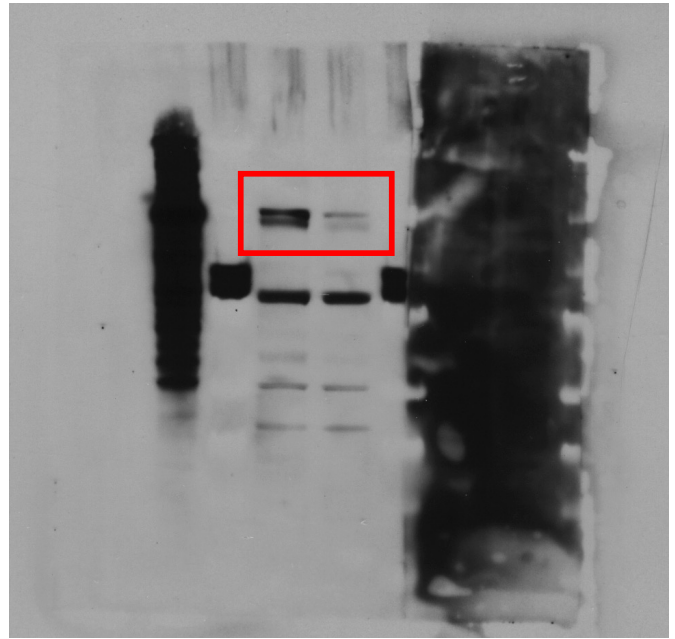

ChREBP

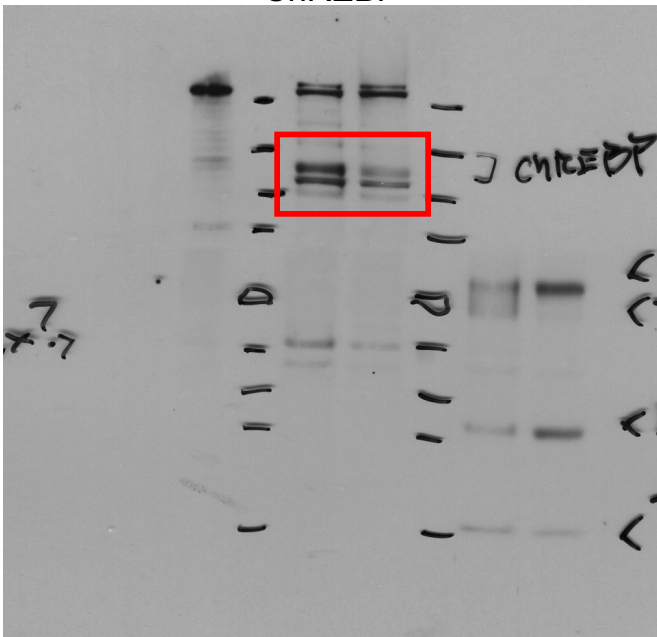

TXNIP

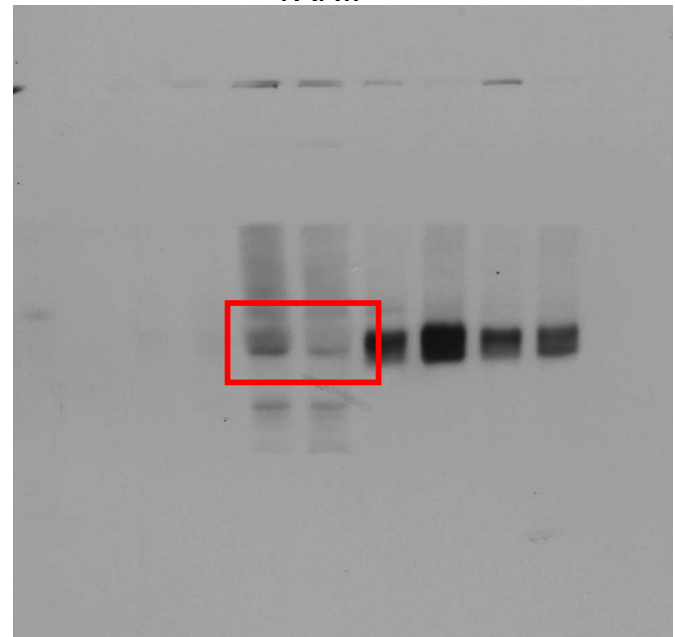

**FIGURE S5B**

EOMES

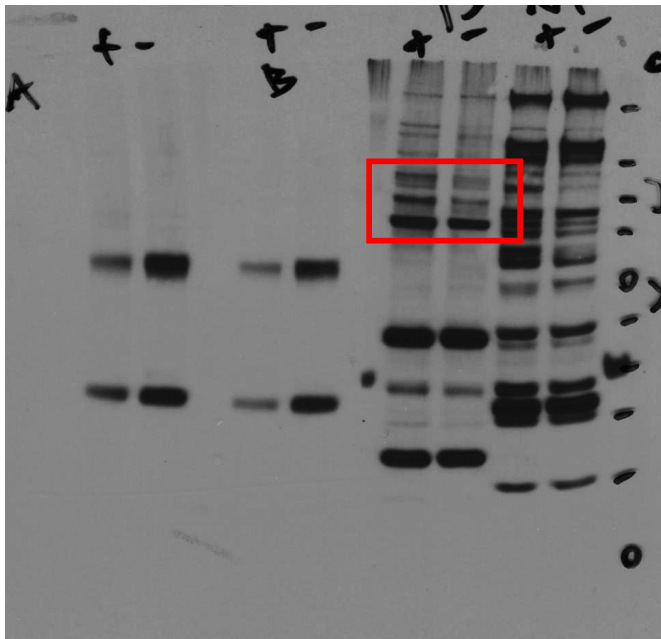

FAS

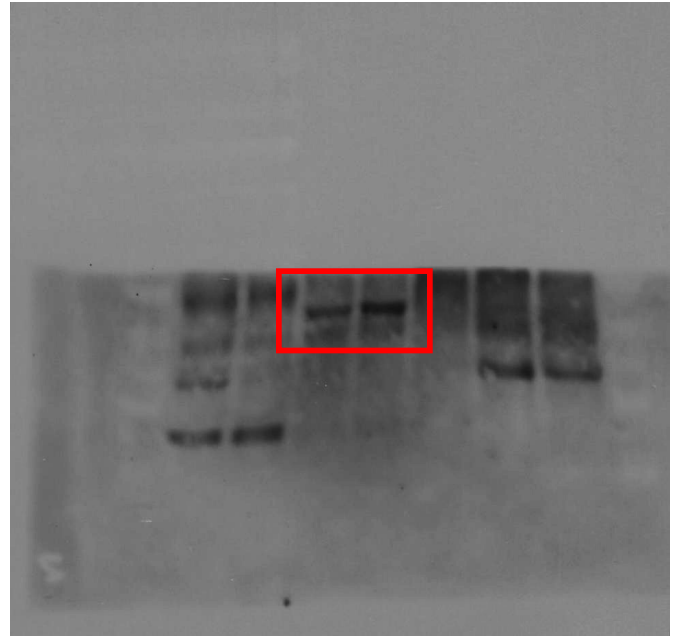

TUBULIN and ACTIN

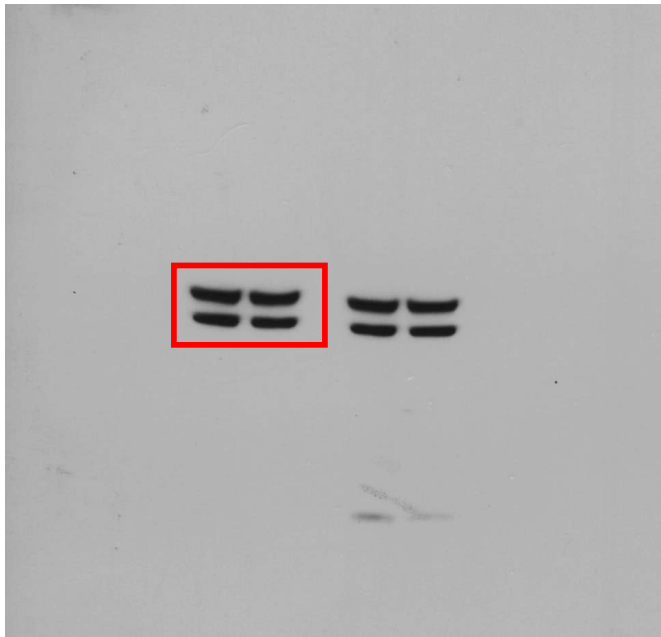

**FIGURE S5C**

IMMUNOGLOBULIN

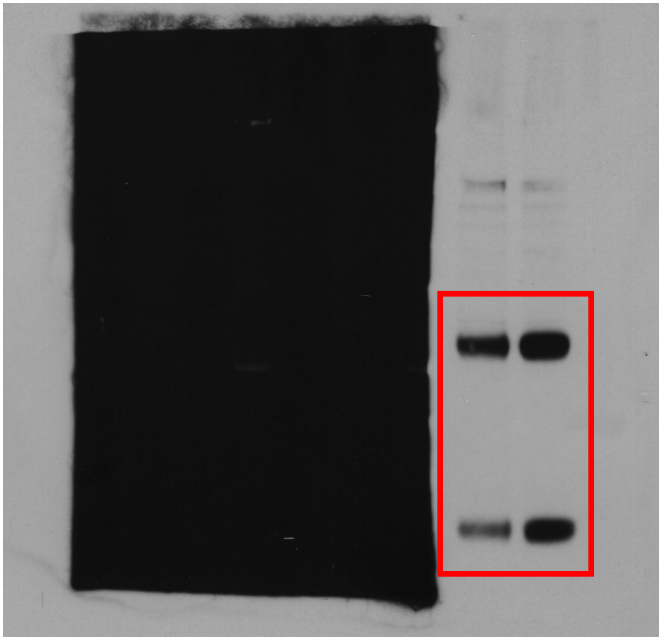

TUBULIN and ACTIN

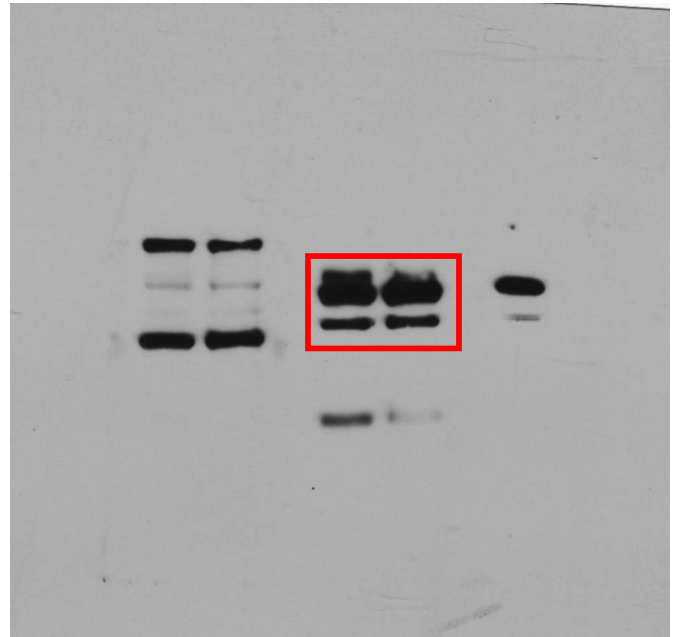

FIGURE 6A

MLX

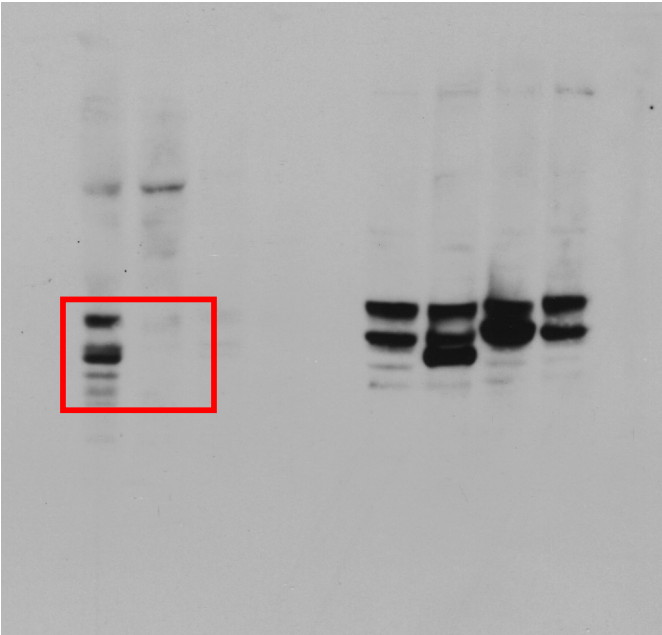

MondoA

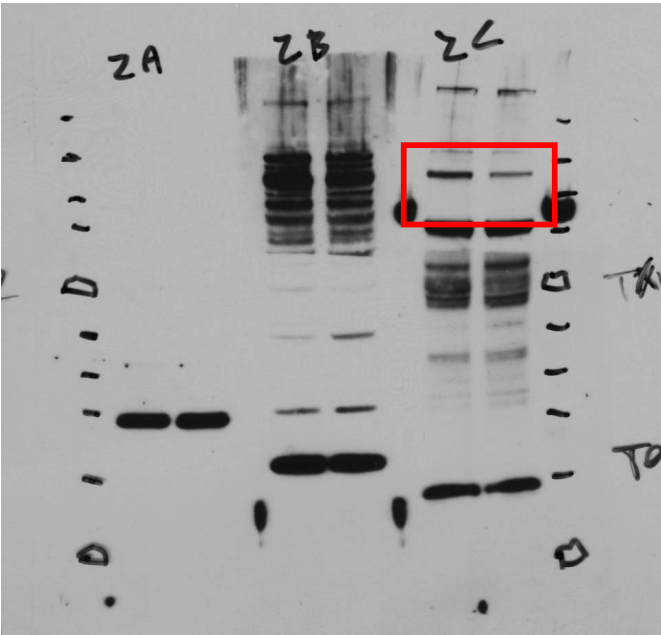

ChREBP

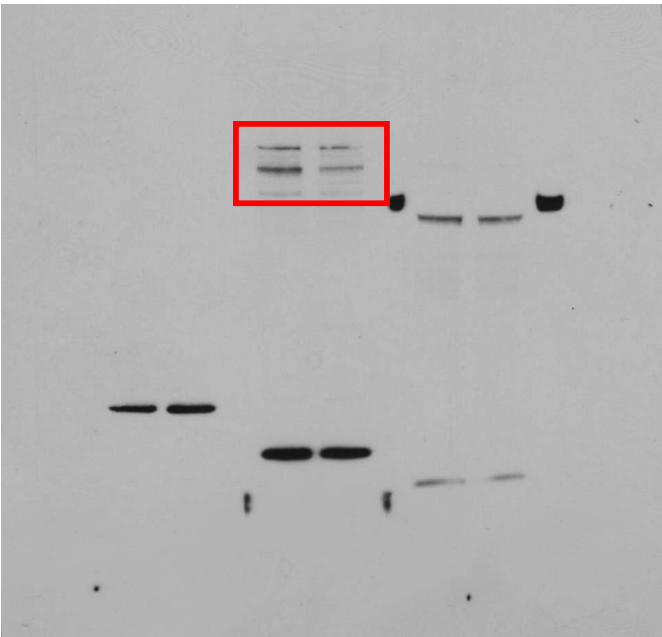

MYCN

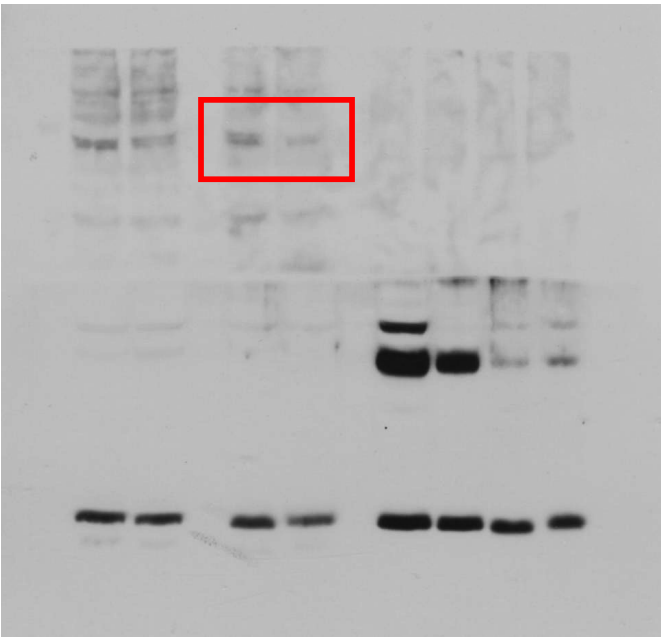

**FIGURE 6A**

MAX

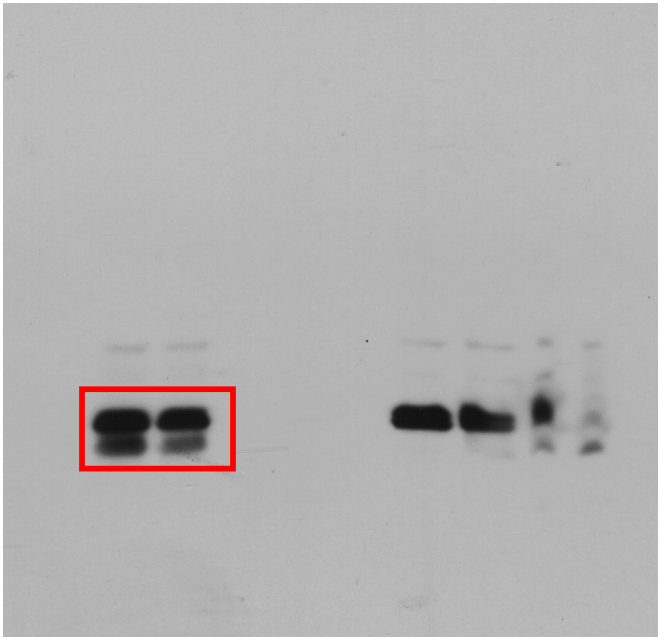

MNT

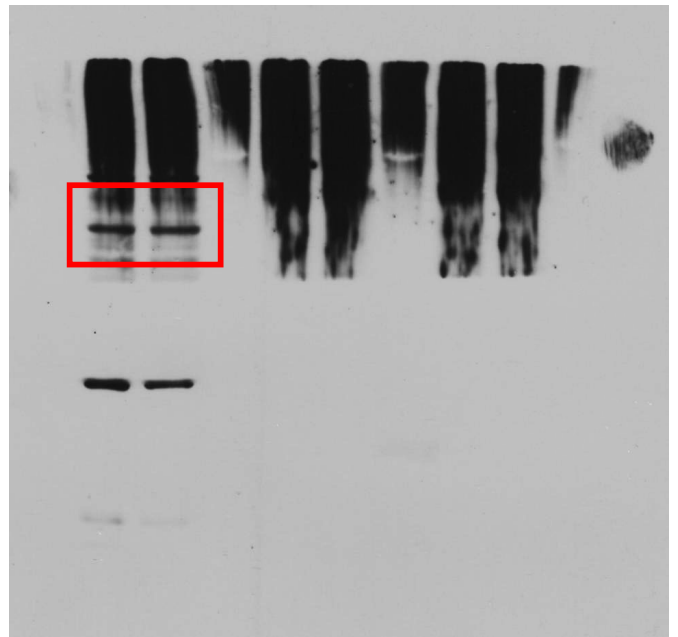

OCT4

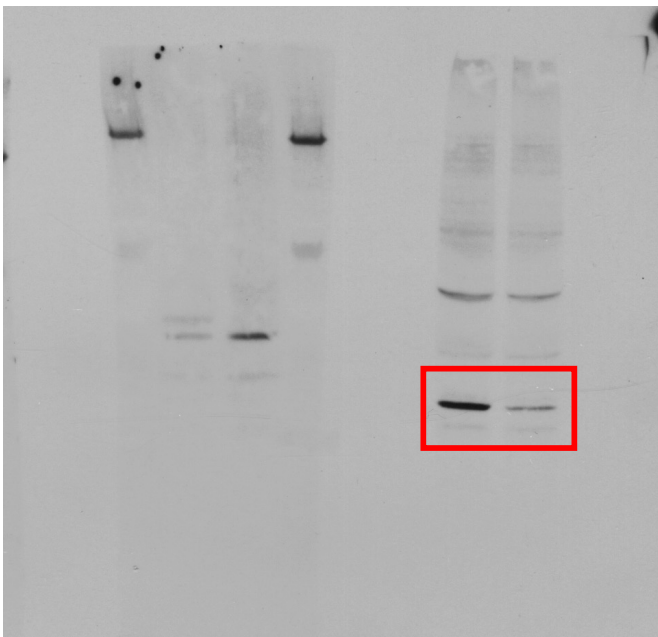

ACTIN

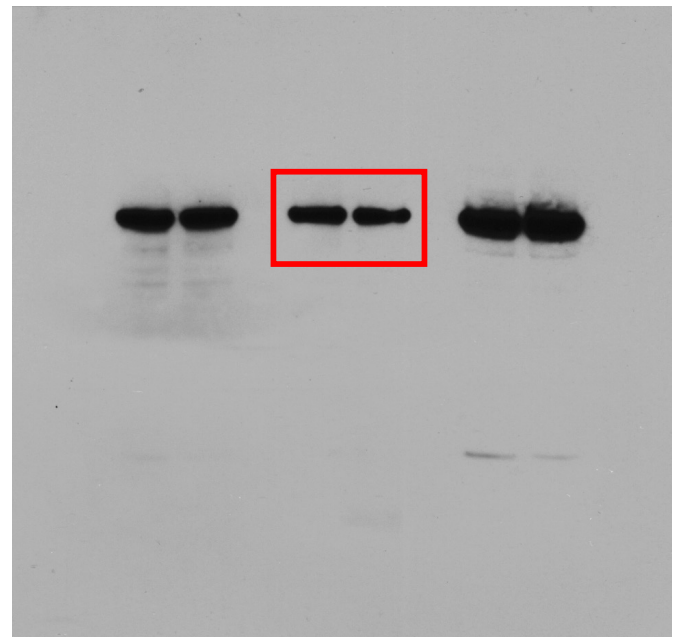

**FIGURE 6B (Shares some panels with S6C)**

MLX

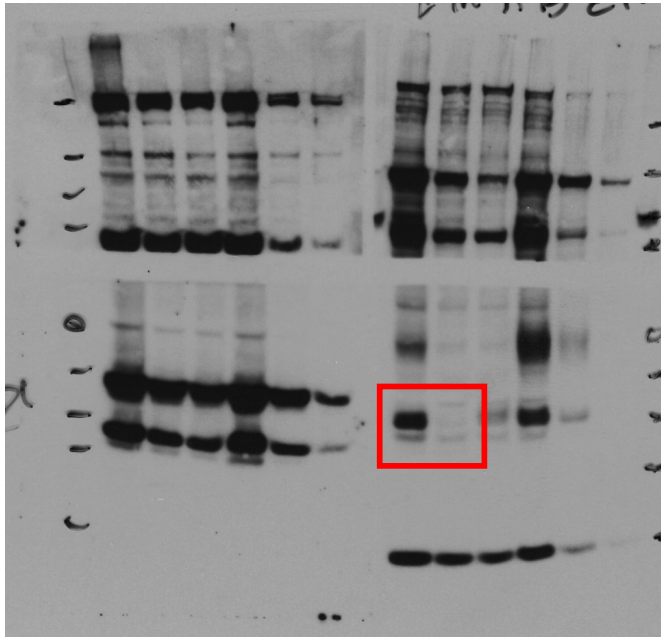

MondoA

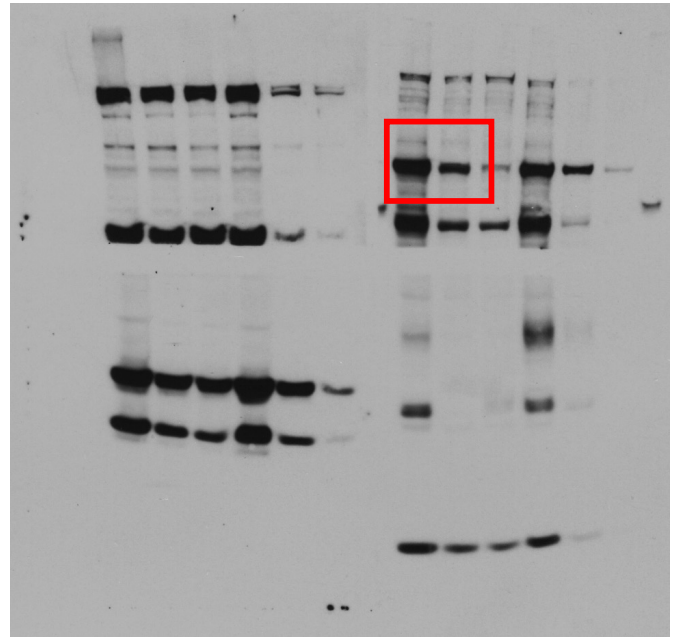

ChREBP

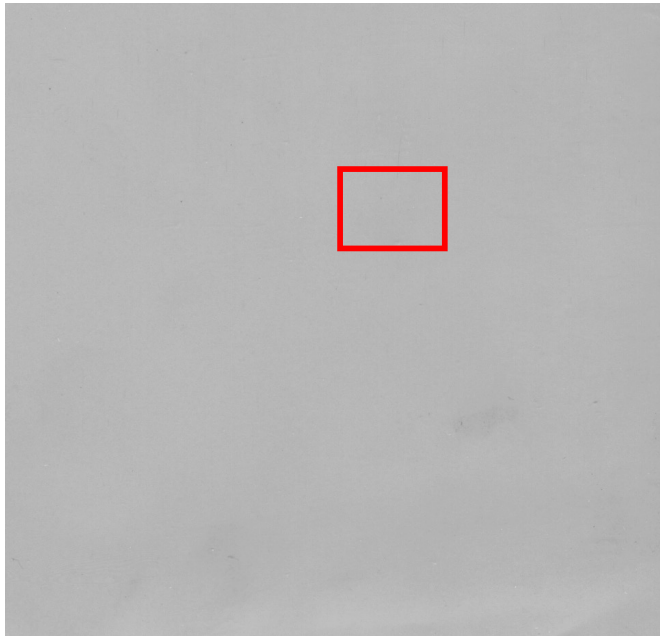

MYCN

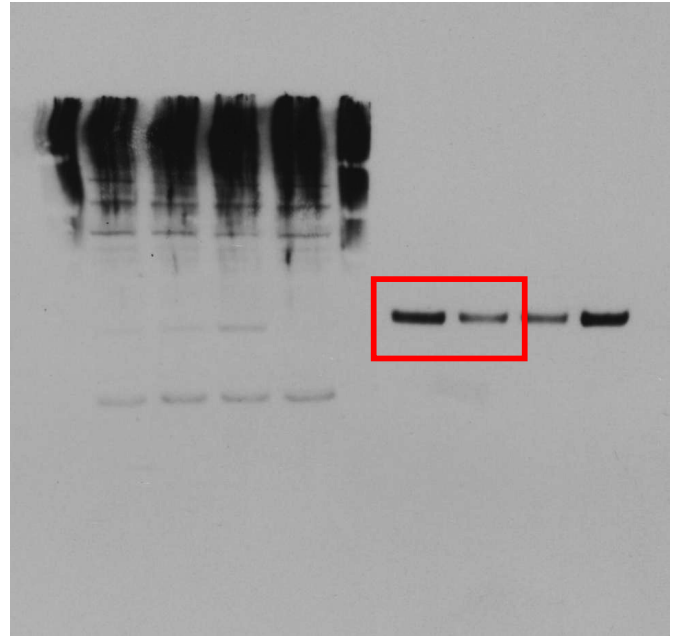

**FIGURE 6B (Shares some panels with S6C)**

MAX

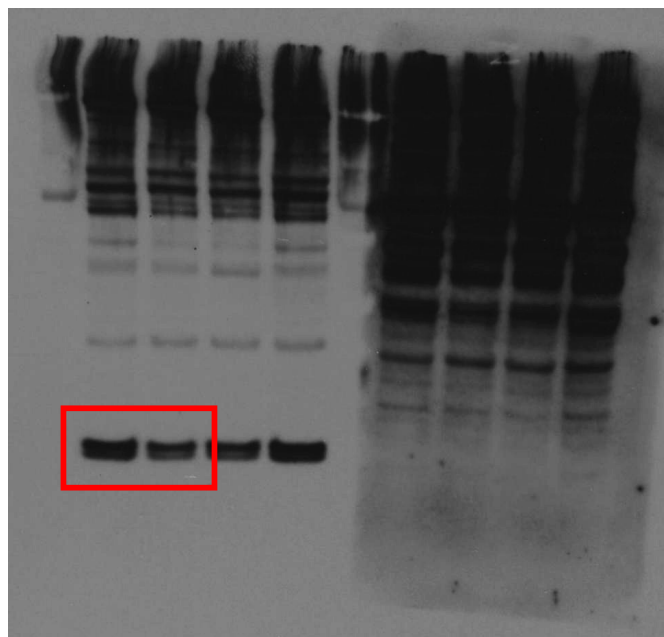

MNT

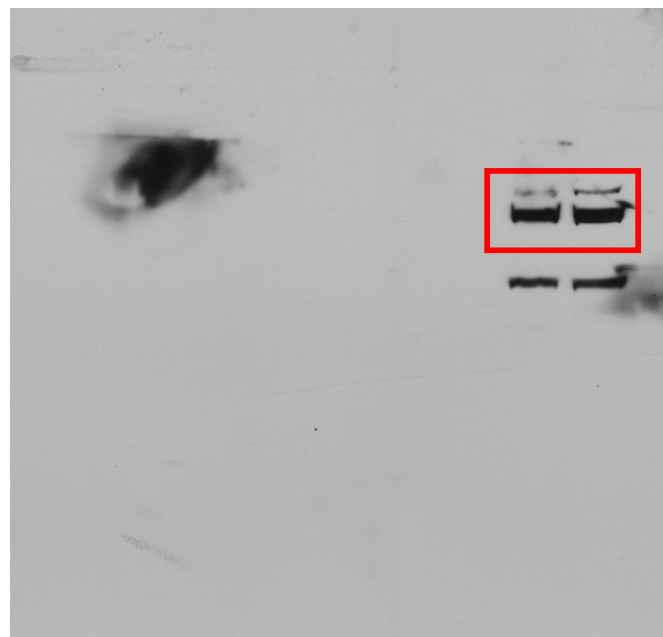

OCT4

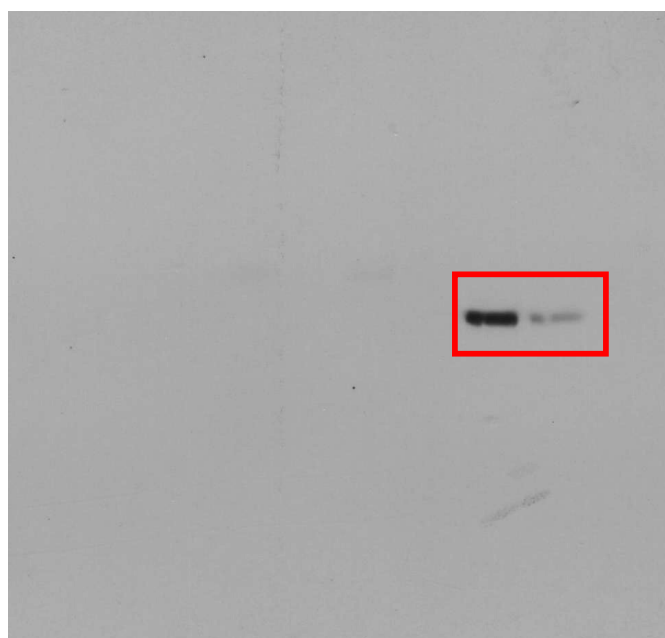

ACTIN

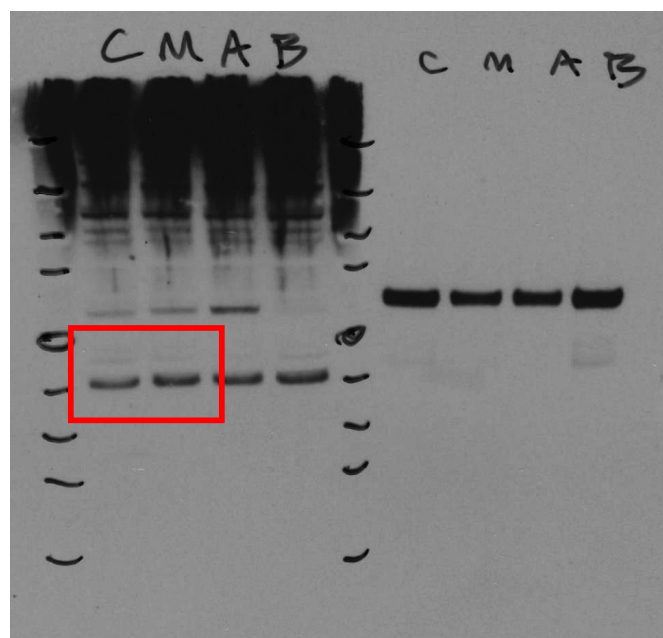

FIGURE 6C

DDX4

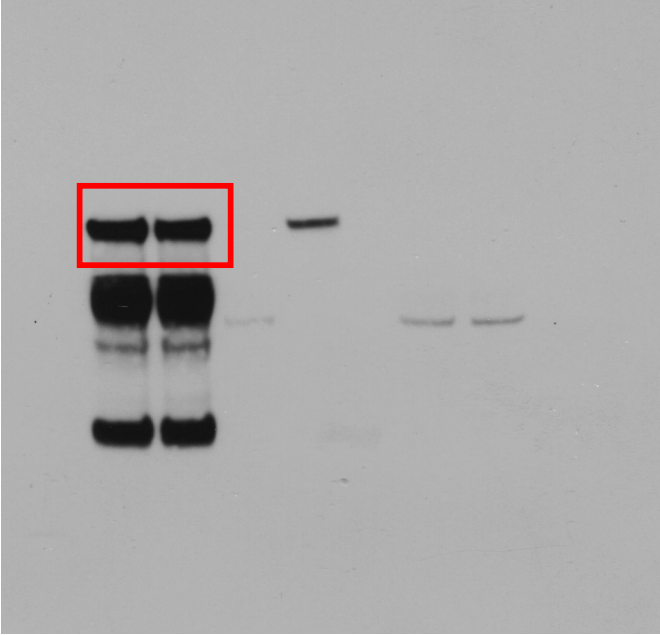

PGK2

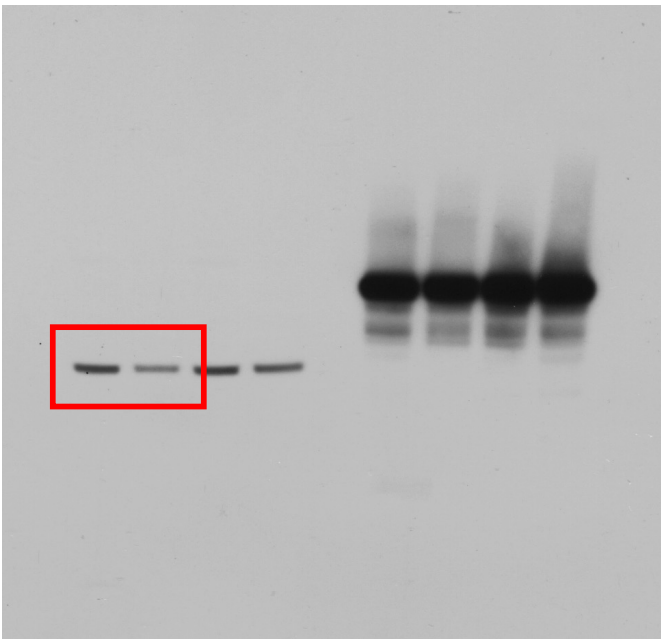

TXNIP

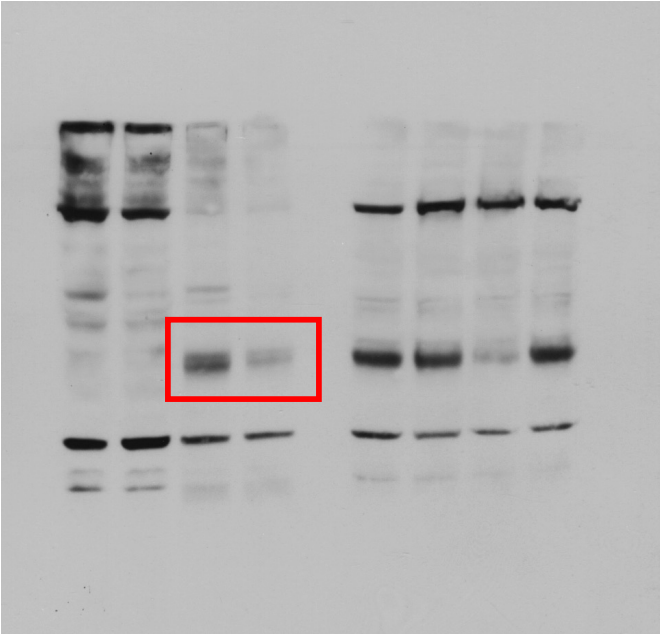

CPT1A

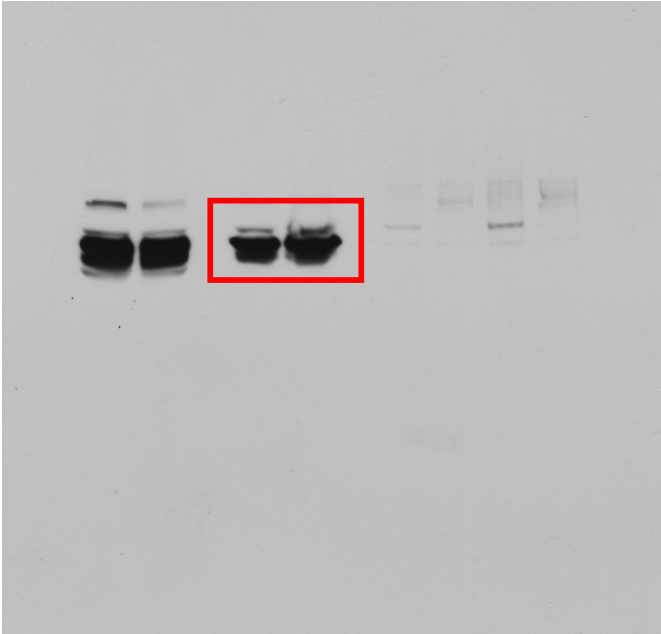

FIGURE 6C

IGFBP3

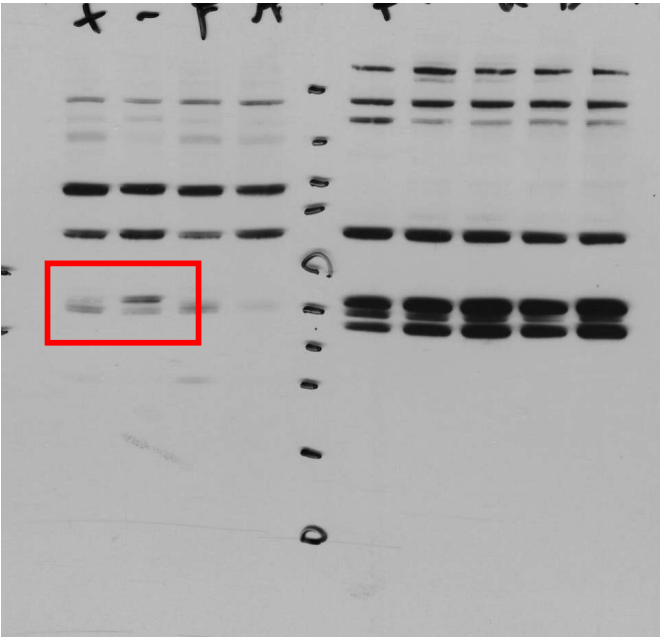

FAS

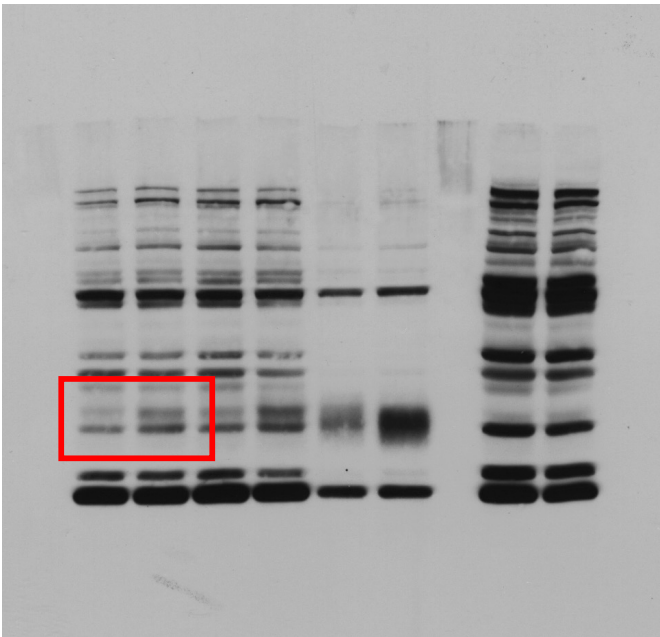

$\gamma$ H2AX

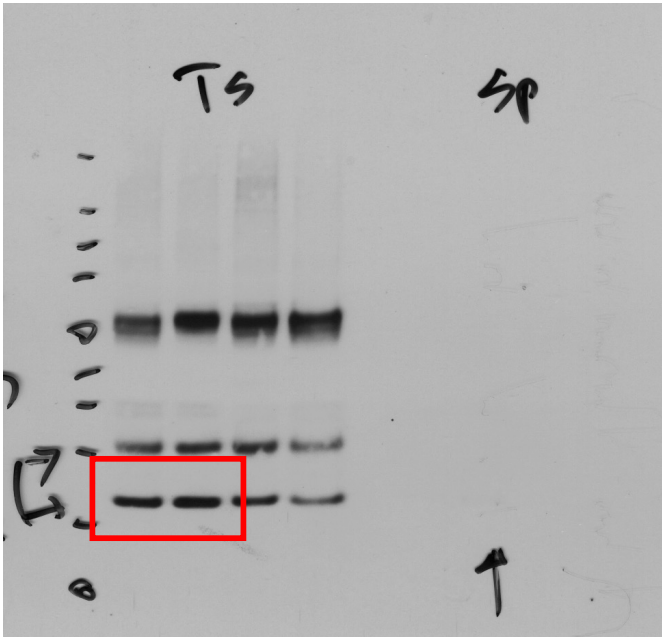

PARP and BIM

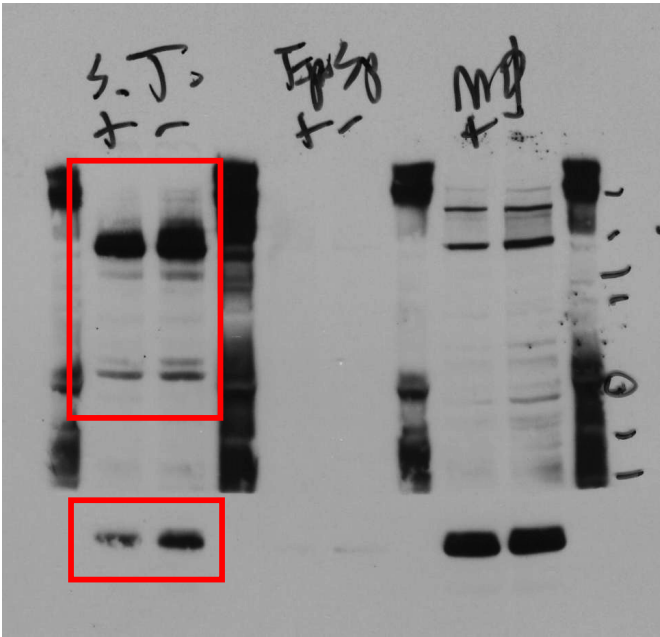

**FIGURE 6C**

ACTIN

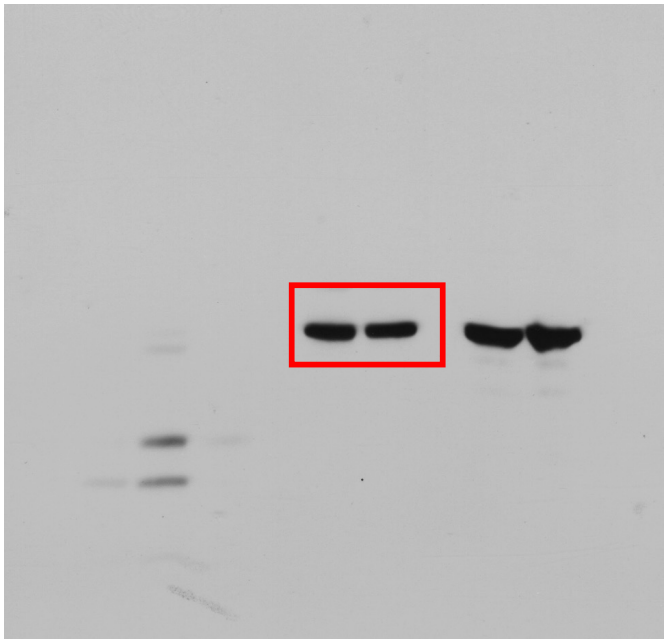

**FIGURE 6D**

DDX4

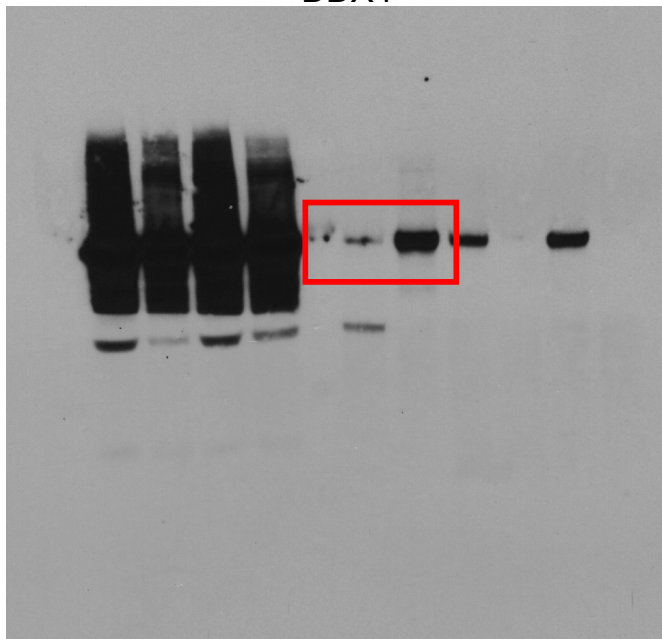

PGK2

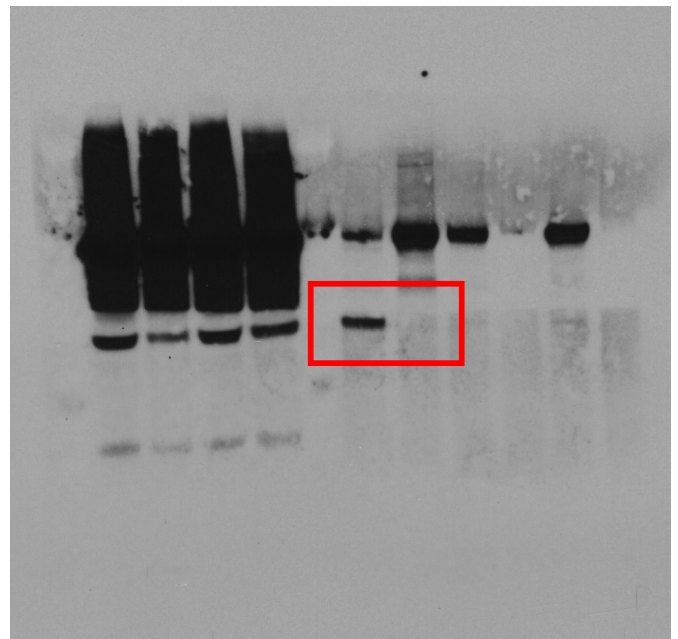

TXNIP

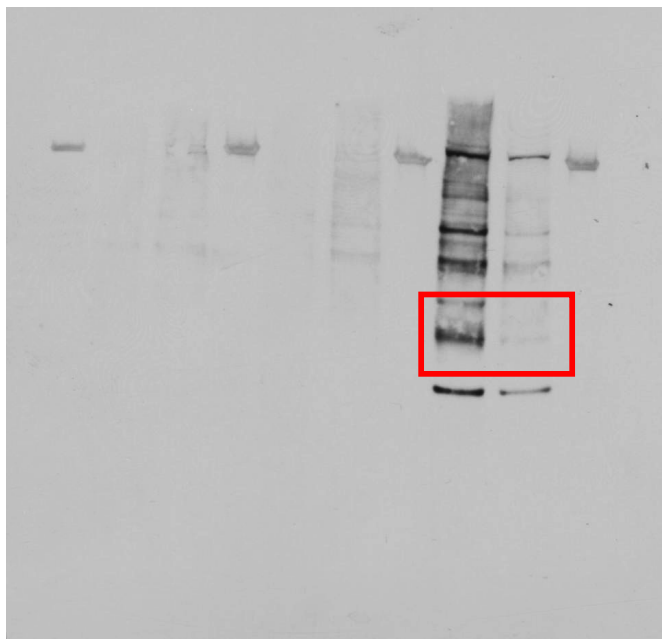

CPT1A

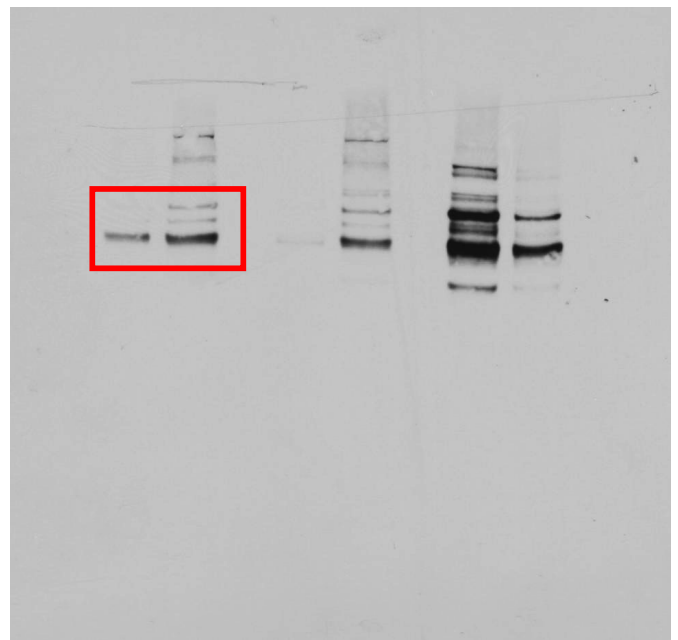

FIGURE 6D

IGFBP3

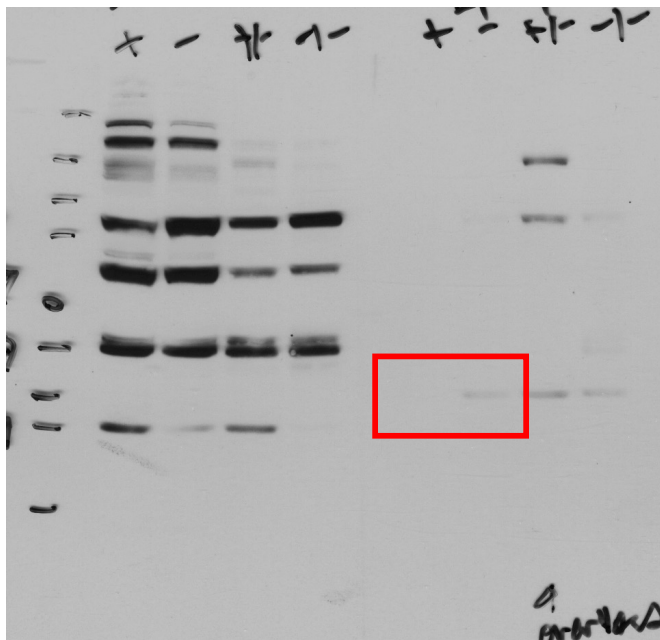

FAS

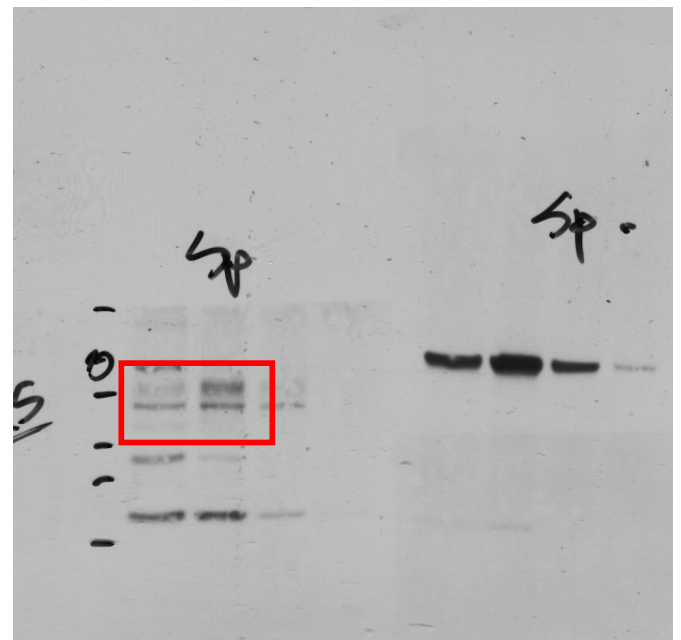

$\gamma$ H2AX

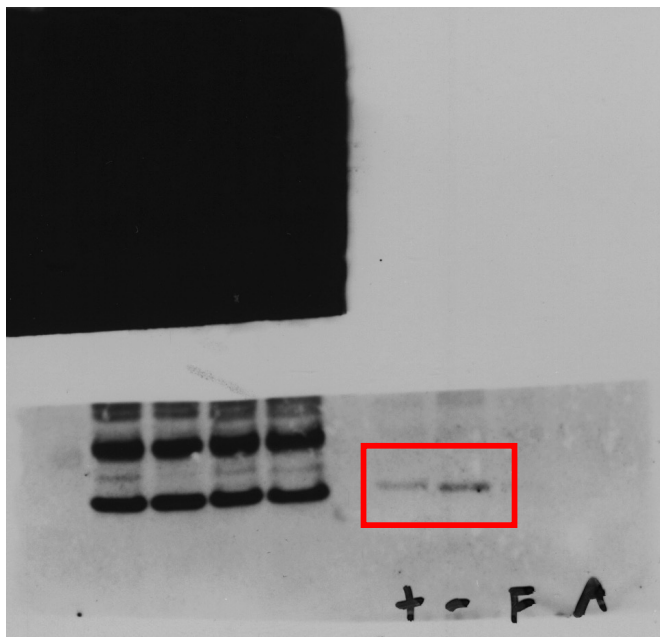

PARP and BIM

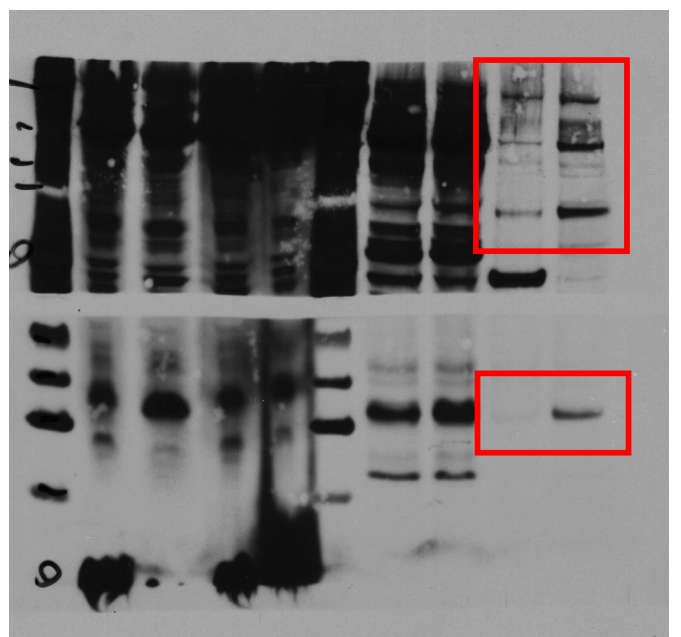

**FIGURE 6D**

ACTIN

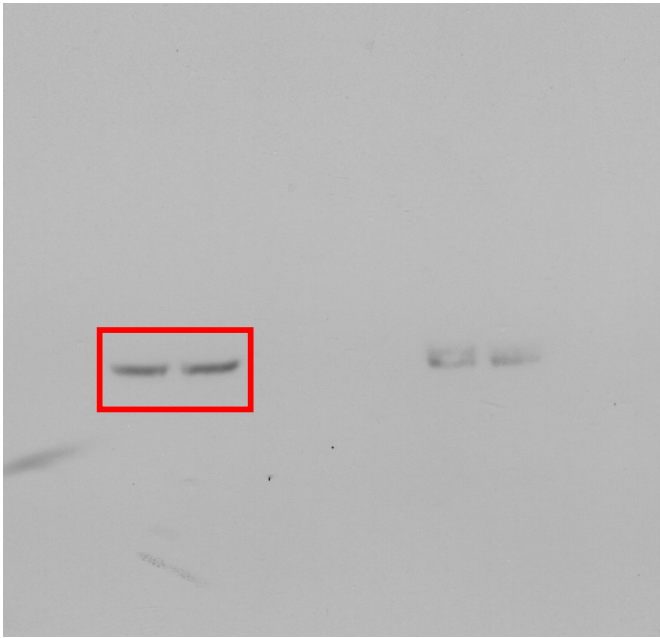

FIGURE S6A

MLX

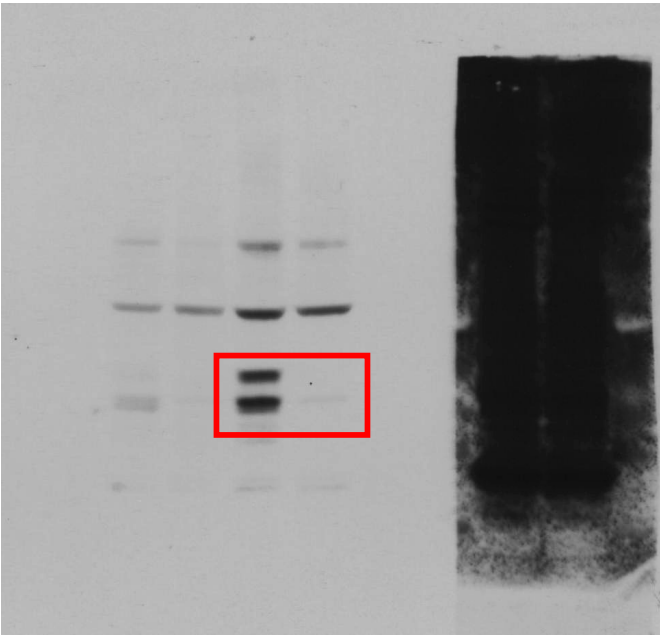

MondoA

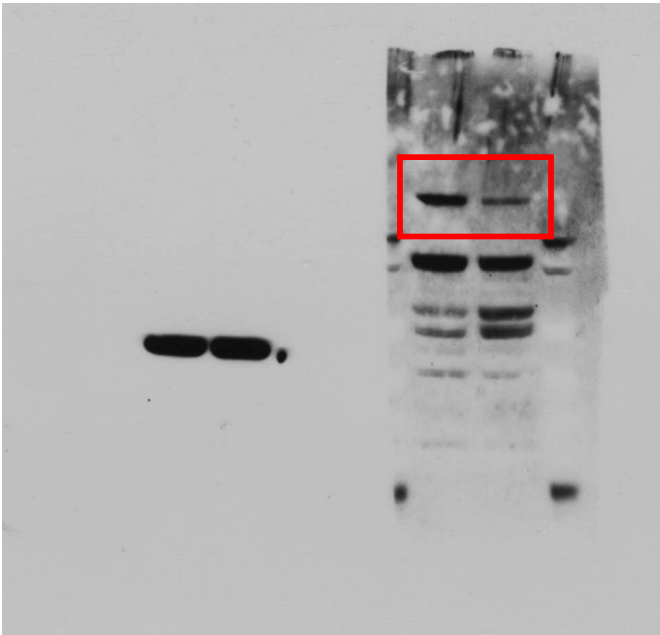

ChREBP

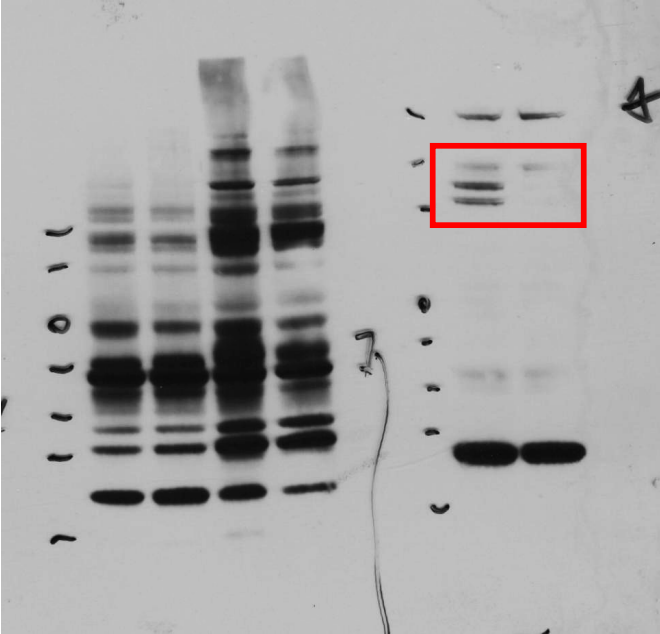

TXNIP

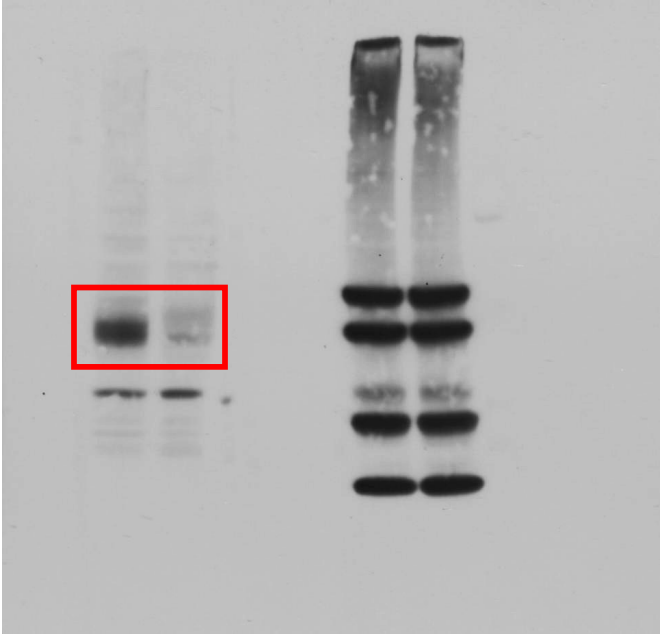

FIGURE S6A

CPT1A

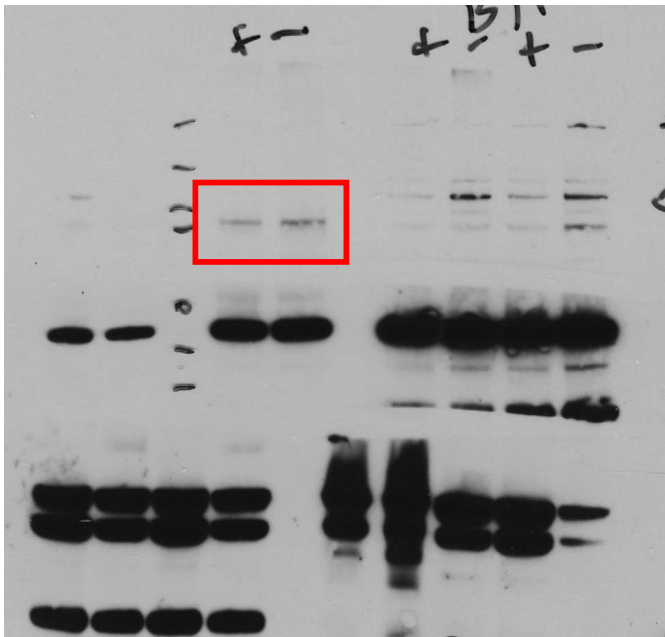

IGFBP3

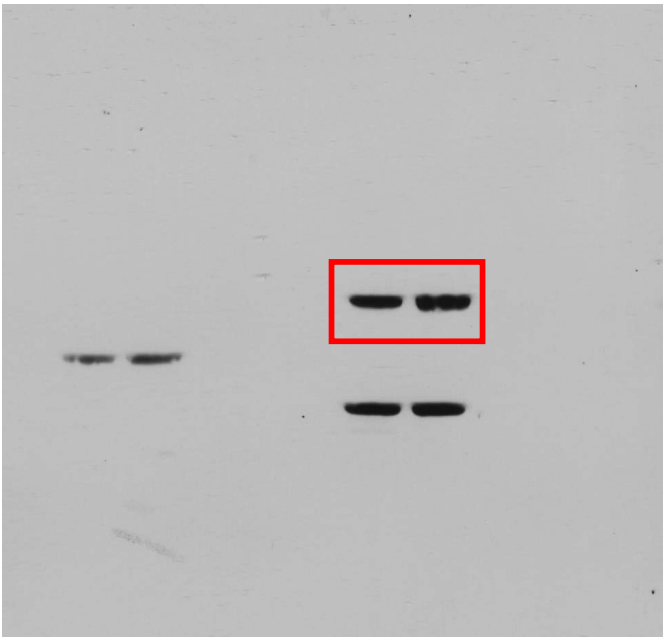

FAS

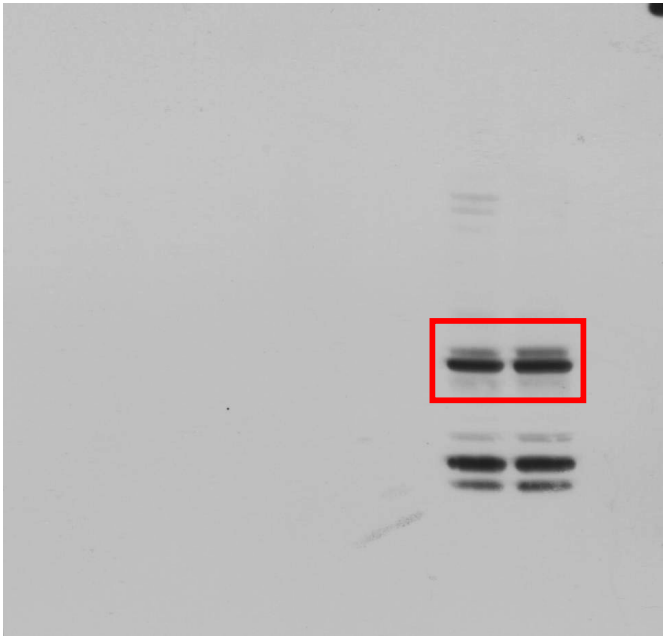

ACTIN

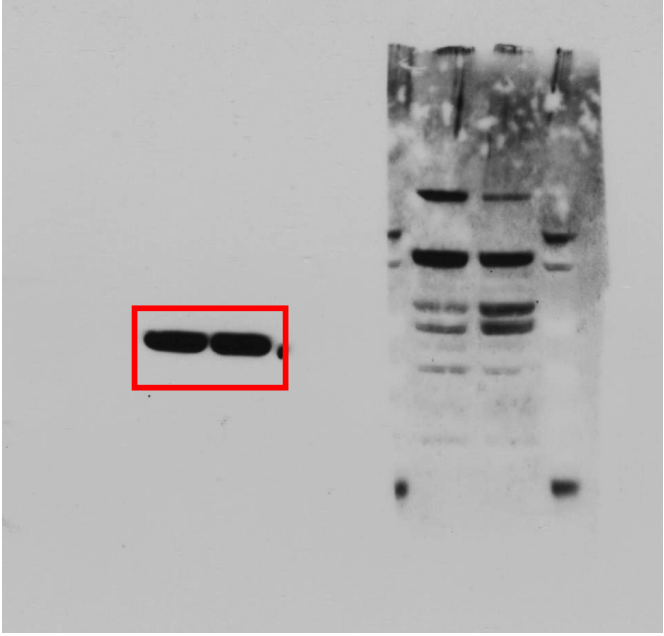

FIGURE S6B

MLX

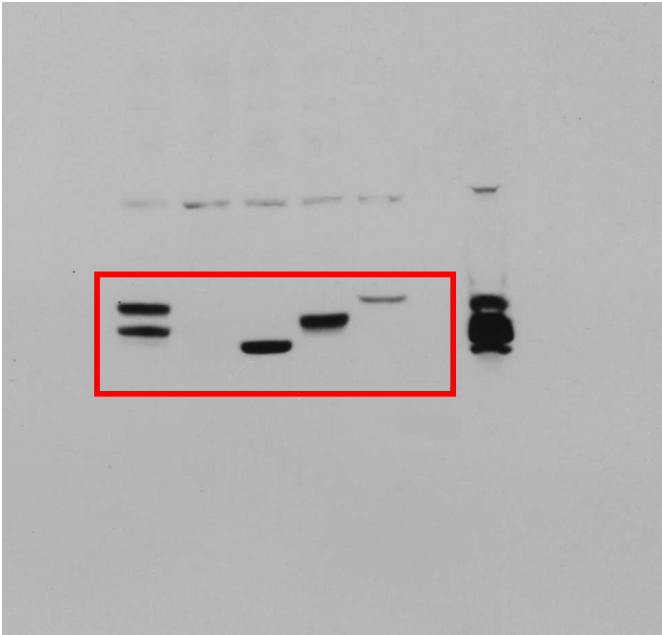

MondoA

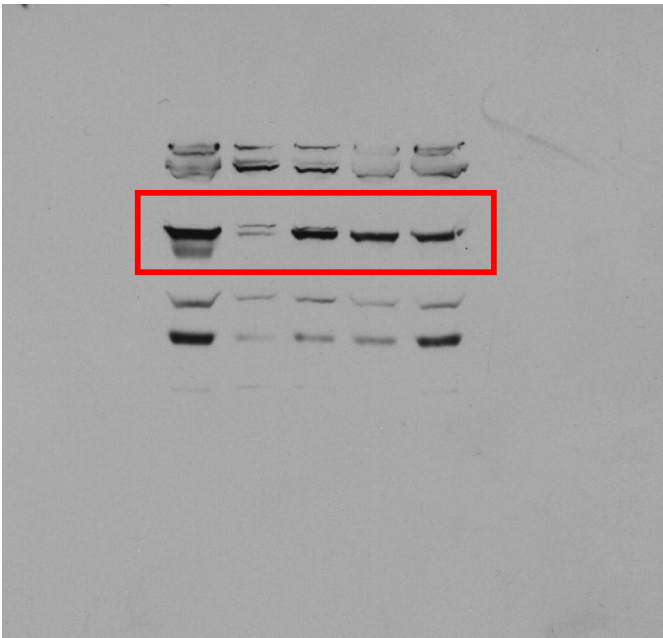

MYC

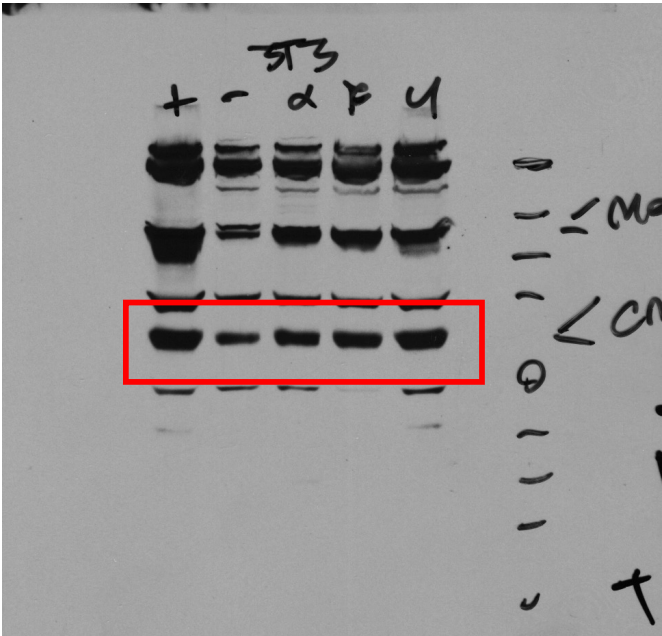

MAX

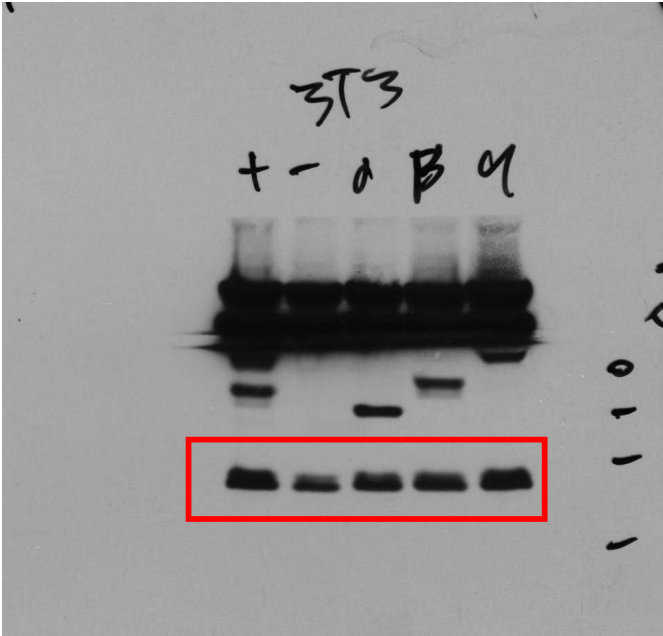

FIGURE S6B

FASN

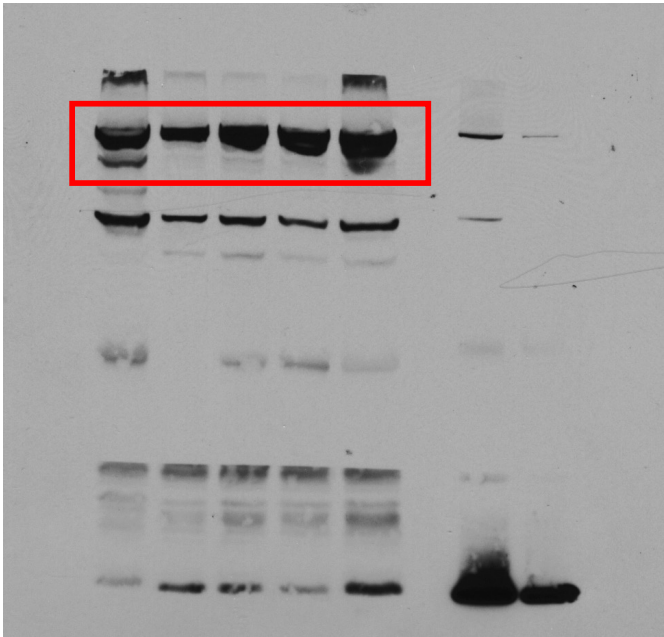

TXNIP

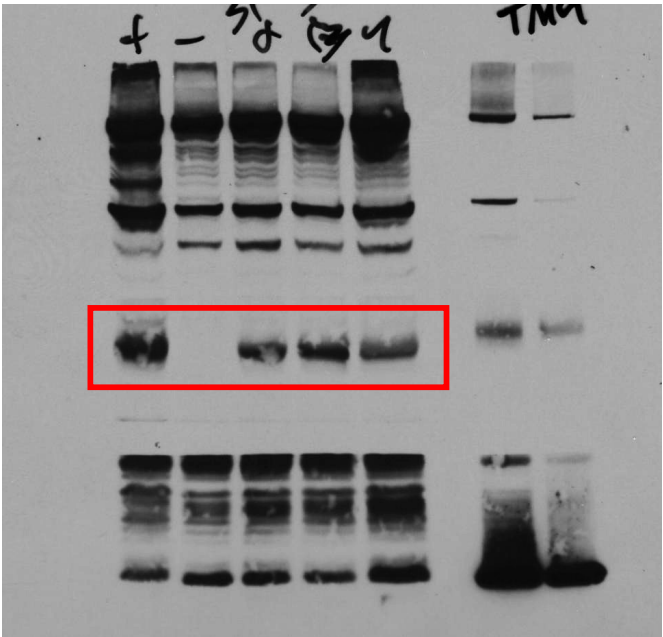

TOMM20

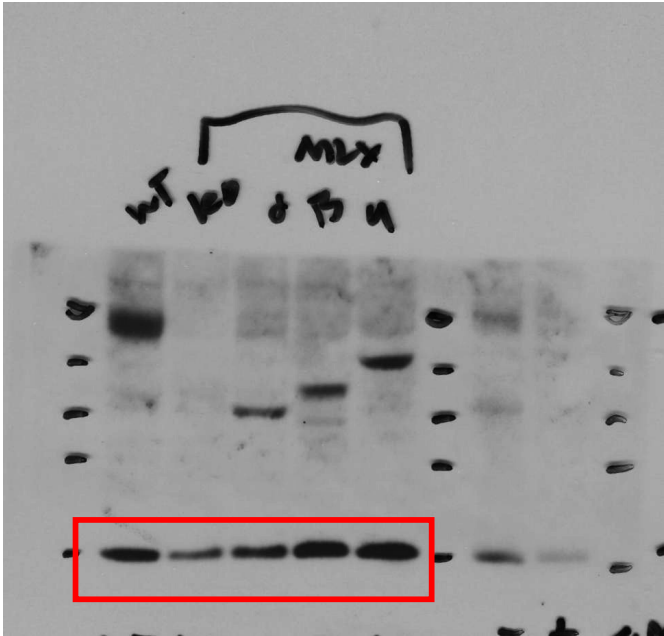

TUBULIN and FAS

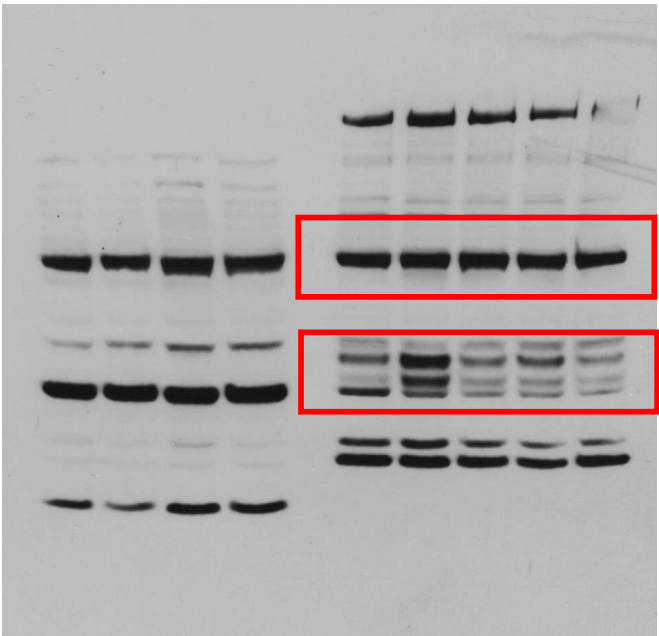

**FIGURE S6C (A subset of panels are shared with Figure 6B)**

TXNIP and MLX

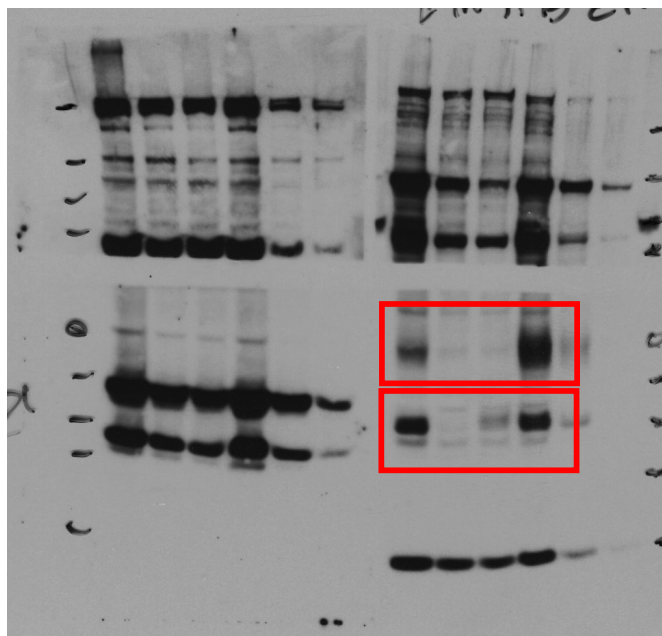

MondoA and TOMM20

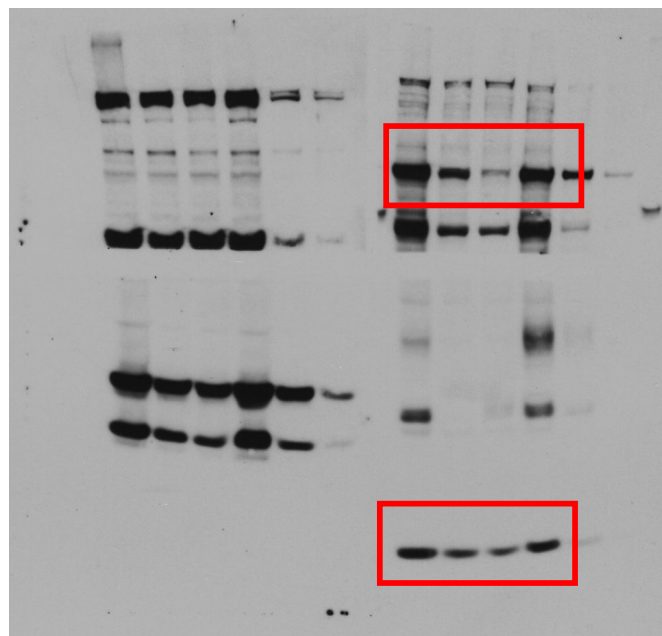

ChREBP

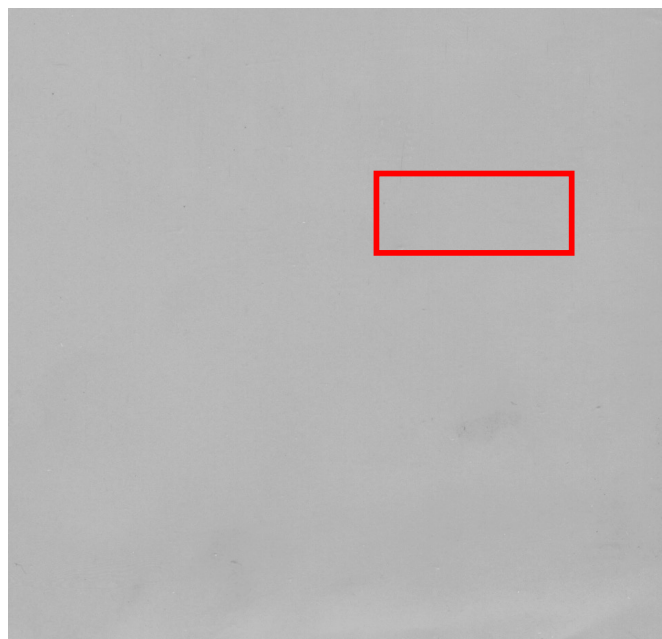

SCD

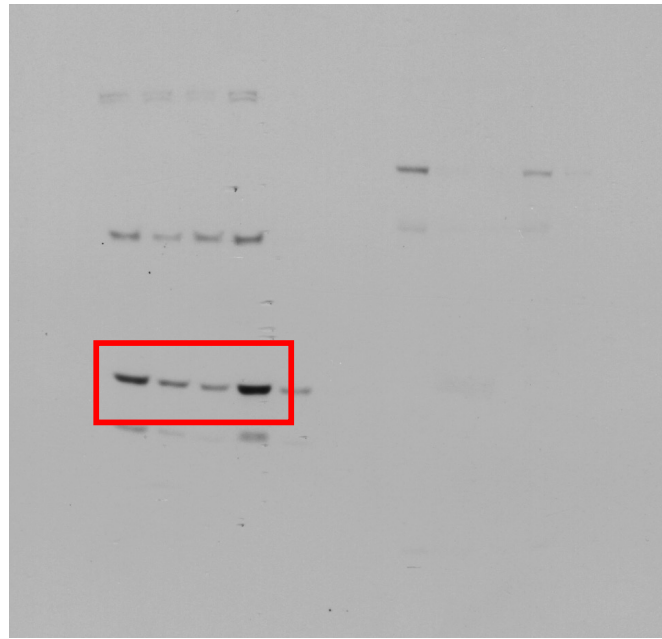

**FIGURE S6C (A subset of panels are shared with Figure 6B)**

MYCN

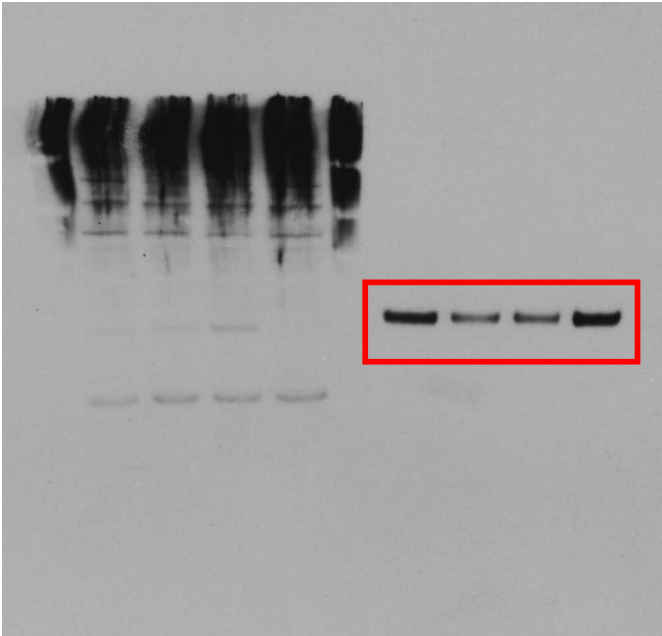

MAX

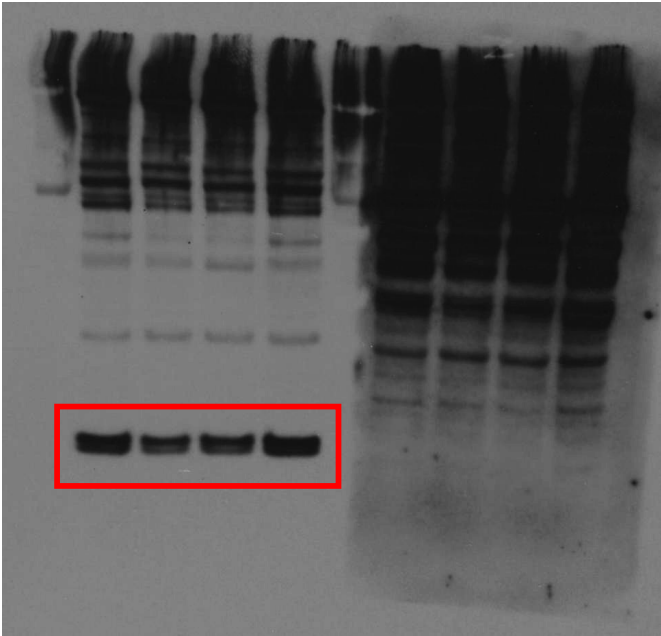

ACTIN

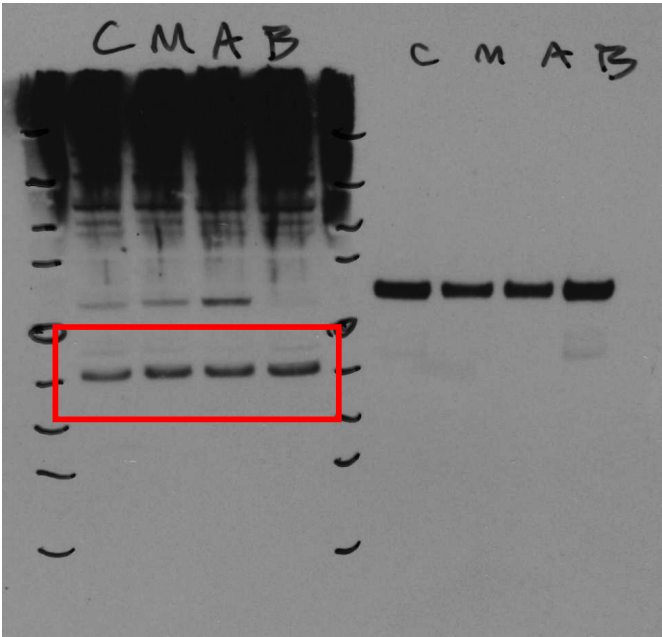

FIGURE 8E

MLX(MLX<sup>KO</sup>)

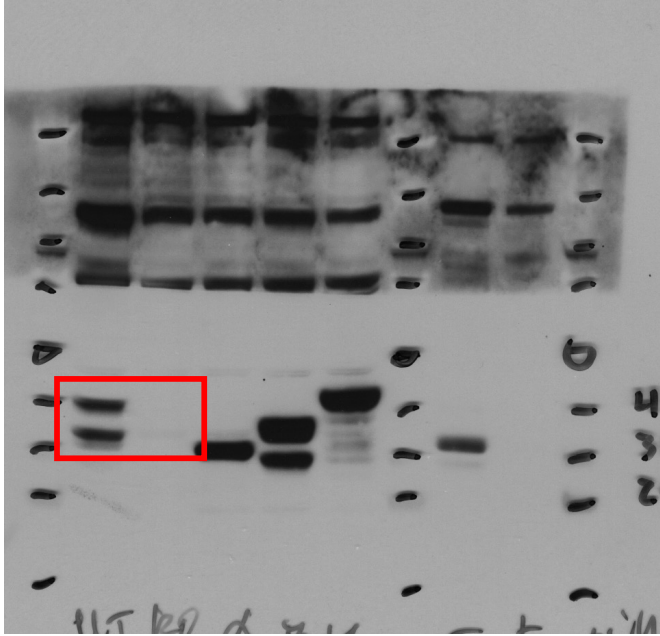

MLX(MNT<sup>KO</sup>)

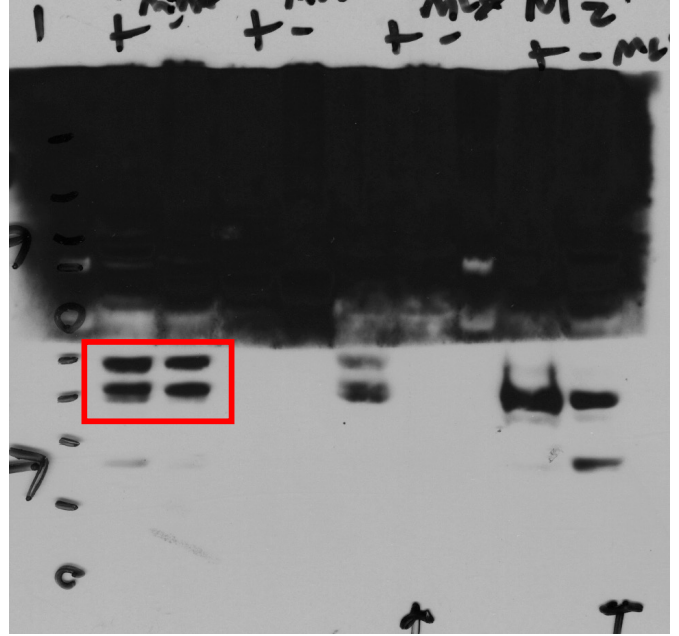

MondoA(MLX<sup>KO</sup>)

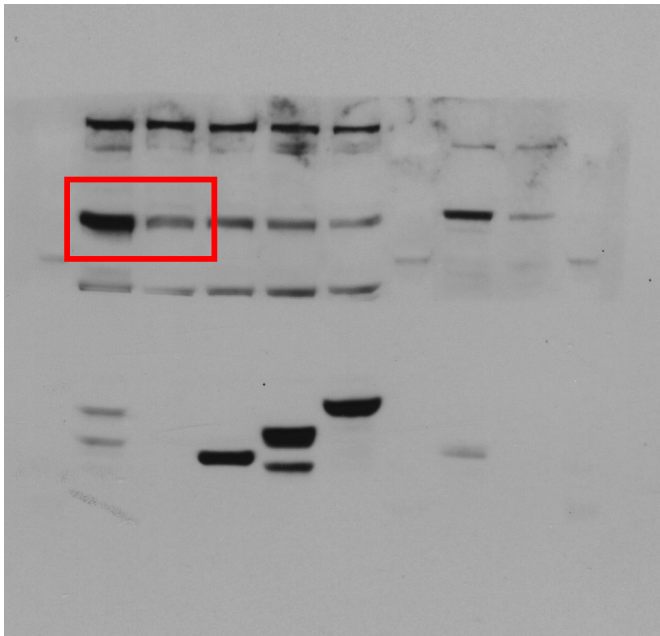

MondoA(MNT<sup>KO</sup>)

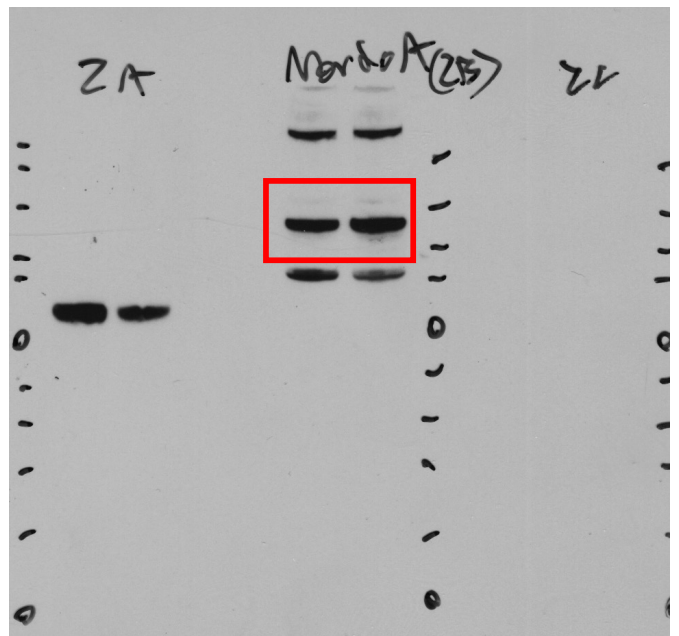

**FIGURE 8E**

MAX(MLX<sup>KO</sup>)

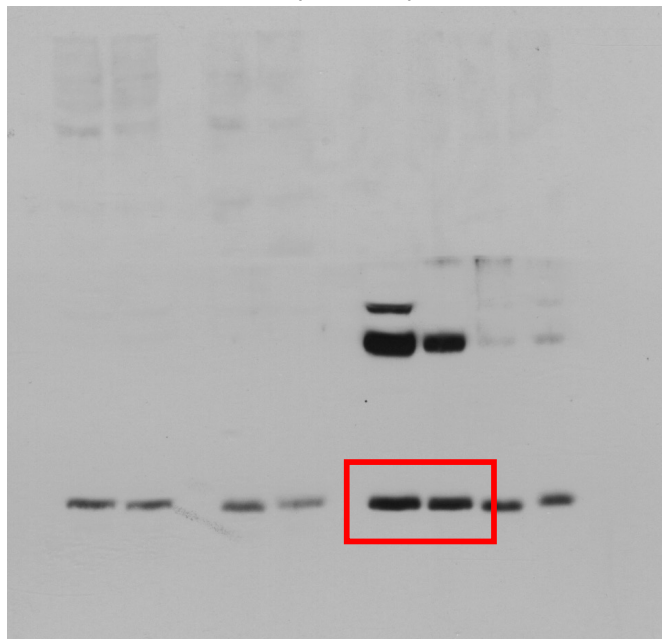

MAX(MNT<sup>KO</sup>)

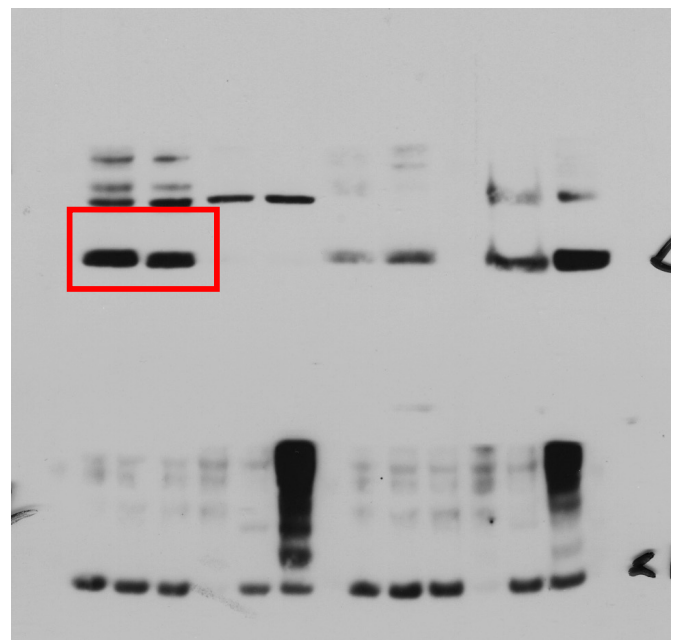

MNT(MLX<sup>KO</sup>)

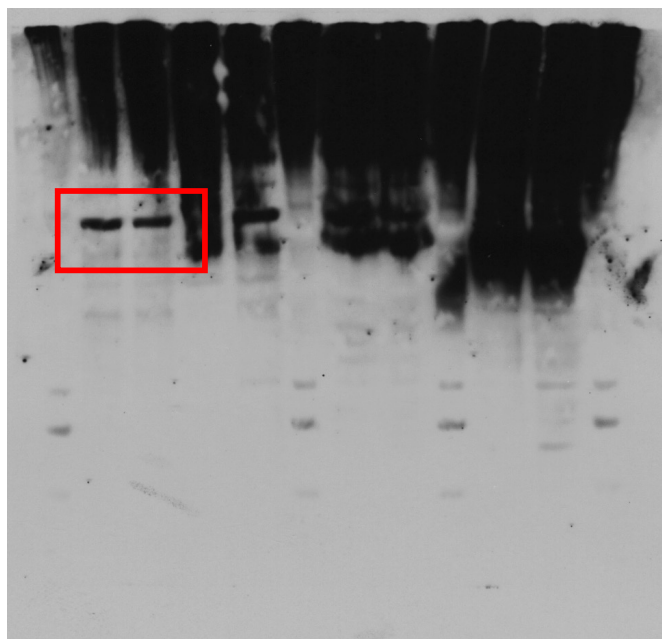

MNT(MNT<sup>KO</sup>)

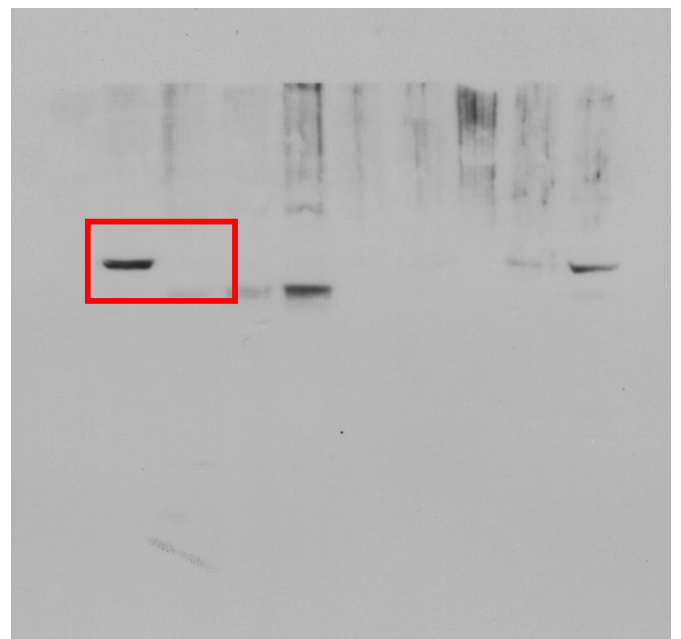

**FIGURE 8E**

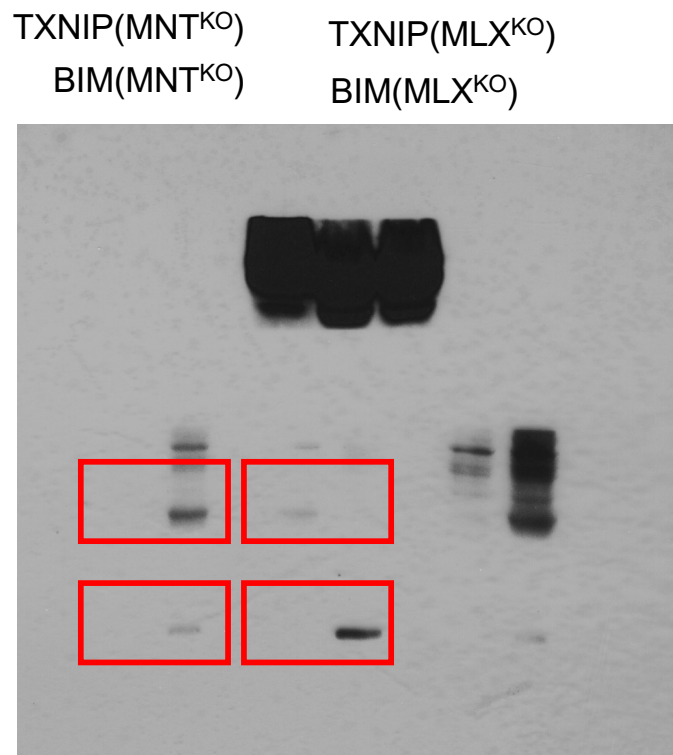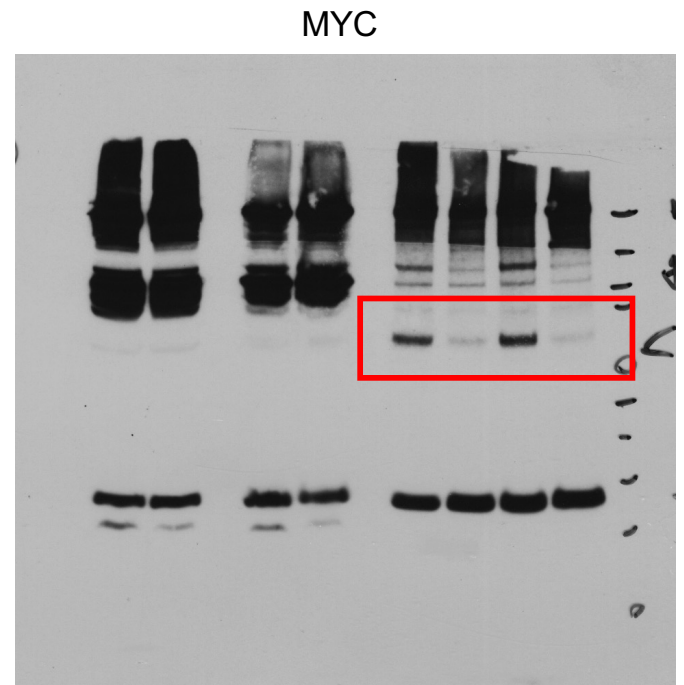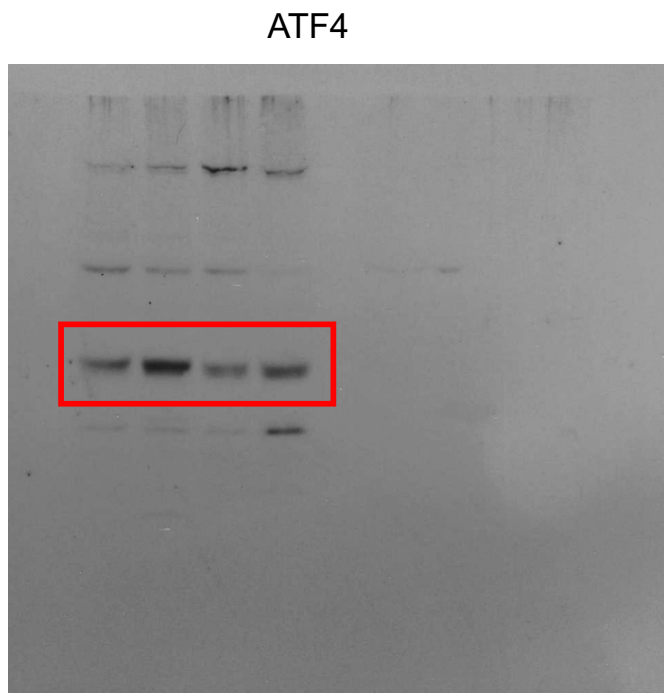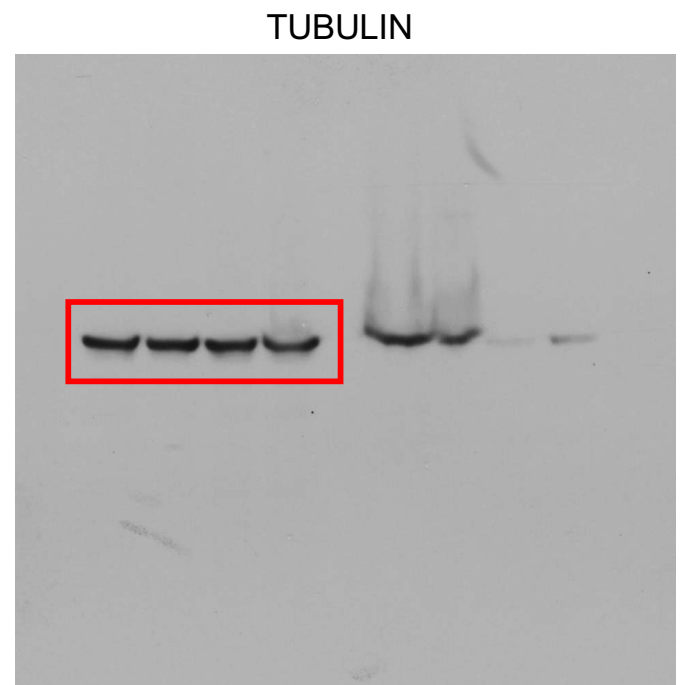

**FIGURE 9C**

MNT

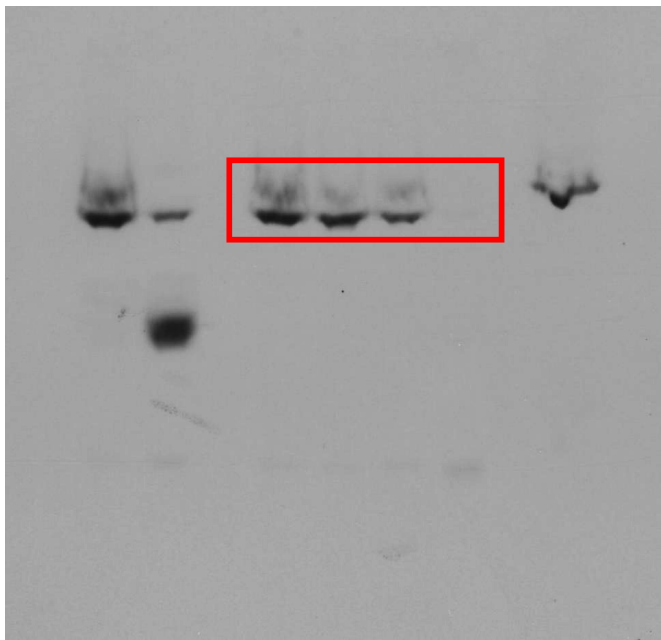

MondoA, TXNIP, MLX and BIM

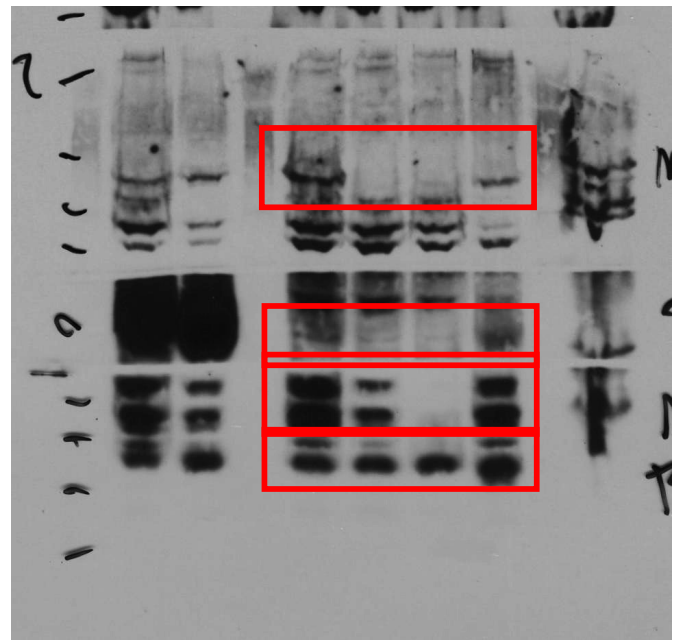

H2A

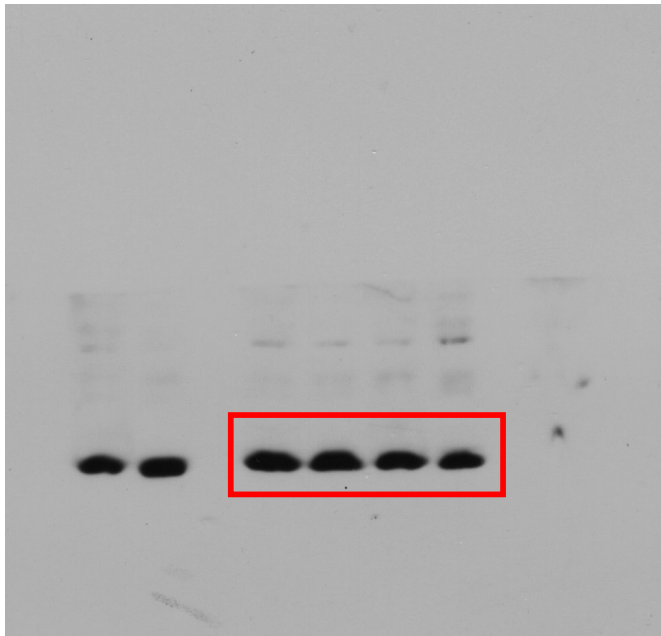

FIGURE 9E

PARP

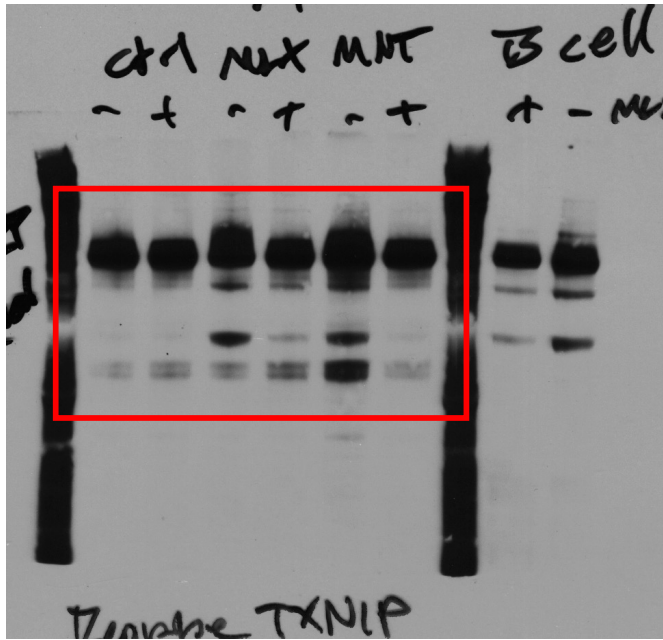

BIM

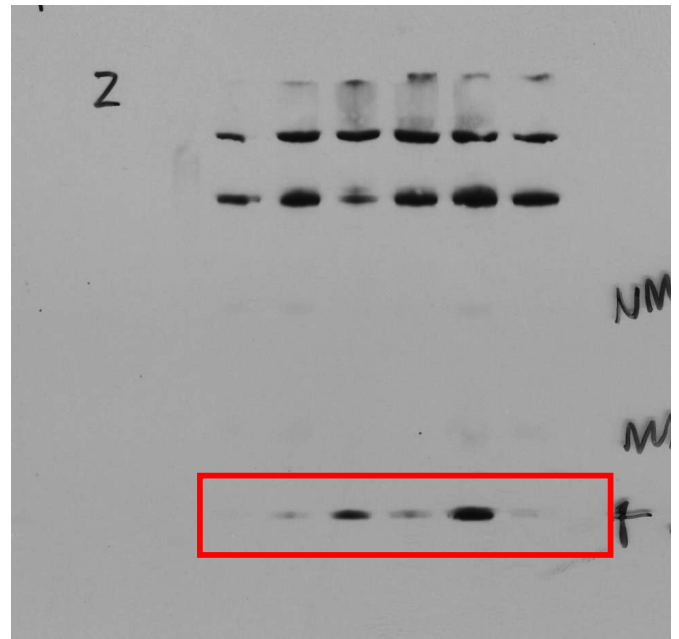

$\gamma$ H2AX

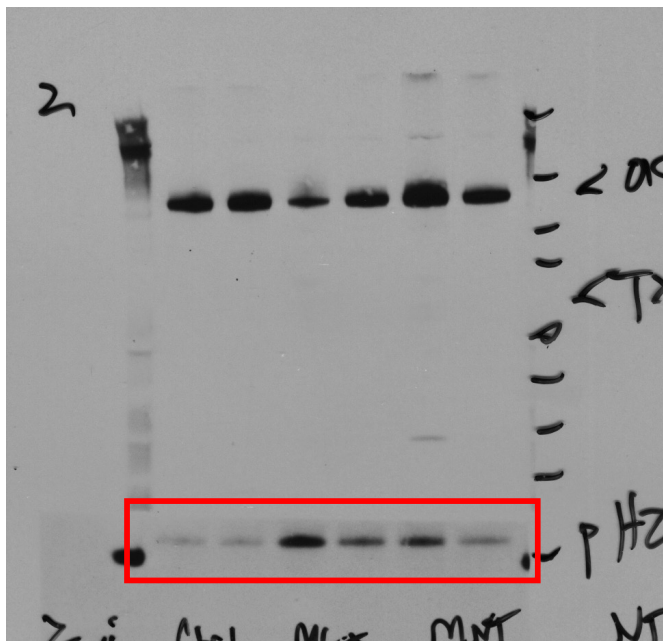

TUBULIN

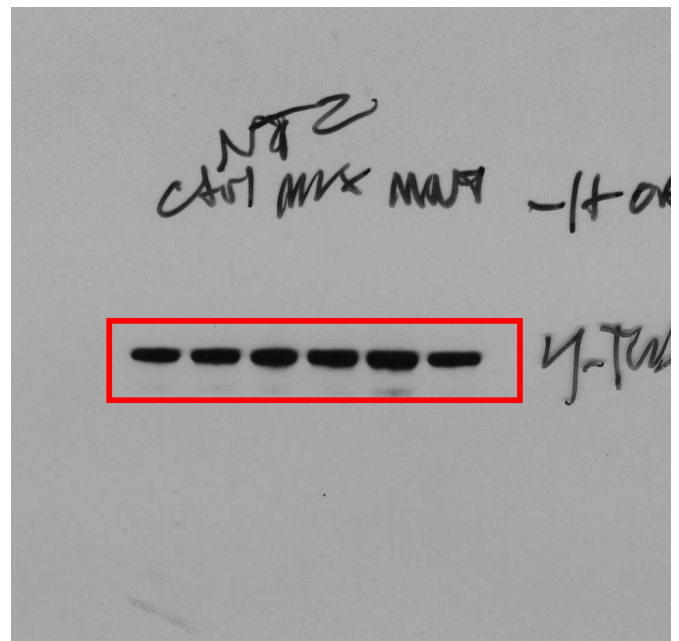

FIGURE 9F

MLX

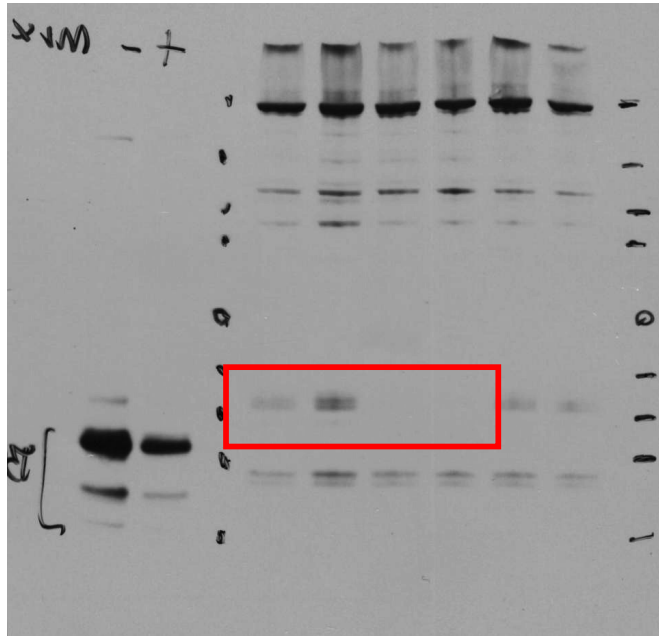

MondoA

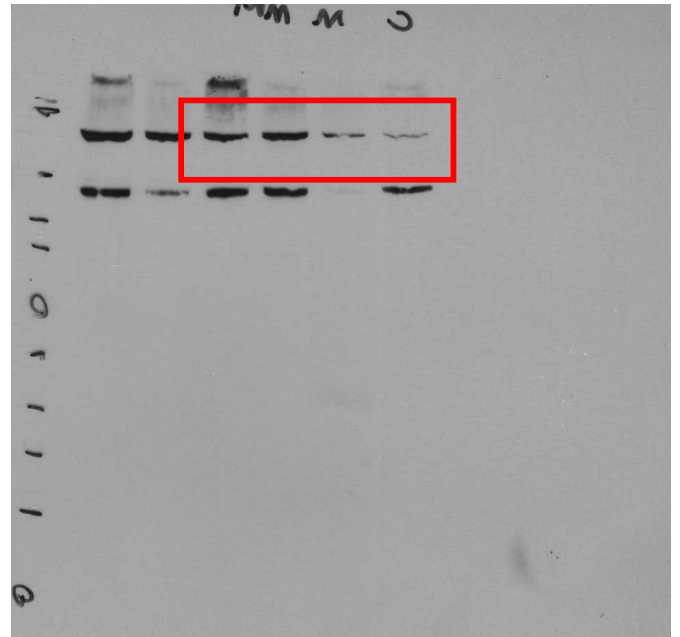

MYCN and MAX

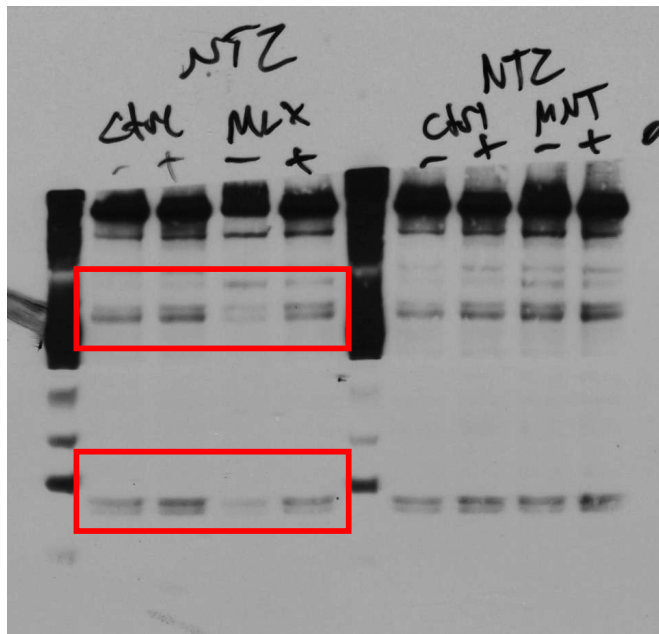

OCT4

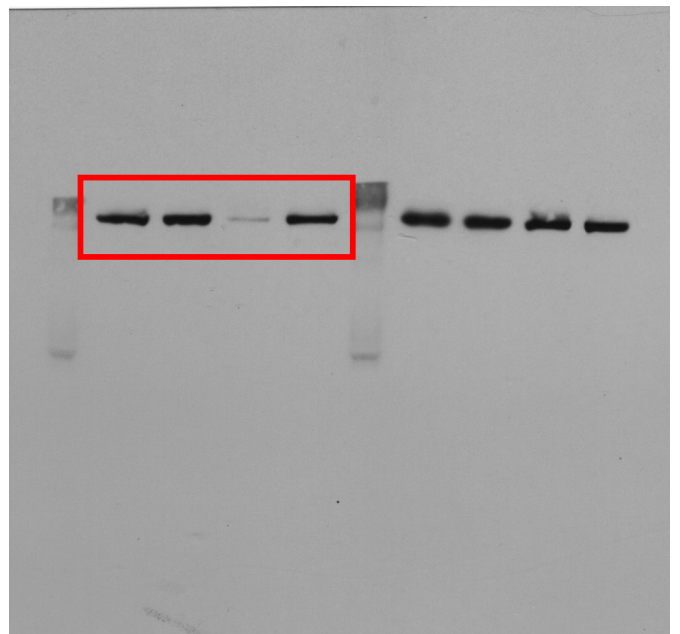

FIGURE 9F

FASN

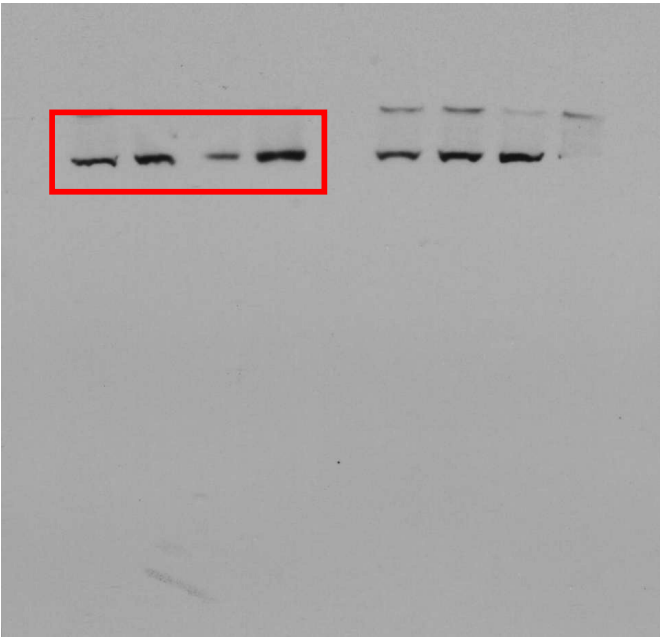

TUBULIN

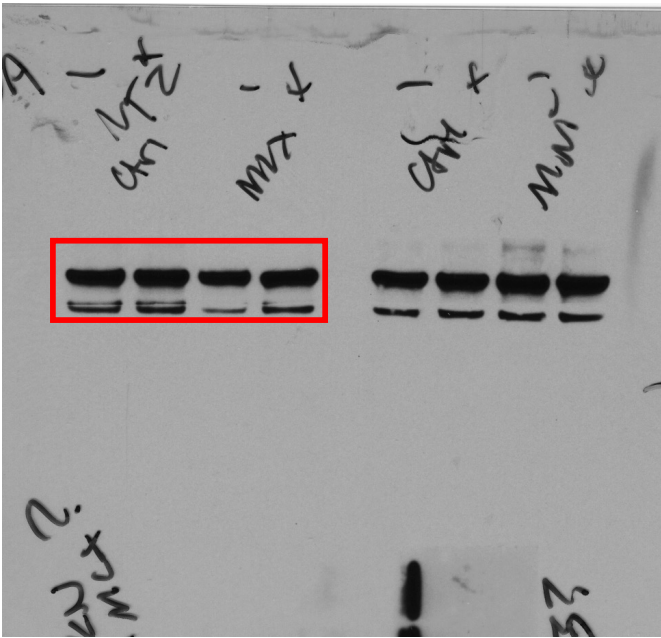

FIGURE 9G

MNT

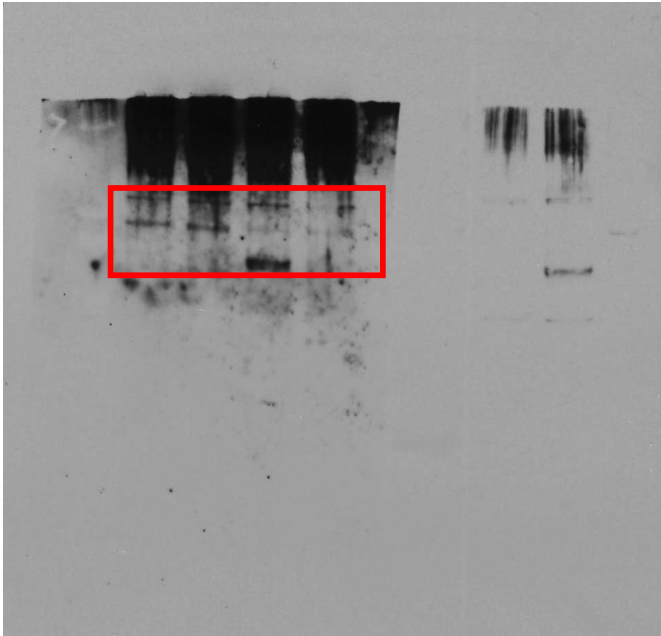

MondoA

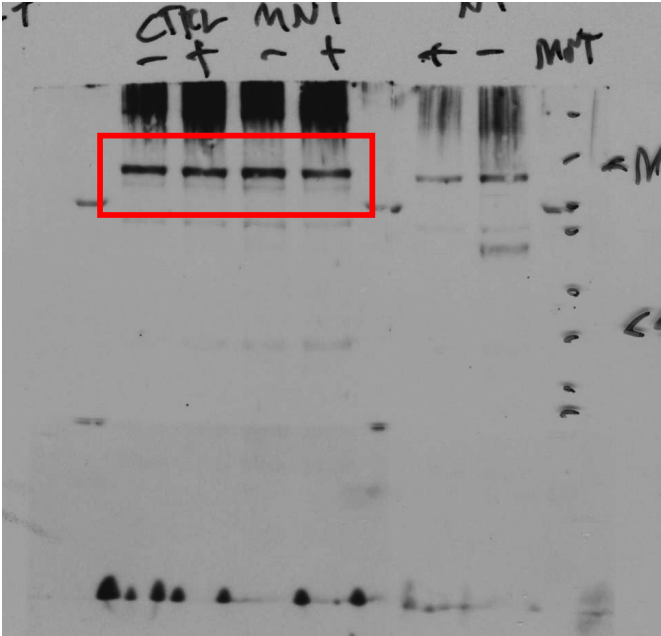

MYCN and MAX

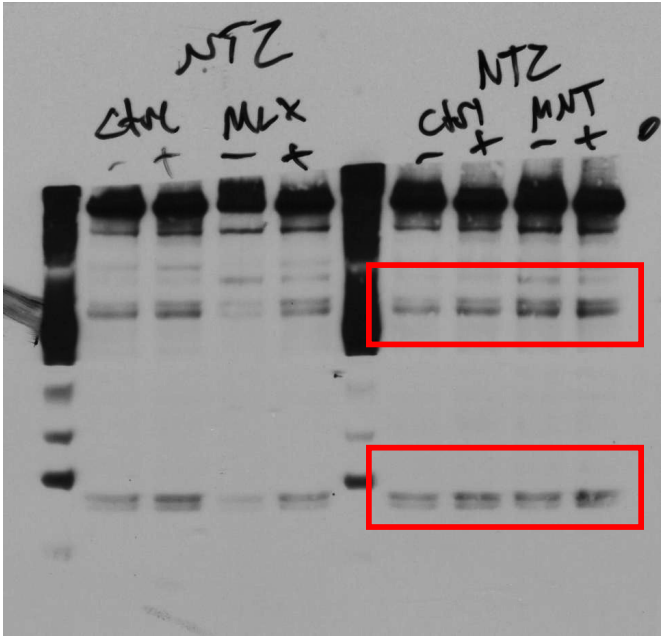

OCT4

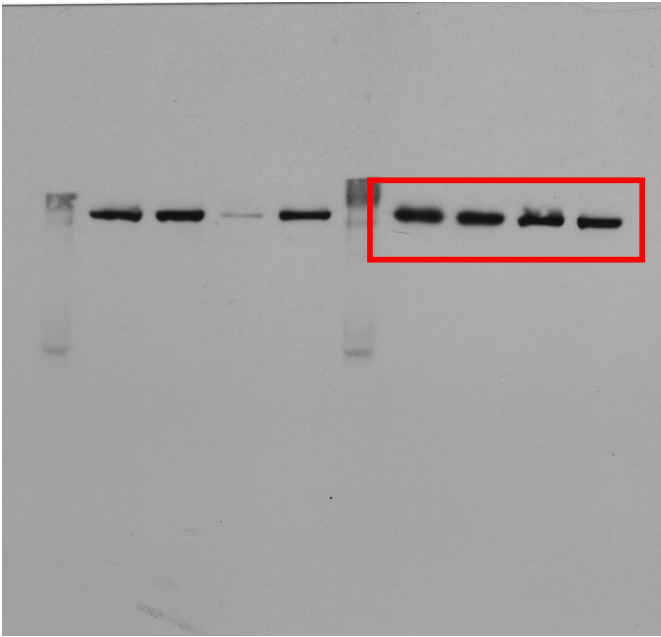

FIGURE 9G

FASN

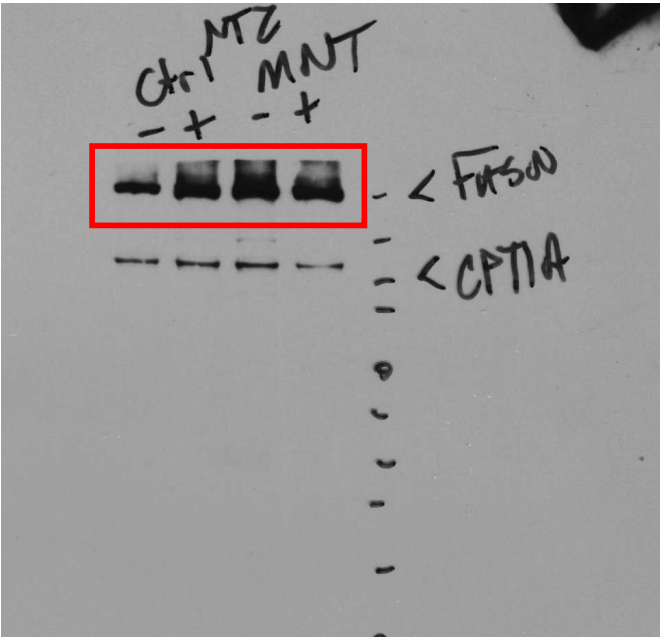

TUBULIN

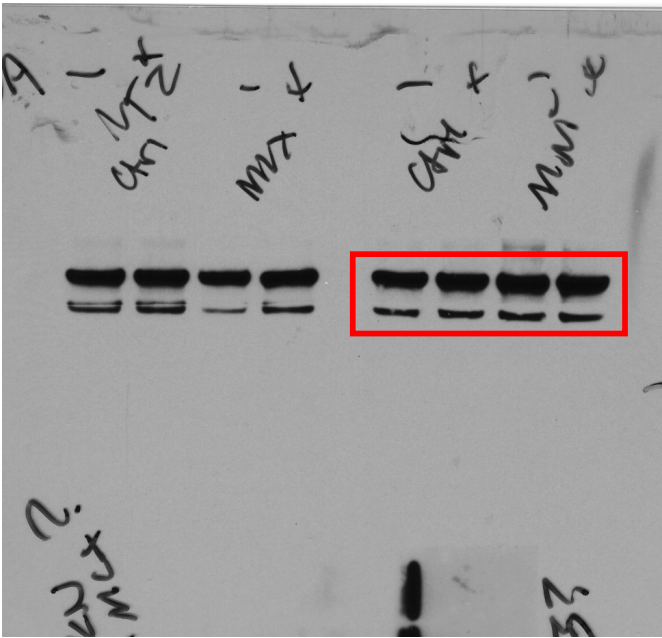

**FIGURE S9B**

MondoA, MLX and BIM

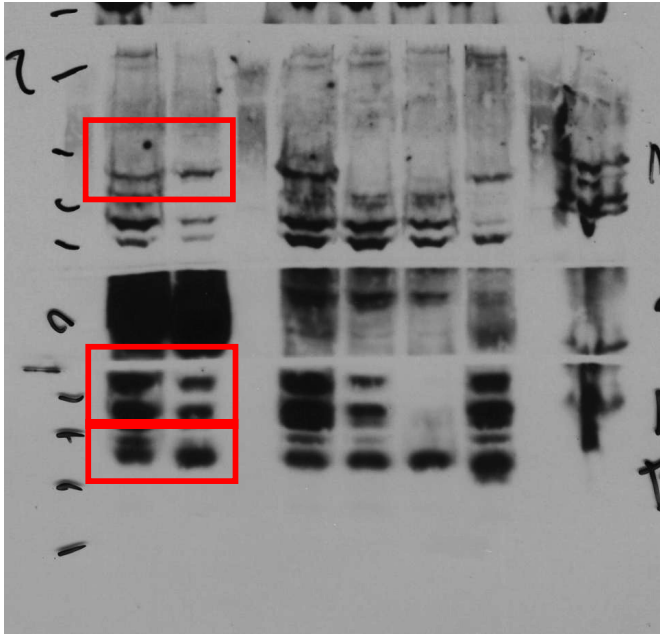

MNT

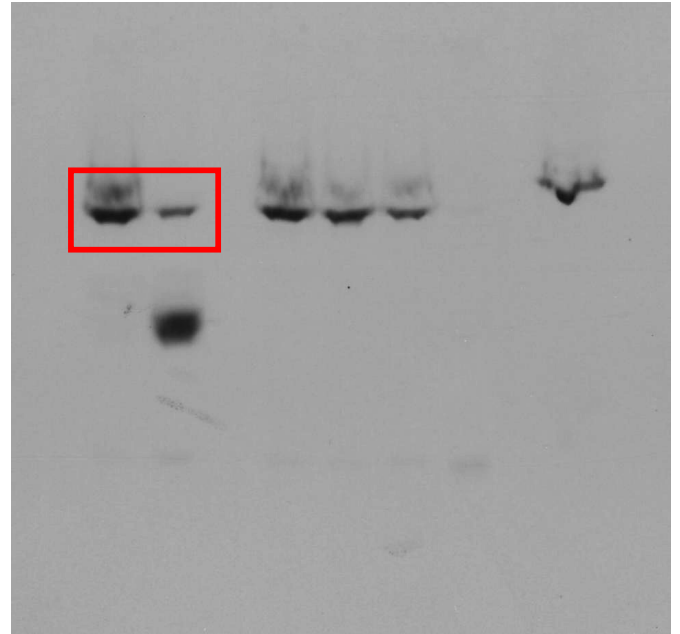

TXNIP

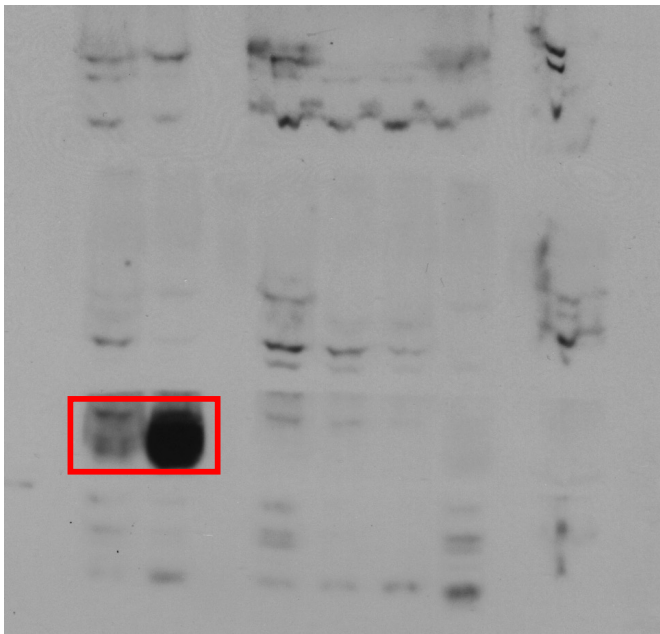

H2A

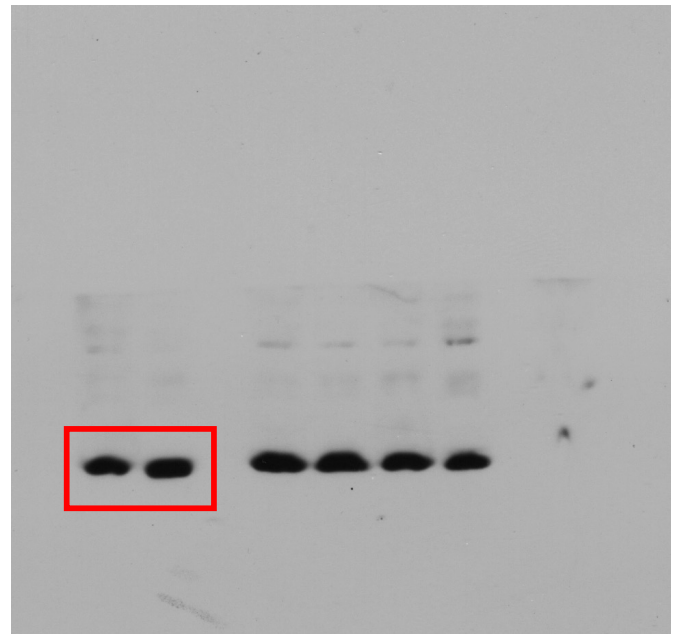

FIGURE S9C

MNT

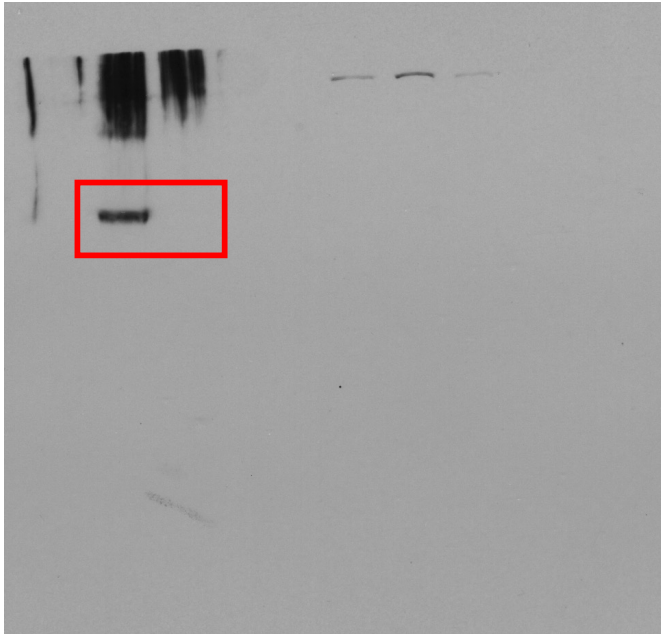

MLX

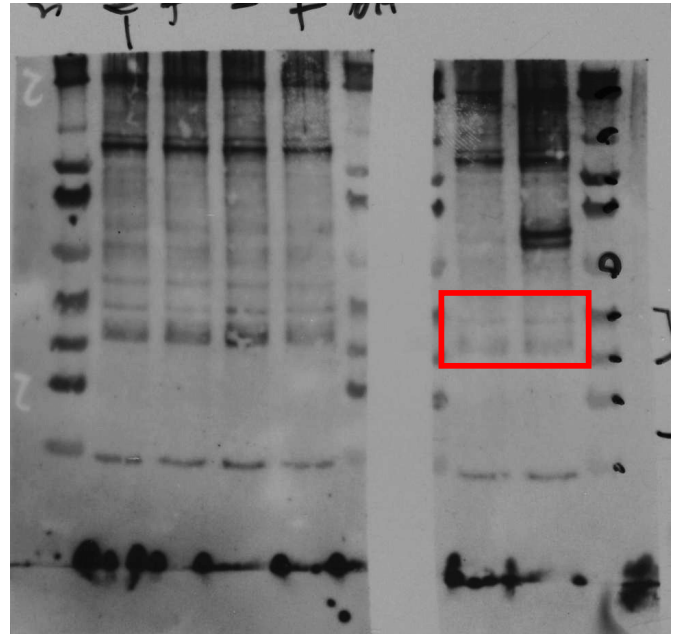

MondoA

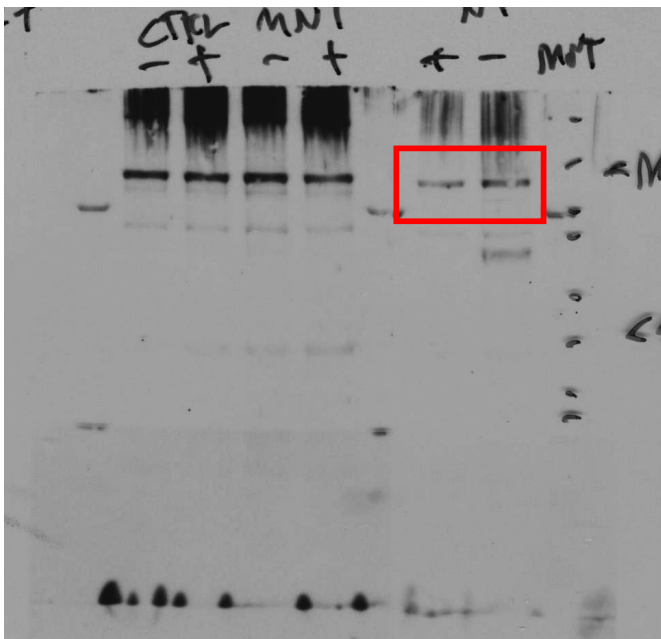

FASN

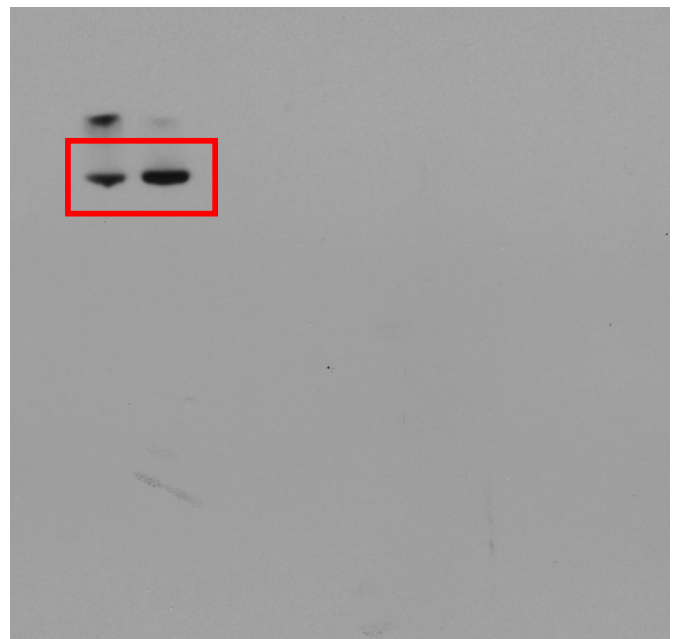

FIGURE S9C

SCD

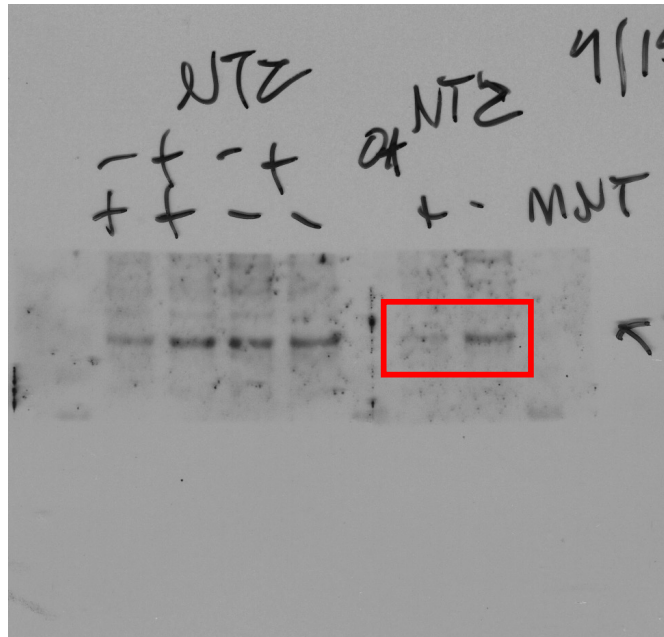

TUBULIN

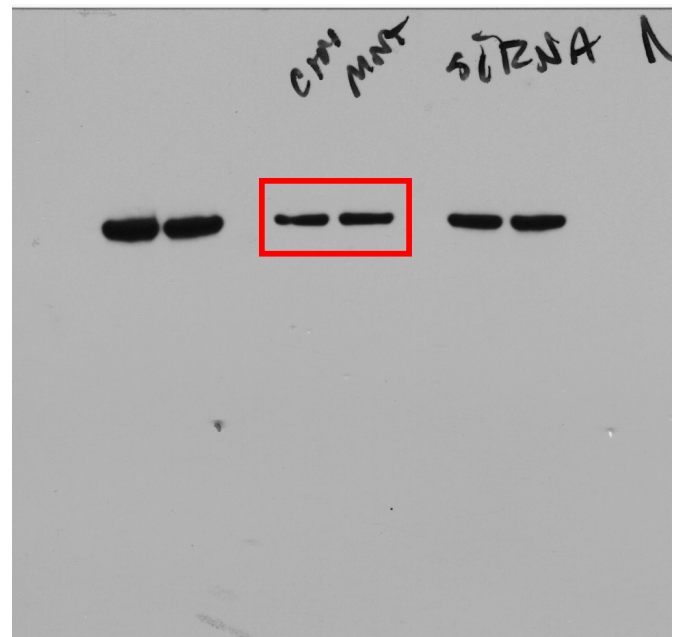

**Supplement:** S1 Raw Images — WB, western blot.

How the deposited data were processed for this re-analysis (not part of the article)

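RNA from whole testes of 3 WT and 3 MLX KO littermates aged 7 months was sequenced in 6 libraries. The authors deposited 1 table for the series. Its counts are whole numbers of reads per gene symbol and library, which the authors made by aligning reads to mm10 with TopHat. The paper's text names edgeR or DESeq for the processing after alignment, and does not name the counting tool or the gene annotation. The methods give no model, and the legend of Fig 5B calls the RNA-seq data pair-wise analyzed without saying which samples were paired in the test. The sample titles name them as paired replicates 1 to 3 of each genotype. The same deposited table holds the authors' own comparison of MLX KO with WT: a mean signal over the libraries, log2 fold changes with their standard errors, the test score, and the p-value with its adjusted value. Those columns were used only where the text says so. The ChIP-Seq samples of the series were not analysed here.

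Of the 17933 rows of the table, 2 repeated another row and were used once, which left 17931 gene symbols. Through the RefSeq annotation, 17248 symbols were matched by their current and 646 by an older symbol, and 37 were not matched. Exon length and GC content from GENCODE were found for 99.8% of symbols. Coordinates are those of mm10, in the RefSeq annotation.

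The main comparison used edgeR 4.0.16 in R 4.3.3, with its filter on low counts at the default minimum of 10, TMM normalization, the quasi-likelihood test with genotype as the only term, and Benjamini-Hochberg adjustment over the 14640 genes tested. All tests were two-sided unless stated. The threshold was an adjusted p of 0.05. CPM values are divided by TMM-adjusted library sizes. A group with 3 or fewer counts in each of its libraries was treated as at the detection floor, and a fold against it is a lower bound computed from 3 counts. Principal components were computed on log2 CPM, with a prior count of 2, of the 500 most variable genes. Gene sets were tested with camera and fry of limma 3.58.1, on 15 sets of the Reactome collection in fgsea 1.28.0 and on 9 lists of cell type markers, adjusted separately. The lists name 91 genes, 0 of them in more than 1 list. *Rhox5* and *Adgre1* have no row in the table, and *Nanos2* and *Nanos3* had too few counts. DESeq2 1.42.0 was used as an alternative.

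The libraries held between 16674678 and 19742726 counts. The paper states that WT and MLX KO males were age-matched littermates, in 3 pairs, and the samples carry the numbers 1 to 3. Deviations from the group means of log2 CPM correlated across genes at 0.145, 0.0363 and 0.121 between same-numbered libraries and at most at 0.0330 between the others. The main fit leaves the pair out, a choice made before the counts were examined, and fits with the pair as a block, in edgeR and in DESeq2, are alternatives. Log2 fold changes in the authors' deposited table lie closer to those of DESeq2 with the block than to those of DESeq2 without it. No libraries were duplicates: counts of libraries of the same genotype differed by more than the sampling noise (chi-square per degree of freedom from 2.74 to 8.28 over 14629 genes), most for KO1 against KO2 or KO3.

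Genes are named by a rule: every gene that the paper names with an RNA result or a role in Fig 5D, the marker lists, and the 5 largest increases and 5 largest decreases among DEGs changed in the same direction in all 3 pairs. The tests, this rule, the gene sets and lists, and the alternatives were fixed before the data were examined, apart from the removal of trends with GC content and gene length, which was chosen after seeing the data, and the tests that the observations name as chosen later. The alternatives were DESeq2, edgeR's exact test, DESeq2's size factors, library size alone, upper-quartile normalization, no filter, a filter of at least 1 CPM in 3 libraries, the pair as a block in edgeR and in DESeq2, an unadjusted p of at most 0.05, all genes or the regularized log in the principal component analysis, fry, an estimated correlation in camera, and each library left out in turn.

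The code was tested on simulated data in which 200 genes were changed by known amounts. Genes were drawn independently, with the same dispersion for each and without a pair effect. edgeR's quasi-likelihood test recovered 190 of the 200, or 95.0%, among 14341 genes tested and called 5 unchanged genes. DESeq2 recovered 181, and 166 with the pair as a block. In simulated sets, camera and fry each called 0 of 15 random sets and found the 1 set that was raised. Because the simulated genes were independent, this does not test sets of correlated genes.

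The Hallmark collection, the lists of genes bound by or responding to DMRT1 and CREM, and the human data that the paper cites were not used here. Western blots, metabolite levels and staining have no values in the deposited table and received no data.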

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

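The removal of trends with GC content and gene length was chosen only after the results were seen, and the other alternatives were set before the data were examined. The alternative that concerned a pseudocount did not apply, because the table holds counts.

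The number of DEGs stayed within 1.5 times 6649 under every alternative, from 4579 with DESeq2 and the replicate block to 7731 at an unadjusted p of at most 0.05. Higher genes numbered 2193 with DESeq2 and the replicate block, against 3634. Taken in steps, the number was 3420 with DESeq2's size factors in edgeR, 2792 with DESeq2's own test and filter as well, and 2193 with the block added. In edgeR the block instead raised it, to 3736. On 200 simulated changes, edgeR recovered 190, DESeq2 181 and DESeq2 with the block 166. The simulation had the same dispersion for every gene and no pair effect, so it does not show why the real numbers differ. Lower genes numbered 1268 with library size alone, against 3015. That scaling moved the median LFC of all genes by 0.14, to 0.16, and made 80.8% of DEGs higher in MLX KO testes, against 54.7%. It left 4902 genes called in the same direction as with TMM. Across the 6 fits that each left out 1 library, DEGs ranged from 5130 (without KO2) to 7395 (without KO1), higher genes from 2978 to 3990, lower genes from 2134 to 3405, and paper-named genes in the stated direction from 40 to 42. With GC content and length trends removed, 6750 genes were DEGs, and 6886 with the replicate block as well.

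The PC1 share was 65.0% without a filter, 69.1% over all genes tested and 89.1% on the regularized log scale, against 76.1%, and from 72.1% to 80.7% without 1 library; the cause was not tested.

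With camera and the correlation estimated for each set, 0 of the Reactome sets and 0 of the marker lists were past the threshold, against 10 and 6. By construction this test allows for correlated genes within a set, and with 3 libraries in each group few residuals are left to estimate it. Without 1 library, the sets past the threshold stayed at 10 and the lists ranged from 6 to 7. The additional list was that of endothelial cells, which passed without WT3 and without KO2. Over the 336 comparisons of 24 sets and lists, 16 were weaker, all of them with the estimated correlation, and 12 were stronger. The median of a set is on a scale that moves with the normalization: those of Glycolysis and Meiosis were below 0 with TMM and 0.06 each with library size alone.

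Of 91 genes followed, 59 had the same call in every alternative set beforehand. Over 1454 comparisons, 81 were weaker, 26 stronger and 6 reversed. Reversed were *Mnt* (LFC 0.0399), *Sycp1* (LFC 0.00881) and *Ddx4* (LFC 0.0236) with library size alone, and *H2afx* with DESeq2 (LFC -0.0103), with DESeq2's size factors (LFC -0.00588) and with DESeq2 and the replicate block (LFC -0.0103). None of these 4 genes was past the threshold to begin with. Calls became weaker for 9 genes without WT1, 8 without WT2, 5 without WT3, 1 without KO1, 12 without KO2 and 9 without KO3, and stronger for 4 without WT3 and 2 without KO1. When a library was left out, the numbers of DEGs, of higher and of lower genes moved by less than 1.5 times. The number of spermatocyte markers past the threshold moved by more, from 9 to 5 without WT1, 3 without KO2 and 5 without KO3. Those of the round spermatid and macrophage lists ranged from 7 to 9 and from 8 to 9, and all 13 elongating spermatid, 11 Sertoli cell and 9 Leydig cell markers stayed past it.

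With the littermate pair as a replicate block in edgeR, 6743 genes were DEGs. Among the genes, sets and lists followed, this paired fit changed the calls of *Stra8* (adjusted p = 0.0465 in place of 0.0598, LFC 0.27, higher in 3 of 3 pairs), *Uchl1* (adjusted p = 0.0600 in place of 0.0435, LFC 0.17, higher in 3 of 3 pairs) and the endothelial list. It also changed those of the markers *Spaca1* (adjusted p = 0.0604 in place of 0.0308, LFC -0.14, lower in 3 of 3 pairs), *Hormad1* (adjusted p = 0.0377 in place of 0.0630, LFC -0.16, lower in 3 of 3 pairs) and *Pecam1* (adjusted p = 0.0300 in place of 0.0516, LFC 0.55, higher in 3 of 3 pairs), and no other. These 3 markers and *Cx3cr1*, *Dmc1*, *Piwil1*, *Ccna1* and *Tdrd5* were added to the genes followed after their values were seen.

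Depth limits the values of *Casp4*, *Shisa4* and *Atf3*, whose folds are lower bounds, and of *Myc*, with at most 16 counts in a library.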

Differences from the paper's values

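The paper reports 2282 genes up in MLX KO testes, and edgeR's quasi-likelihood test called 3634. Of the alternatives set before the data were examined, the number was within 1.5 times the paper's with DESeq2 (2792), with DESeq2's size factors (3420), with DESeq2 and the replicate block (2193), and without WT1 (3119), WT2 (2978), WT3 (3278), KO2 (2996) or KO3 (3011). It was not with edgeR's exact test (3664), library size alone (5343), upper-quartile normalization (3692), no filter (3622), a filter of at least 1 CPM in 3 libraries (3566), the replicate block in edgeR (3736), without KO1 (3990) or at an unadjusted p of at most 0.05 (4174). DESeq2 with the replicate block, at 4579 genes with 2193 up and 2386 down, came closest to each of the paper's 4688, 2282 and 2406.

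The paper's S4 Table lists *Ctnna3* as up in MLX KO testes. Its LFC was -0.46 (SE 0.06, adjusted p = 1.41e-04 from edgeR, lower in 3 of 3 pairs), and it was lower and past the threshold under every alternative. The paper names *Atf3* among the up-regulated genes. It had too few counts for edgeR's filter and was called up with no filter (LFC 2.46, adjusted p = 0.00352), with DESeq2 (LFC 2.49, adjusted p = 0.0110), with DESeq2 and the replicate block (LFC 2.42, adjusted p = 0.0462), and without WT1, WT2, WT3 or KO1, higher in 3 of 3 pairs in the counts.

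The paper names glycolysis, oxidative phosphorylation, WNT signaling and apoptosis among the sets enriched in MLX KO tissue, from Hallmark sets. The Reactome sets on these topics, which hold other genes, were not past the threshold with camera: Glycolysis had a median LFC of -0.08 (adjusted p = 0.126, lower in 3 of 3 pairs), respiratory electron transport and ATP synthesis of 0.03 (adjusted p = 0.518, higher in 2 of 3 pairs), Wnt signaling of 0.06 (adjusted p = 0.506, higher in 3 of 3 pairs) and Apoptosis of 0.09 (adjusted p = 0.165, higher in 3 of 3 pairs). With fry, the last 3 were past the threshold, and with library size alone Apoptosis was as well.

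The paper describes an accumulation of more primitive germ cell markers, from the association of up-regulated genes with DMRT1, OCT4 and MYC. That association was not tested here. The spermatogonial list had a median LFC of 0.06 (adjusted p = 0.802 from camera, higher in 2 of 3 pairs). The median lay between 0.03 and 0.17 with each library left out in turn. Past the threshold in this list, *Kit* (LFC 0.81, adjusted p = 5.24e-04 from edgeR) and *Uchl1* (LFC 0.17) were higher and *Id4* (LFC -0.26) lower. The calls of *Uchl1* and *Id4* changed in some alternatives. *Pou5f1* was lower (LFC -0.49, adjusted p = 0.00937 from edgeR, lower in 3 of 3 pairs), and the paper reports moderately less OCT4 protein in MLX KO tubule cells.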

Other observations

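The tests on GC content and gene length, on large changes close to *Mlx*, on X-linked genes and on the library labelled KO1 were chosen only after those results were seen.

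With 3 libraries in each group, there are 10 ways to split the 6 libraries into 3 and 3. The genotype split gave 6649 DEGs, and 1 of the 10 splits, the real one, gave as many. The other 9 gave 0 genes past the threshold, with 79 to 582 genes at an unadjusted p under 0.05. For the Reactome sets tested with camera, 1 of the 10 splits gave as many as the genotypes, whose 10 sets stood against at most 7. For the marker lists, 6 of the 10 splits gave as many, up to 7. Among the 4 splits that part all 3 littermate pairs, as the genotypes do, the numbers with as many were 1 for genes, 1 for sets and 2 for lists, counting the real one. The remaining 6 splits part 1 pair each and put the members of the other 2 pairs together. With 10 splits the share is never under 0.1, so the count by itself does not reach a threshold of 0.05. With fry, 14 sets and 8 lists were past the threshold for the genotypes and 0 for the other 9 splits. Those 9 splits mix both genotypes in each group. Part of the genotype difference stays in their contrast, where camera can call it, and the rest widens the spread within groups. Their 0 genes and 0 fry calls are therefore weak evidence for the genotype split.

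GC content and gene length are unlikely to be the whole source of the DEGs: with each library's trend with both removed, 6750 genes were past the threshold, 6216 of them shared with the 6649 and in the same direction.

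Markers of somatic testis cells were higher and those of spermatids lower in MLX KO testes. A lower share of germ cells would raise the markers of every other cell type alike. The 5 somatic lists instead had medians from 0.44 (peritubular myoid cells) to 1.28 (macrophages) and moved apart by more than shuffled lists (permutation p = 0.0086, 10000 draws, one-sided; 0.0535, 0.0078 and 0.005 in the 3 pairs). If each marker is expressed only in its own cell type, this argues against a lower share of germ cells as the only source of the pattern. The shuffles treat genes as independent, and *Actg2* of the myoid list was lower (LFC -0.39), so the test does not exclude that source. By pair, the macrophage medians were 1.40, 1.05 and 1.19 and the Leydig medians 0.61, 1.19 and 1.11, against 0.61, 0.86 and 0.83 for Sertoli cells, 0.77, 0.52 and 0.26 for endothelial cells and 0.48, 0.39 and 0.52 for peritubular myoid cells. The Leydig and Sertoli medians were thus about equal in pair 1, and the Leydig median was the higher in pairs 2 and 3. A lower share of germ cells as part of the pattern stays open, as does a change in the number or expression of the cells whose markers rose most, which whole tissue cannot separate.

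Large changes lay close to *Mlx*. Within 2 Mb of it, 4 of 96 genes had an absolute LFC over 2 and were past the threshold: *Gfap* (LFC 4.19), *Rdm1* (LFC 2.93), *Plekhh3* (LFC 2.67) and *Meox1* (LFC -3.63), of which *Gfap*, *Rdm1* and *Plekhh3* were chosen after their values were seen. Of the same windows around 14609 other genes, 1.26% held as many. Within 100 kb, 3 of 11 genes were past the threshold, *Plekhh3*, *Atp6v0a1* (LFC 0.71) and *Psmc3ip* (LFC -0.20), the last overlapping the end of *Mlx*. *Psmc3ip* was no longer past it with library size alone (LFC -0.06). Over 10 Mb, 49.1% of 287 genes were past the threshold (95% exact binomial interval 43.2% to 55.1%) against 45.3% of 14353 elsewhere (44.5% to 46.2%), a difference that Fisher's exact test did not call (two-sided p = 0.209). A local effect of the targeted allele or variants carried with it may underlie these 4 genes, and the 2 cannot be told apart from each other or from a response to MLX loss, because every MLX KO library carries the same allele region and no sequence reads were analysed here. The paper states that the allele was made in 129S4 cells and that mice with a total KO came from crosses to Meox2-Cre mice, whose strain it does not give.

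X-linked genes were higher in MLX KO testes. The median LFC of 576 X-linked genes was 0.25 against 0.02 for 14023 autosomal genes (0.13, 0.34 and 0.25 in the 3 pairs, and from 0.21 to 0.29 without 1 library), and 38.7% of X-linked against 24.3% of autosomal genes were higher past the threshold. With library size alone the medians were 0.39 and 0.16. Autosomal genes matched on exon length and GC content had medians with a 95% range of -0.05 to 0.02 (one-sided permutation p = 1e-04, the smallest that 10000 draws can give), so GC content and gene length bias is unlikely to be the source. A different share of cell types between the genotypes stays open as a source, as does a direct effect of MLX loss, and neither was tested.

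The difference between genotypes was smaller in pair 1, with a median absolute log2 difference over the DEGs of 0.30, against 0.45 in pair 2 and 0.43 in pair 3. If RNA of WT testes were mixed into the library labelled KO1, genes strongly raised and genes strongly lowered in replicates 2 and 3 (absolute LFC over 1.5) would imply the same share. The 300 raised genes implied a median of 30.6% (quartiles 12.7% and 51.7%) and the 16 lowered genes 15.0% (quartiles -1.50% and 30.7%). These ranges overlap, and with 1 library concerned, a mixed sample and a male with a milder change cannot be told apart.

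For proteins that the paper measured in testes or tubules, the whole testes RNA was as follows. *Mlxip*, which encodes MondoA, had an LFC of 0.42 (SE 0.07, adjusted p = 7.13e-04 from edgeR, higher in 3 of 3 pairs) and *Mlxipl* of 1.04 (SE 0.14, adjusted p = 2.31e-04 from edgeR, higher in 3 of 3 pairs). *Max* had an LFC of 0.43 (SE 0.12, adjusted p = 0.0158 from edgeR, higher in 3 of 3 pairs), which fell to 0.28 and was no longer past the threshold without WT3, nor was it past it with DESeq2 and the replicate block. By immunoblot, the paper reports less MondoA, ChREBP and MAX protein in MLX KO tubule cells, the opposite direction to these RNAs. It reports MondoA and ChREBP as lower in whole testes as well. *Cpt1a* had an LFC of 0.90 (SE 0.10, adjusted p = 5.37e-05 from edgeR, higher in 3 of 3 pairs). *Ddx4* had an LFC of -0.12 (adjusted p = 0.0794 from edgeR, lower in 3 of 3 pairs), which passed the threshold without KO1 (LFC -0.14) and with DESeq2 (LFC -0.15), and *Mki67*, for Ki-67, had an LFC of 0.07 (adjusted p = 0.360 from edgeR, higher in 2 of 3 pairs), which was past the threshold with library size alone (LFC 0.21).

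In the authors' deposited table, 4411 genes had an adjusted p under 0.05, 2211 up and 2200 down, and 5707 had a p of at most 0.05. Log2 fold changes in the authors' deposited table differed from those of DESeq2 with the littermate pair as a block by a median of 0.0125 with an SD of 7.18e-04 over genes, and from those of DESeq2 without the block by an SD of 0.148. Standard errors in the authors' deposited table were 1.01 times those of DESeq2 with the block and 1.22 times those without, as medians. Of the 4411 genes called in the authors' deposited table, 4371 (99.1%) were also called by edgeR, each in the same direction.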
